# Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in *Arabidopsis*

**DOI:** 10.1016/j.xplc.2024.101180

**Published:** 2024-10-31

**Authors:** Alvaro Santiago Larran, Jingyu Ge, Guiomar Martín, Juan Carlos De la Concepción, Yasin Dagdas, Julia Irene Qüesta

**Keywords:** ASAP complex, plant development, alternative splicing, heat stress, *Arabidopsis thaliana*, biomolecular condensates, leaf development, thermoprotection, stress granules, shuttling proteins

## Abstract

Dynamic shuttling of proteins between the nucleus and cytoplasm orchestrates vital functions in eukaryotes. Here, we reveal the multifaceted functions of *Arabidopsis* Sin3-associated protein 18 kDa (SAP18) in the regulation of development and heat-stress tolerance. Proteomic analysis demonstrated that SAP18 is a core component of the nuclear apoptosis- and splicing-associated protein (ASAP) complex in *Arabidopsis*, contributing to the precise splicing of genes associated with leaf development. Genetic analysis further confirmed the critical role of SAP18 in different developmental processes as part of the ASAP complex, including leaf morphogenesis and flowering time. Interestingly, upon heat shock, SAP18 translocates from the nucleus to cytoplasmic stress granules and processing bodies. The heat-sensitive phenotype of a *SAP18* loss-of-function mutant revealed a novel role for SAP18 in plant thermoprotection. These findings significantly expand our understanding of the relevance of SAP18 for plant growth, linking nuclear splicing with cytoplasmic stress responses and providing new perspectives for future exploration of plant thermotolerance mechanisms.

## Introduction

Plant development hinges on critical post-transcriptional processes such as alternative splicing, a key player in generating proteome diversity and organism complexity in response to diverse stimuli (Chaudhary et al., 2019). Within the intricate spliceosome machinery, proteins such as heterogeneous nuclear ribonucleoproteins (hnRNPs) and serine/arginine-rich (SR) proteins orchestrate splicing regulation through dynamic RNA interactions (Pan et al., 2008; Lee and Rio, 2015; Zhang et al., 2017). In addition to hnRNPs and SRs, Sin3-associated protein of 18 kDa (SAP18) stands out for its dual roles in transcriptional regulation and splicing (Knoepfler and Eisenman, 1999; Singh et al., 2010).

In animals, SAP18 acts as a co-repressor within the Sin3–histone deacetylase complex (Sin3–HDAC), linking it to transcription factors to modulate gene expression (Zhang et al., 1997; Schwerk et al., 2003). SAP18 also participates in a protein complex named the apoptosis- and splicing-associated protein (ASAP) complex, alongside RNA-binding protein S1 (RNPS1) and apoptotic chromatin condensation inducer in the nucleus (ACINUS) (Schwerk et al., 2003). This versatile complex is mainly involved in RNA processing, becoming a substructural component of the exon-junction complex (EJC) (Schwerk et al., 2003; Tange et al., 2005). The presence of a ubiquitin-like β-grasp fold in SAP18 further confirms its potential for multiprotein interactions (Zhang et al., 1997; Schwerk et al., 2003; Tange et al., 2005; Kiel and Serrano, 2006; McCallum et al., 2006). Notably, the structural integrity of SAP18 seems to be crucial for ASAP complex formation (Singh et al., 2010). Both the ASAP and the PSAP complex (in which ACINUS is replaced by its homolog PININ) are believed to function at the nexus of histone modification, transcription, and alternative splicing in metazoans (Schwerk et al., 2003; Murachelli et al., 2012; Deka and Singh, 2017).

In *Arabidopsis*, the Sin3–HDAC includes a SIN3-like protein (SNL1–6), SAP18, SAP30, one HDA protein (HDA19, HDA9, HDA7, or HDA6), and MULTICOPY SUPPRESSOR OF IRA1 (MSI1; Liu et al., 2014), which is also a core component of Polycomb repressive complex 2 (PRC2) (Derkacheva et al., 2013; Mehdi et al., 2016; Ning et al., 2019). SAP18 co-purifies with different PRC2 accessory proteins as well as with HDA19 (Qüesta et al., 2016). In addition, SAP18 has been shown to associate with various transcription factors, including ethylene responsive factors 4/5 (ERF4/5), SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1 (SOC1), and AGAMOUS-LIKE 24 (AGL24), which are involved in reproductive development (Song and Galbraith, 2006; Hill et al., 2008; Liu et al., 2009).

All the *Arabidopsis* ASAP components SAP18, ACINUS, and SERINE/ARGININE-rich 45 (SR45, orthologous to RNPS1 in animals) have been shown to associate with VIVIPAROUS1/ABSCISIC ACID INSENSITIVE3-LIKE1 (VAL1), a transcription factor involved in transcriptional inactivation of the floral repressor *FLOWERING LOCUS C* (*FLC*) leading to plant flowering (Qüesta et al., 2016; Mikulski et al., 2022). SR45 is crucial for plant splicing, as evidenced by defects in both constitutive and alternative splicing in *sr45* mutants (Zhang and Mount, 2009). SR45 binds exonic splicing enhancers, affecting splice-site selection and engaging early in spliceosome assembly (Day et al., 2012). In addition, SR45 governs alternative splicing of circadian clock genes to ensure rhythmic expression (Sanchez et al., 2010) and regulates other transcripts through motif-specific elements (Zhang et al., 2017). Furthermore, ACINUS is an integral component of U2/U12 spliceosomes and crucially interacts with SR45, influencing splicing activity (Palusa et al., 2007) and modulating abscisic acid (ABA) sensitivity by affecting the splicing of *ABA HYPERSENSITIVE 1* (*ABH1*) and *HYPERSENSITIVE TO ABA1* (*HAB1*) RNA (Bi et al., 2021).

Sequence analysis has predicted the formation of the ASAP complex in plants (Chen et al., 2019), and interactions between its three protein components have been anticipated (Chen et al., 2019; Bi et al., 2021). Moreover, the nuclear accumulation of SAP18-GFP in *Arabidopsis thaliana roots* is drastically reduced in the absence of SR45, indicating that SR45 may have a role in the maintenance of nuclear SAP18 protein levels (Chen et al., 2019). Correct expression of the ASAP complex has indeed been postulated to regulate *FLC*-dependent flowering (Mikulski et al., 2022). However, plant ASAP remains to be genetically characterized, and we lack a unanimous model for the interactions among its components. In particular, the potential role of SAP18 in splicing regulation has not been investigated. Despite some hints on the requirement for SAP18 to overcome high-salt conditions (Song and Galbraith, 2006), its broader roles in *Arabidopsis* stress responses have not been assessed to date. This limited understanding motivated our investigation into the functional role of SAP18 in *Arabidopsis*.

In this work, we reveal deeper insights into the complexity of SAP18-mediated cellular processes in *A*. *thaliana*. We present novel data suggesting that, as part of ASAP, nuclear SAP18 is actively involved in the regulation of leaf development and may have an independent cytoplasmic function, likely relevant to *Arabidopsis* thermotolerance.

## Results

### The interactome of SAP18 reveals its strong association with splicing

To investigate the function of *Arabidopsis* SAP18, we performed immunoprecipitation followed by mass spectrometry (IP–MS) using plants overexpressing an SAP18-GFP fusion (provided by Chen et al., 2019) to identify SAP18 *in vivo* interactors. In all IP–MS experiments in this study, the *35S*:*GFP-*overexpression line was used as a control to eliminate non-specific hits. As a result of two independent experiments, each with three biological replicates, we were able to identify 58 high-confidence SAP18 interactors, which are summarized in a string network in Figure 1A. Line thickness indicates the strength of confidence for empirically validated interactions among nodes. The absence of lines between SAP18 and most of the nodes indicates that these interactions have not been reported or validated previously. In line with previous findings in animals, the largest group of SAP18 interactors are splicing-associated proteins (Figure 1B, yellow). Among these, we identified the ASAP/PSAP complex members ACINUS (AT4G39680), SR45 (AT1G16610), and AtPININ (AT1G15200) (Figure 1B, green) as top hits, confirming previously published data (Murachelli et al., 2012; Chen et al., 2019; Bi et al., 2021). In addition, SAP18 pulled out proteins involved in rRNA processing (such as homologs of NOPPL40-ASSOCIATED PROTEIN OF 57 kDa [NAP57] and FIBRILLARIN 2 [FIB2]) and proteins of the Nu4A acetyltransferase complex (Bieluszewski et al., 2015). The full list of candidate interactors can be found in Supplemental Table 1.

**Figure 1:**
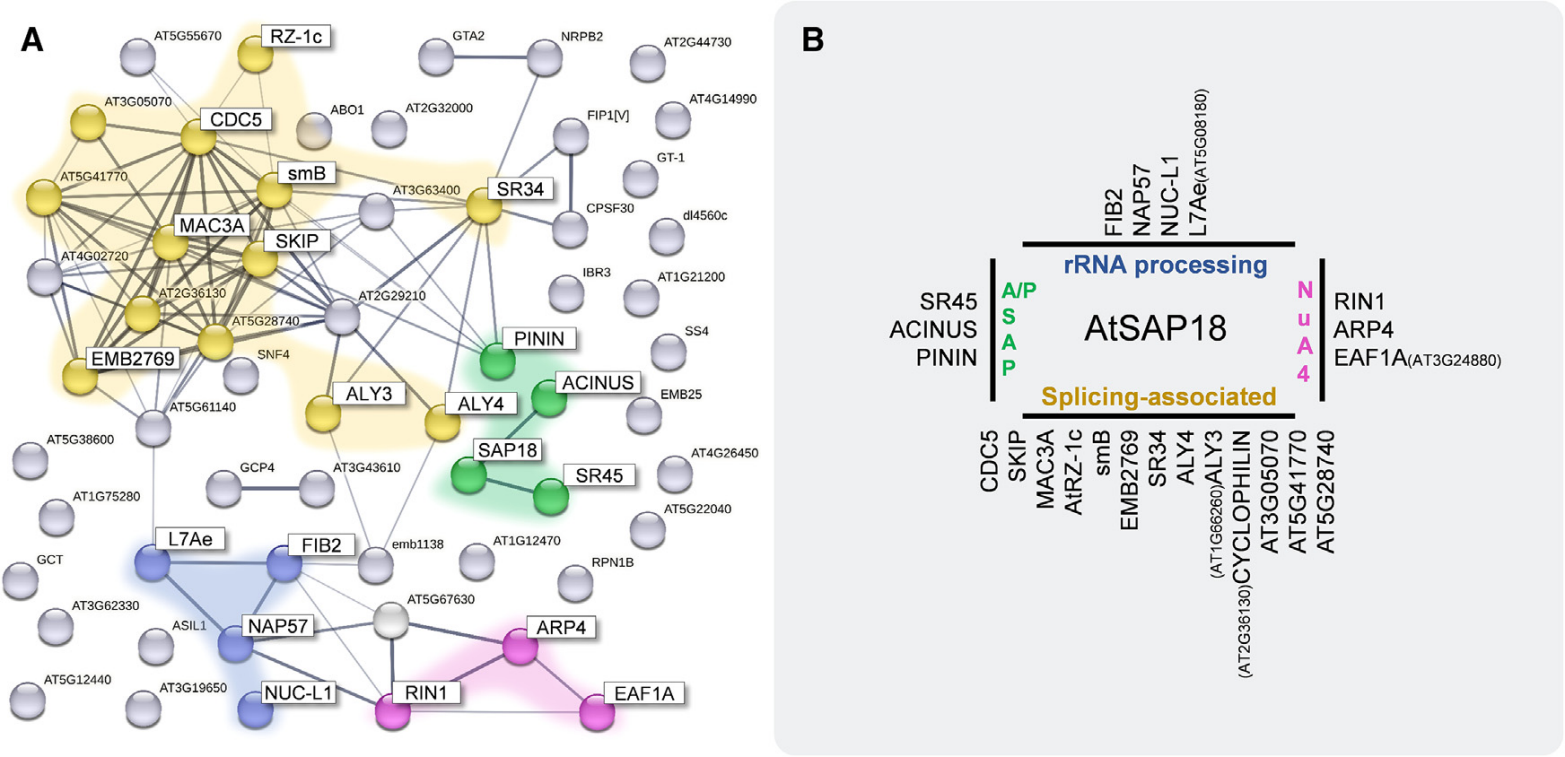
SAP18 interactome. **(A)** String network of SAP18-GFP interactors that resulted from the merging of two independent IP–MS experiments. Proteins in yellow correspond to components of the spliceosome or splicing-associated proteins, green to members of the ASAP/PSAP complex, blue to members of rRNA processing machinery, and pink to members of the NuA4 acetyltransferase complex. **(B)** Summary of the main complexes to which the interactors belong. The full list of interactors is provided in Supplemental Table 1.

Despite previous reports suggesting involvement of the ASAP complex components SAP18 and SR45 in flowering through modulation of *FLC* levels via VAL1 (Mikulski et al., 2022), we were not able to recover VAL1 protein in our current settings, likely owing to differences in protein abundance. Likewise, neither HDA19 nor MSI1 (PRC2 complex component) arose as high-confidence interactors in our dataset, despite being described as SAP18 interactors previously (Mehdi et al., 2016; Qüesta et al., 2016). Our data clearly demonstrated that SAP18 is tightly linked to the splicing machinery and to ASAP complex components *in vivo* in seedlings. These findings prompted us to evaluate other poorly explored functions of SAP18 as a part of the ASAP complex in *Arabidopsis*.

### SAP18 takes part in the ASAP complex in the nucleus

Transient expression experiments in tobacco leaves confirmed that all ASAP proteins predominantly localize to the nucleus (Figure 2A). As previously reported, SR45 forms biomolecular condensates *in planta* (Figure 2A; Koroleva et al., 2009). The three members of the ASAP perfectly co-localize when co-expressed together, independently of the type of translational fusion used (Figure 2B). Unlike SR45 and ACINUS, SAP18 exhibited a unique subcellular distribution, being present in both the nucleus and the cytoplasm. This observation was supported by our SAP18 interactome data, which retrieved 7 out of 58 proteins (12.1%) that are predicted not to be nuclear (Supplemental Table 1).

**Figure 2:**
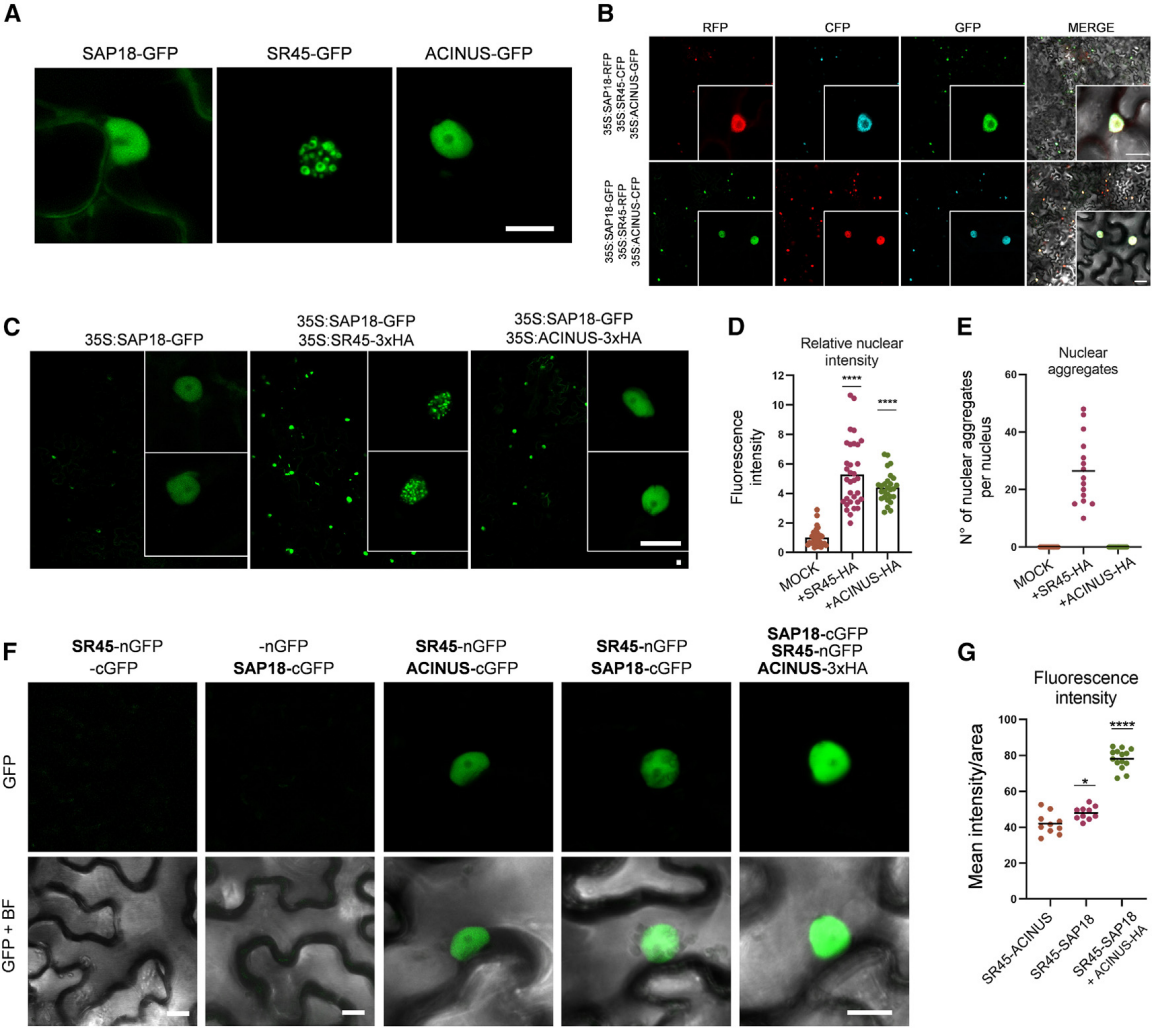
SAP18 subcellular localization in the context of the ASAP complex. **(A)** Representative images of SAP18-GFP, SR45-GFP, and ACINUS-GFP subcellular localization. **(B)** SAP18, SR45, and ACINUS localization in the nucleus of leaf epidermal cells of *N*. *benthamiana*. **(C)** Effect of SR45 and ACINUS on SAP18-GFP stabilization in leaf epidermal cells of *N*. *benthamiana*. **(D and E) (D)** Effect of SR45 and ACINUS on SAP18-GFP nuclear fluorescence intensity in 30 nuclei and **(E)** number of nuclear aggregates in leaf epidermal cells of *N*. *benthamiana* within 15 nuclei. **(F)** BiFC experiments using -nGFP and -cGFP fusions to evaluate interactions among SAP18, SR45, and ACINUS. **(G)** Mean fluorescence intensity/area of 10 images from BiFC experiments. Significance testing was performed by one-way ANOVA: ∗*p < 0.05* and ∗∗∗∗*p <* 0.0001. Scale bars in all microscopy images represent 10 μm.

Furthermore, our experiments revealed an intriguing dependence of SAP18 signal levels on the presence of SR45 and ACINUS. Upon co-expression with either SR45 or ACINUS, SAP18-GFP fluorescence in the nucleus became significantly brighter, evidencing the interaction between these components (Figure 2C and 2D). Notably, co-expression with SR45 led to formation of SAP18-GFP nuclear aggregates, whereas this did not happen upon co-expression with ACINUS (Figure 2E). Given that SR45 is known to form biomolecular condensates (Koroleva et al., 2009) and has recently been confirmed to undergo liquid–liquid phase separation (Zhang et al., 2022), these aggregates further support the association between SAP18 and SR45. We performed bimolecular fluorescence complementation (BiFC) experiments, which further confirmed the interaction between SAP18 and SR45 *in planta* (Figure 2F and Supplemental Figure 1). The SAP18–SR45 interaction was significantly enhanced in the presence of ACINUS (Figure 2F and 2G), likely as a result of stabilization of the *Arabidopsis* ASAP complex in the presence of all its three components.

To investigate the functional relevance of SAP18 nuclear retention by SR45, we performed additional IP–MS experiments using *Arabidopsis* plants overexpressing SAP18-GFP in the *sr45* mutant background (from Chen et al., 2019). Remarkably, none of the ASAP/PSAP components were detectable with confidence, and the proportion of non-nuclear interactors increased to 26 out of 82 (31.7%), providing further evidence that SAP18 function in the nucleus is dependent on the presence of SR45 (Supplemental Table 2). Therefore, although the subcellular localization of SAP18 is significantly shaped by its dynamic interactions with SR45 and ACINUS, possibly orchestrating vital cellular processes in the nucleus, our results also reveal a potential role for SAP18 in the cytoplasm that remains fully enigmatic.

### SAP18 contributes to regulation of *Arabidopsis* development by the ASAP complex

Although the contributions of SR45 and ACINUS to different aspects of *Arabidopsis* development and stress responses have been described individually (Ali et al., 2007; Zhang et al., 2017; Bi et al., 2021), the functions of both SAP18 and the plant ASAP complex as a whole continue to be poorly characterized. To start exploring the roles of ASAP in *Arabidopsis* development, we generated a mutant line carrying T-DNA insertions in the three ASAP components (hereafter referred to as the *asap* mutant) and compared the phenotypes of single (*sap18*, *sr45*, and *acinus*; Figure 3), double (*sap18 sr45*, *sap18 acinus*, and *sr45 acinus*; Supplemental Figure 2A), and triple mutant lines (*asap*; Figure 3). Overall, inactivation of ASAP complex components led to developmental defects during *Arabidopsis* vegetative and reproductive growth (Figure 3 and Supplemental Figure 2). Leaf development was compromised to some extent in all ASAP mutants (including single, double, and triple mutants), as reflected by the total leaf area of 25-day-old plants (Figure 3A–3C; Supplemental Figure 2A and 2B). *sap18* and *acinus* showed a slight reduction in total leaf area, a defect that was more evident in the *sr45* mutant and even more pronounced in the *asap* triple mutant (Figure 3B). *asap* plants also showed a significant reduction in leaf 1 area compared with each single mutant (Figure 3C). Remarkably, the equivalent total leaf area observed in *sap18 sr45* (Supplemental Figure 2B, 0.58 ± 0.14 cm^2^ compared with 0.93 ± 0.15 cm^2^ in Columbia-0 [Col-0]) and *asap* (Figure 3B, 0.52 ± 0.13 cm^2^ compared with 0.94 ± 0.16 cm^2^ in Col-0) suggested a prominent role of SAP18 and SR45 in the regulation of *Arabidopsis* leaf development.

**Figure 3:**
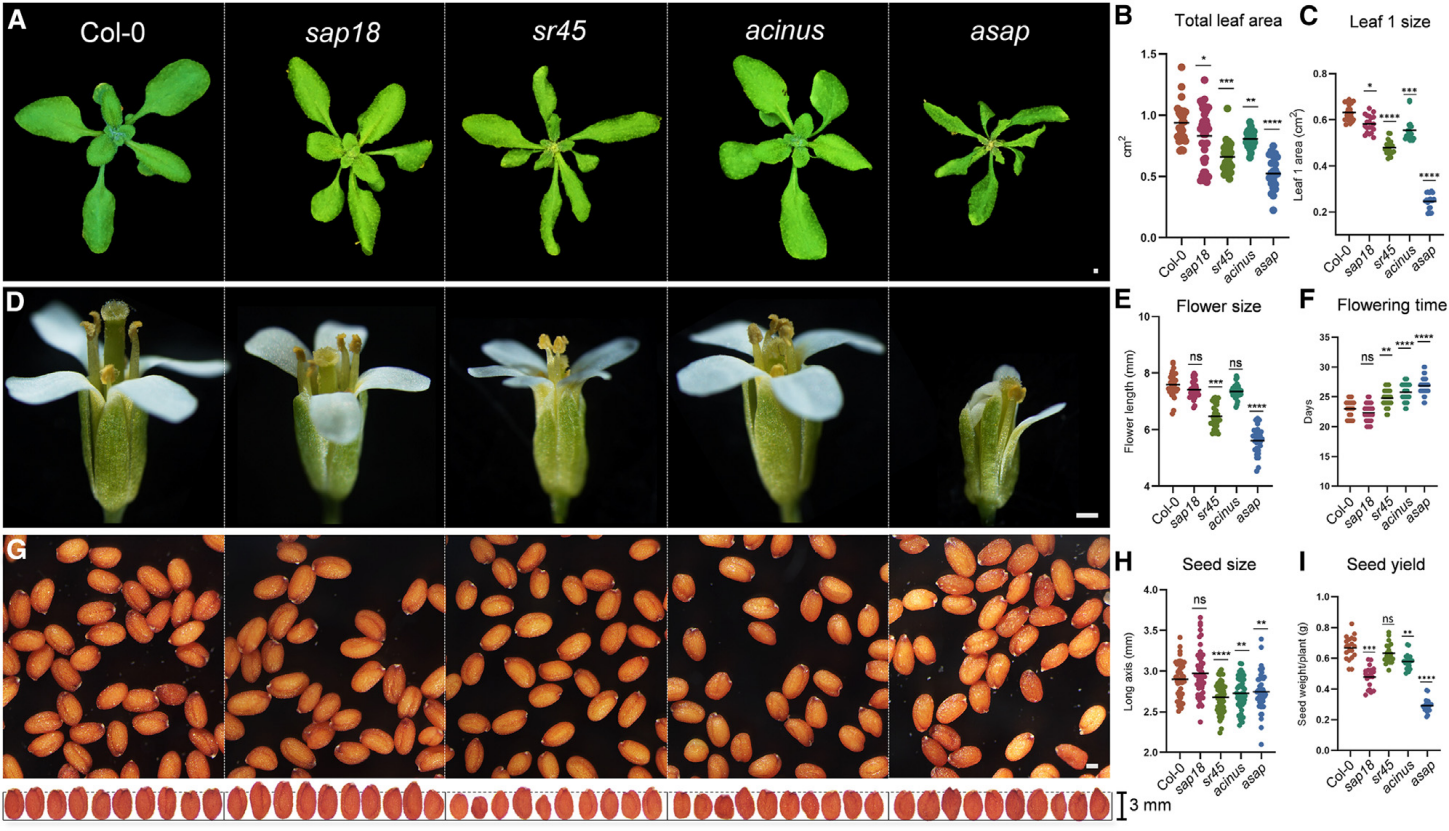
Development of *asap* mutants is severely affected. **(A–C) (A)** Rosette images of 25-day-old Col-0, *sap18*, *sr45*, *acinus*, and *asap* plants. Total leaf area **(B)** and leaf 1 size **(C)** was measured in 20 plants of each genotype and expressed in cm^2^. **(D)** Representative images of Col-0, *sap18*, *sr45*, *acinus*, and *asap* flowers. **(E)** Inflorescence length was measured in 30 flowers of each genotype and expressed in millimeters. **(F)** Flowering time was measured for 30 plants of each genotype growing at 22°C under a 16:8-h photoperiod. **(G)** Representative images of Col-0, *sap18*, *sr45*, *acinus*, and *asap* seeds. **(H)** The seed long axis was measured for 50 seeds of each genotype and expressed in millimeters. **(I)** Seed yield of Col-0, *sap18*, *sr45*, *acinus*, and *asap* genotypes was calculated as the average total seed weight produced per plant across 20 plants. Significance testing was performed by one-way ANOVA: ns, not significant (*p* > 0.05); ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗ *p* < 0.001, ∗∗∗∗*p* < 0.0001. Scale bars, 1 mm.

Flowering time was delayed in *asap* mutants, likely owing to the combined effects of *sr45* and *acinus* (Figure 3F), as reported previously (Mikulski et al., 2022). In addition, flower development was greatly affected in *sr45*, and the defects were even greater in *asap* plants, in which defective flowers were also significantly reduced in size (Figure 3D and 3E). Moreover, we detected an abnormal number of petals in *sr45*, *acinus*, and *asap* mutants, with up to 45% of flowers exhibiting five petals in *acinus* and *asap* mutants (Supplemental Figure 2C and 2D). Seed size was also significantly affected in the *asap* mutant, as was the case for *sr45* and *acinus* single mutants (Figure 3G and 3H). However, seed yield and plant dry weight were substantially more affected in the *asap* mutant than in individual single mutants (Figure 3I; Supplemental Figure 2E and 2F).

Taken together, our observations confirm that the ASAP complex has pleiotropic roles in *Arabidopsis* development.

### ASAP complex prevents intron retention in genes associated with leaf development

On the basis of the significant reduction in rosette size and leaf morphology phenotypes in the *asap* mutant (Figure 3A) and the strong genetic interaction observed in the *sr45 sap18* double mutant (Supplemental Figure 2A and 2B), we analyzed the transcriptomes of *sr45*, *sr45 sap18*, and *asap* mutants to examine possible cumulative effects on plant vegetative development. Gene-expression analysis revealed which genes were misregulated in each of the three mutants (Figure 4A and Supplemental Table 3). We observed a substantial overlap in the subsets of misregulated genes (Figure 4A) and in their expression patterns, which was expected given that SAP18 and SR45 form part of the ASAP complex (Supplemental Figure 3A). Gene ontology (GO) analysis of genes up- or downregulated in each of the analyzed mutants indicated an overlap in the biological processes regulated by SR45, SAP18, and the complete ASAP complex, although *asap* notably differed from the other genotypes in molecular functions (Supplemental Figure 3B). Moreover, the greater number of misregulated genes in the *asap* mutant (2186 vs. <1000 in the other genotypes) provided further evidence that additional functions of the ASAP complex require the full proficiency of all three protein components (Figure 4A).

**Figure 4:**
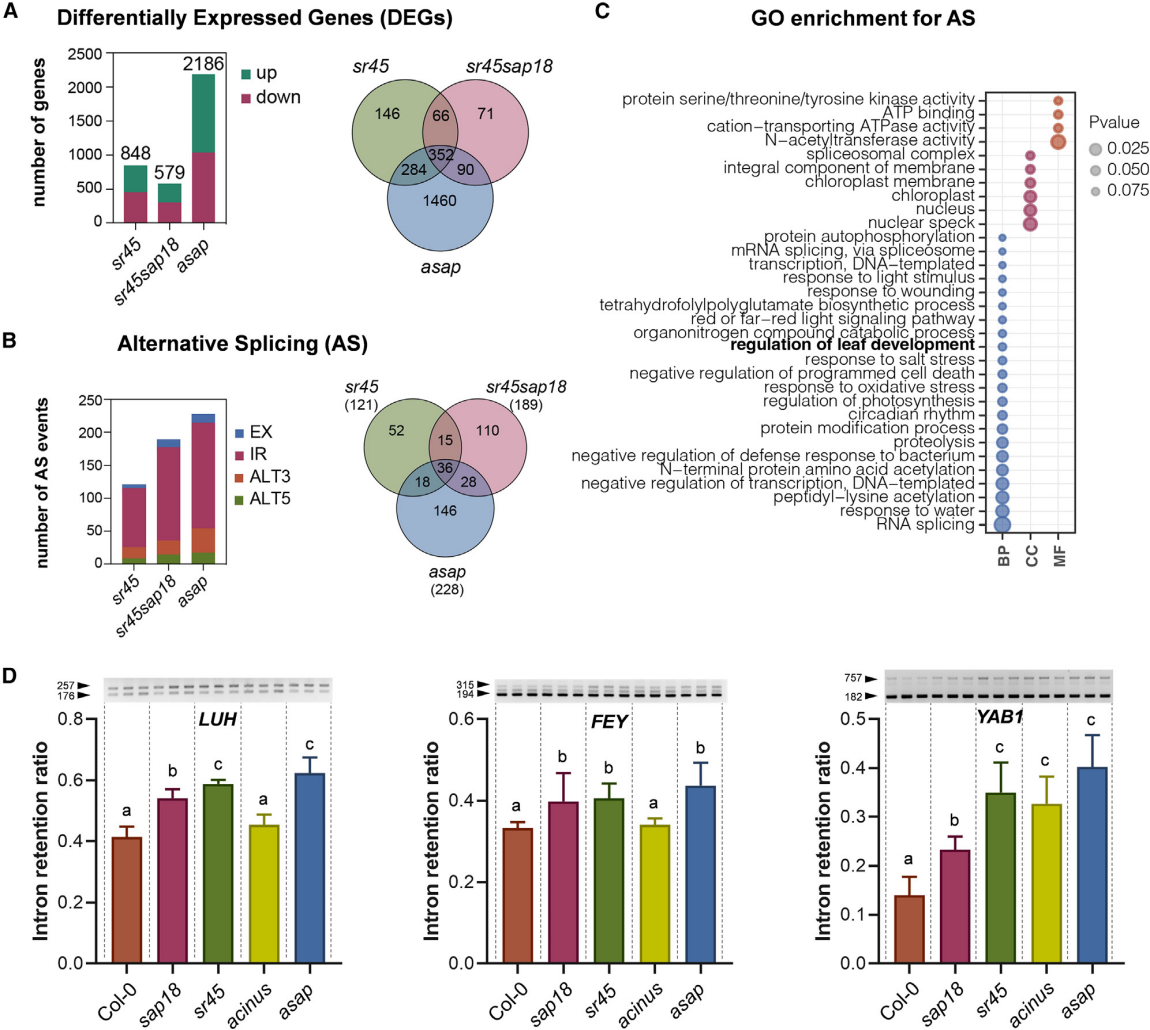
ASAP controls the splicing of *LUH*, *FEY*, and *YAB1* genes. **(A)** Venn diagram showing differentially expressed genes in *asap* compared with *sr45* and *sr45 sap18* mutants. **(B)** Venn diagram showing alternative splicing in *asap* compared with *sr45* and *sr45 sap18* mutants. **(C)** GO enrichment of biological process (BP), cellular compartment (CC), and molecular function (MF) terms for the whole set of alternatively spliced genes in all the mutants. **(D)** Quantification of intron-retained isoforms in *asap* mutants compared with Col-0, *sap18*, *sr45*, and *acinus*. DNA-free RNA samples isolated from 10-day-old seedlings were reverse transcribed, and variants were amplified by PCR. Products were separated on 2.5% agarose gels, and the intron-retention ratio was calculated as (upper band intensity)/(upper + lower band intensity) from triplicate reactions over two experiments. Details on primer locations and amplicon lengths are provided in Supplemental Figure 4A. Error bars show the standard deviation from the mean. Significance testing was performed by one-way ANOVA: “a,” “b,” and “c” indicate groups with statistically significant differences.

Given the widely documented role of SR45 in splicing regulation (Zhang et al., 2017), we next analyzed alternative splicing profiles in the different mutants tested. In total, 121 alternative splicing events were detected in the *sr45* single mutant (Figure 4B and Supplemental Table 4). The majority of these events were retained introns, as expected in the absence of a functional splicing factor such as SR45. We also observed substantial overlap among the differential AS events in each mutant (Figure 4B and Supplemental Figure 3C). Accordingly, the aberrant proportion of retained introns was also observed in the *sr45sap18* and *asap* lines, indicating disfunction of the splicing process also in these mutants. The strongest magnitude of splicing changes occurred in the *asap* mutant, again confirming the cumulative effect of these mutations (Figure 4B). GO analysis revealed “regulation of leaf development” as one of the top biological processes affected by alternative splicing in the mutants (Figure 4C and Supplemental Table 4), consistent with the perturbed leaf developmental phenotypes, particularly of *asap* and *sap18 sr45* plants (Figure 3A and Supplemental Figure 2A).

We subsequently identified key regulators of leaf development that exhibited intron-retention events in the *asap* triple mutant: *FOREVER YOUNG* (*FEY*, AT4G27760), *FILAMENTOUS FLOWER* (*FIL*, also known as *YAB1*, AT2G45190), and *LEUNIG_HOMO- LOG* (*LUH*, AT2G32700) (Callos et al., 1994; Siegfried et al., 1999; Stahle et al., 2009) (Supplemental Figure 3C). To test the occurrence of these alternative splicing events, we quantified the abundance of intron-retained isoforms by RT–PCR, comparing Col-0 to *sap18*, *sr45*, *acinus*, and *asap* mutants. Our results indicated that intron-retained isoforms of *LUH*, *FEY*, and *YAB1* were more abundant in the *asap* mutant than in Col-0 (Figure 4D and Supplemental Figure 4A), likely because of a lack of functional SR45 protein. The increased intron retention in *FEY* and *YAB1* in all mutant genotypes was confirmed by RT–qPCR (Supplemental Figure 4B). Nevertheless, a significant intron-retention proportion was observed in the *sap18* single mutant compared with Col-0 for all three transcripts.

During the revision of this paper, we performed a new transcriptomic analysis of the *sap18* single mutant to investigate the individual contributions of SAP18. 

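Whole seedlings labelled Col-0, *sap18* and *sr45* gave 6 libraries, 2 for each label. *SR45* mRNA was 4.10-fold lower in *sr45* than in Col-0, at 5.19 ± 0.288 against 21.2 ± 2.64 cRPKM (SD, n = 2 libraries each), with a log2 change of -1.84 (standard error 0.16, adjusted p = 6.9e-05 from limma). *SAP18* mRNA, in contrast, was 11.4-fold higher in the libraries labelled *sap18* than in Col-0. It stood at 918 ± 25.1 cRPKM in the libraries labelled *sap18*, 80.2 ± 4.99 in Col-0 and 84.9 ± 13.2 in *sr45* (SD, n = 2 each), a log2 change of 3.50 against Col-0 (standard error 0.16, adjusted p = 9.3e-06 from limma). The log2 change of *SR45* in the libraries labelled *sap18* was 0.05 (standard error 0.16, adjusted p = 0.77 from limma), and that of *SAP18* in *sr45* was 0.07 (standard error 0.16, adjusted p = 0.68).

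**Figure D1:**
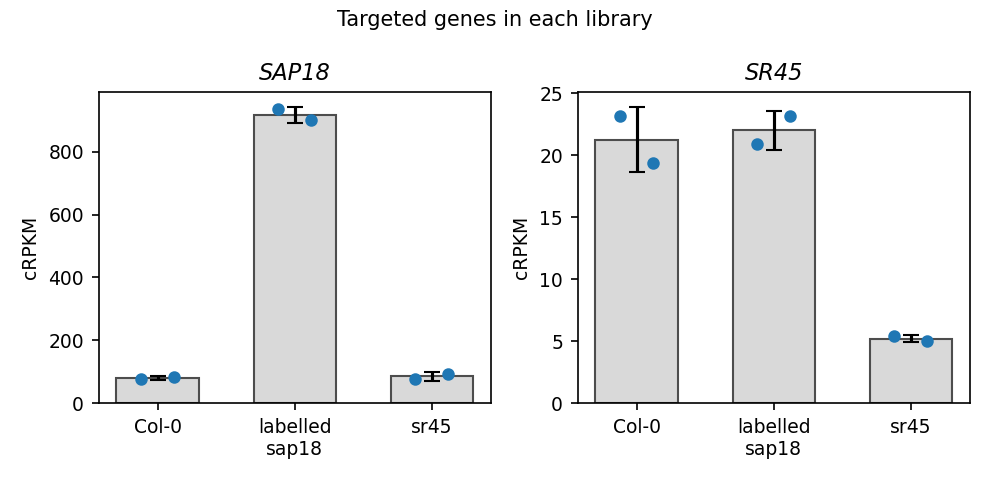
Level of SAP18 and SR45 in cRPKM (linear axis from 0) in Col-0, the libraries labelled sap18 and sr45. Points are the 2 libraries of each genotype, and bars and whiskers their mean and SD. SAP18 averages 918 cRPKM in the libraries labelled sap18, and SR45 averages 5.19 in sr45.

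The sample titles and genotype labels name this pair of libraries as the *sap18 sr45* double mutant, whereas their descriptions, the series design and the paper's text name the *sap18* single mutant. In Supplementary Table 8 the columns of values name *sap18*, but its calls stand under the heading SR45SAP18-regulated. As the level of *SAP18* runs against the expectation for a loss-of-function line, this pair is called the libraries labelled *sap18* from here on, and every direction drawn from them carries this doubt. Where these and *sr45* are called the mutants, it is by label alone. The paper's text gives no level of *SAP18* transcript or protein in the *sap18* line, and its rescue of the heat sensitivity of *sap18* with a *SAP18* transgene (Figure 6D and 6E) runs the way of a loss of function. *SAP18* (AT2G45640) lies on chromosome 2 of TAIR10.1 from 18799528 to 18801471 on the minus strand and has 6 exons. The genotyping primers of the paper match this sequence from 18801947 to 18801967, which is 476 bp upstream of the gene, and from 18800945 to 18800965, across the end of exon 3 that lies toward exon 2. *SR45* (AT1G16610) lies on chromosome 1 from 5675495 to 5678873 and has 12 exons.

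**Figure D2:**
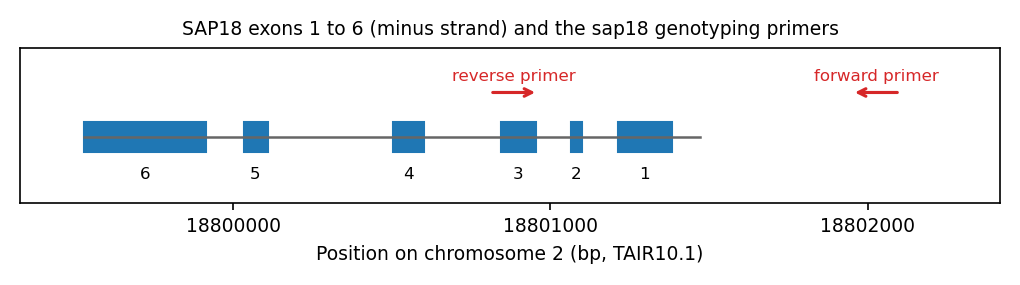
Map of SAP18 on chromosome 2 of TAIR10.1, with position in bp on the x axis. Boxes are exons 1 to 6, the line is the annotated gene, and the tip of each arrow is the 3′ end of a genotyping primer. The forward primer lies 476 bp upstream of the gene and the reverse primer at exon 3.

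The seedlings grew on MS medium at 22°C with 16 h of light and 8 h of dark. Their age is 11 days in the sample labels and 10 days in the legend of Supplementary Figure 8. Libraries were made from 2 µg of RNA. For the mutants sequenced first, the methods state poly(A) libraries that keep the strand, pairs of reads of 150 bases and 30M reads per sample. The authors quantified them with vast-tools 2.5 as cRPKM, which corrects reads for mappable positions and library size, and made the libraries' distributions equal by quantile normalization. The deposited table holds 454 genes, each at the value of Supplementary Table 8 (largest relative difference 4.9e-06), so it is limited to genes that the authors had called in at least 1 mutant. Quantile normalization replaces values by means over ranks, so the reads behind a value cannot be recovered and the depth behind it is unknown. From these values, a gene was called changed when all 4 ratios of a mutant library to a Col-0 library were at least 2 in one direction and it lay above 5 cRPKM in both libraries of the mutant or of Col-0. This fold criterion is the one that the methods state for the mutants sequenced first, without its minimum of reads. In addition, limma was fitted to log2(cRPKM + 1) of all 3 genotypes together, with Benjamini-Hochberg adjustment over the 454 genes, and log2 changes are on that scale. Nothing in the sources used here says whether libraries of one genotype came from separate plantings, so p-values measure only the spread between them, which may be technical.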

To account for potential batch effects, we included a new *sr45* sample as an internal control. Our analysis identified 183 differentially expressed genes (DEGs) in the *sap18* mutant compared with Col-0, versus 353 DEGs in the Col-0–*sr45* comparison, underscoring the more pronounced transcriptional misregulation associated with SR45 (Supplemental Figure 8A). 

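The floral repressor gene *FLC* (AT5G10140) rose 17.3-fold in *sr45* and 4.66-fold in the libraries labelled *sap18*. Its level was 3.33 ± 0.847 cRPKM in Col-0, 15.5 ± 1.48 in the libraries labelled *sap18* and 57.6 ± 0.275 in *sr45* (SD, n = 2 libraries each), and the mutants differed by -1.83 on the log2 scale (libraries labelled *sap18* minus *sr45*, standard error 0.18, adjusted p = 0.00017 from limma). The floral activator genes *SOC1* (AT2G45660) and *AGL24* (AT4G24540) met the fold criterion in *sr45*, at 0.359 and 0.457 of the Col-0 level. In the libraries labelled *sap18* they stood at 0.709 and 0.696 of it, and both differed between the mutants (adjusted p = 0.0041 and 0.011 from limma), but *AGL24* did not pass with each mutant rescaled on the genes called in the other alone (0.18). *SOC1* lies close to *SAP18* on chromosome 2, from 18807505 to 18811125, and an effect of that locus on it was not tested. *MLP329* (AT2G01530), another gene that the paper names, was at 0.255 of the Col-0 level in *sr45* and had a log2 change of 0.17 in the libraries labelled *sap18* (adjusted p = 0.52 from limma).
By the fold criterion, 189 genes changed in *sr45*, 52 of them higher and 137 lower than in Col-0, and 90 changed in the libraries labelled *sap18*, 42 higher and 48 lower. Each of these calls also passed limma, with a highest adjusted p of 0.0055 in *sr45* and 0.0090 in the libraries labelled *sap18*. This is no separate support, as limma used the same values. It passed 402 of the 454 genes in *sr45* and 341 in the libraries labelled *sap18*. Over the 235 genes called in either mutant, the median absolute log2 change was 1.31 in *sr45* and 0.90 in the libraries labelled *sap18*, but 145 of them were called in *sr45* alone and 46 in the libraries labelled *sap18* alone, so this gap largely restates the counts. Over the 44 genes called in both, the medians were 1.55 and 1.34, and 37 lay further from Col-0 in *sr45*, or 22 of 39 when each mutant was rescaled. When limma compared the mutants with each other, 265 of the 454 genes differed (146 without *sap18* replicate 2), 201 of them higher in the libraries labelled *sap18* and 64 higher in *sr45*. With the mutants rescaled the split was near even: 107 of 211 (50.7%, against 75.8%) were higher in the libraries labelled *sap18*. The rescaling centres each mutant on the genes called in the other alone, which may truly change in both. The authors' quantile normalization should already have removed a uniform difference of scale between libraries. The rescaling therefore cannot tell any shift that remained from real change in these genes.

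**Figure D3:**
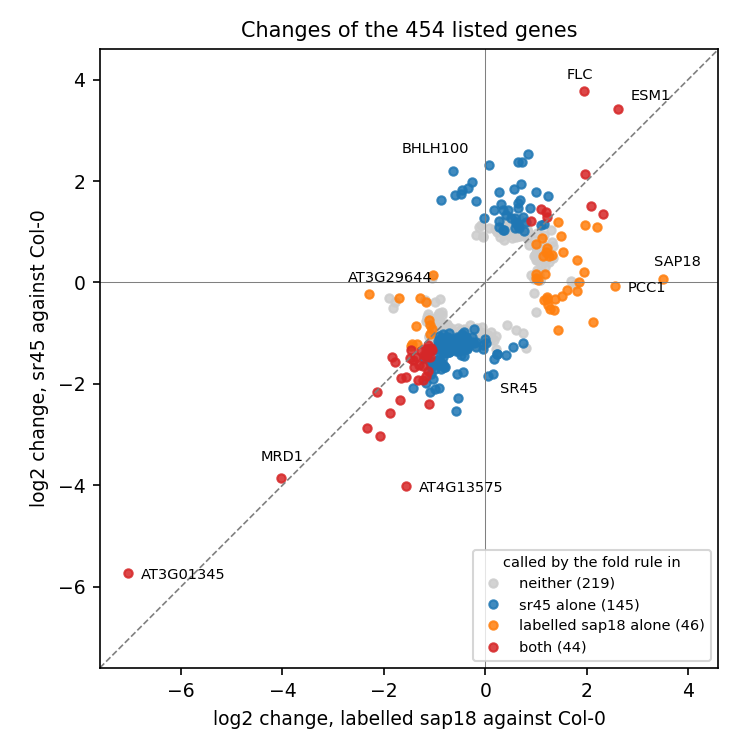
Change of the 454 listed genes against Col-0, on the log2(cRPKM + 1) scale, in the libraries labelled sap18 (x axis) and in sr45 (y axis). Each point is a gene, coloured by the mutant in which it met the fold criterion, and the dashed line marks equal change. FLC lies at 1.94 and 3.77, and AT4G13575 at -1.56 and -4.01.

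Of 14 genes of jasmonate synthesis and response, 7 were in the table. All 7 fell in *sr45* by limma, and 5 fell in the libraries labelled *sap18*, the same numbers as when adjusted over the list alone. Of all 454 genes, 277 fell in *sr45* and 208 in the libraries labelled *sap18*. This and the other lists count only members in the table. As these are genes that the authors had called, their directions largely restate that selection. *VSP1*, a vegetative storage protein gene that jasmonate induces, was 3.60-fold lower in *sr45*, and *TIFY7*, which encodes a JAZ repressor, was 2.86-fold lower. *OPR3*, an enzyme of jasmonate synthesis, met the fold criterion in both, at 0.392 of Col-0 in *sr45* and 0.471 in the libraries labelled *sap18*. Of 9 genes of sugar starvation and starch, 8 fell in *sr45*, while 1 rose and 2 fell in the libraries labelled *sap18* (8, 1 and 1 when adjusted over the list alone), and all 9 were higher in the latter than in *sr45* (6 with the mutants rescaled). The starch branching enzyme gene *SBE2.1* was 3.47-fold lower in *sr45*, and *EXL1* rose 5.16-fold in the libraries labelled *sap18*. Of 10 type-A response regulators, which cytokinin induces, the 4 in the table fell in both mutants, also when adjusted over the list alone. *ARR15* stood at 0.204 of Col-0 in *sr45* and 0.360 in the libraries labelled *sap18*, and *ARR7* at 0.314 and 0.392.
Of 9 iron deficiency genes, 8 rose in *sr45* by limma and none fell, while 3 rose and 2 fell in the libraries labelled *sap18*. Between the mutants, 7 were higher in *sr45* and 1 was higher in the libraries labelled *sap18* (all the same when adjusted over the list alone). *BHLH100*, a transcription factor gene of the iron deficiency response, rose from 3.79 ± 0.898 cRPKM in Col-0 to 22.6 ± 2.31 in *sr45* (SD, n = 2) and was 4.09 ± 1.29 in the libraries labelled *sap18*. Its paralog *ORG2* rose 4.37-fold in *sr45*. Among the 11 defence genes, 10 rose in the libraries labelled *sap18* and 4 in *sr45* (11 and 4 when adjusted over the list alone), and 8 were higher and 1 lower in the former than in *sr45*. With the mutants rescaled, 7 defence genes rose in *sr45* and 6 were higher in the libraries labelled *sap18* than there, so the contrast is narrower. *PCC1* rose 6.42-fold in the libraries labelled *sap18*, to 62.0 ± 6.74 cRPKM (SD, n = 2), and had a log2 change of -0.06 in *sr45* (adjusted p = 0.75 from limma). The ethylene response factor gene *ERF104* rose 5.53-fold in the former. Of 11 genes of the response to touch and handling, 5 were in the table. In these same libraries labelled *sap18* all 5 rose by limma, while 2 rose and 1 fell in *sr45* (2 and 0 with the mutants rescaled). Of 5 listed root markers, 4 rose there and 2 in *sr45* (all the same when adjusted over each list alone), but 4 rose in both with the mutants rescaled. Every listed iron deficiency, defence, touch and root gene is in the table by the authors' call in 1 mutant alone. Their contrasts between the mutants therefore largely restate that selection and are no separate evidence on these processes.

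**Figure D4:**
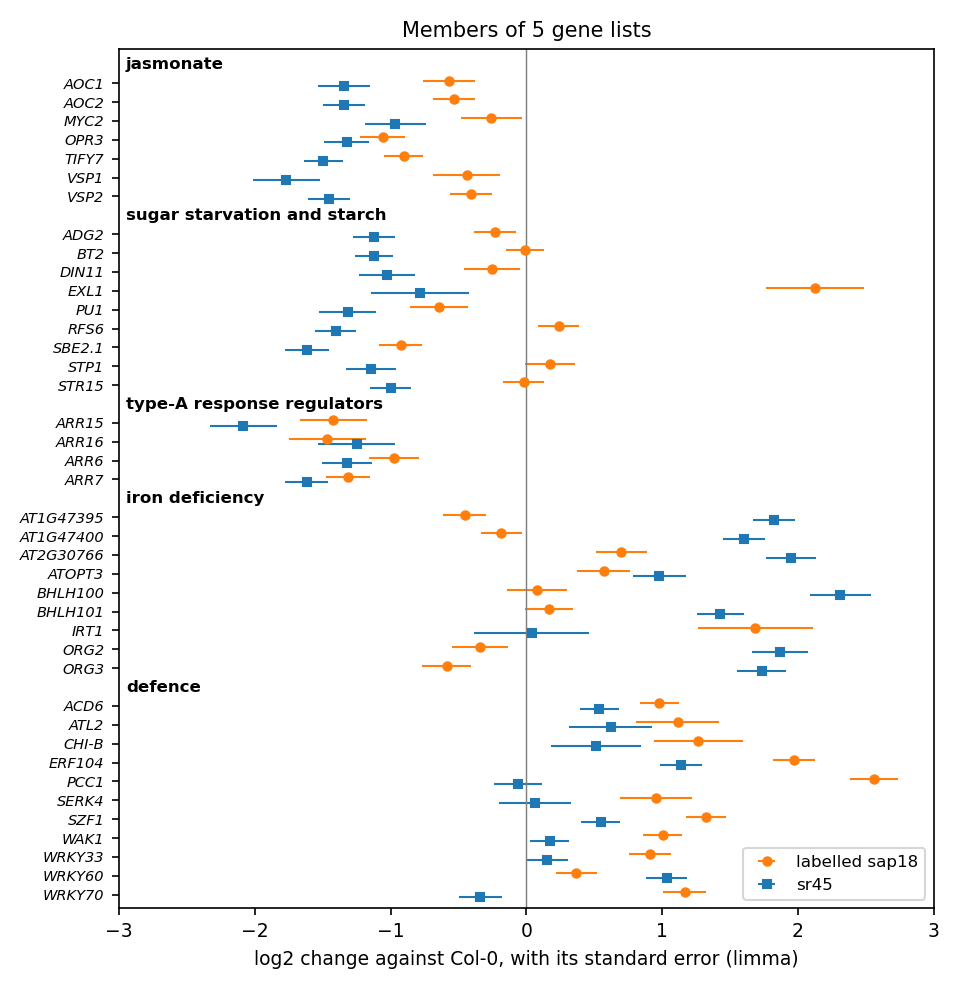
Change against Col-0 on the log2(cRPKM + 1) scale (x axis) for the members of 5 gene lists, in the libraries labelled sap18 (circles) and in sr45 (squares). Whiskers are standard errors from limma. The 7 jasmonate genes lie below 0 in sr45, and BHLH100 lies at 2.31 in sr45 and 0.08 in the libraries labelled sap18.

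The rescaling moved *sr45* by 0.39 and the libraries labelled *sap18* by 0.05 on the log2 scale. With it, the higher calls in *sr45* went from 27.5% to 66.4% (101 of 152), and 1 jasmonate gene and neither *SOC1* nor *AGL24* met the fold criterion there. Without Col-0 replicate 1, 149 genes met it in the libraries labelled *sap18*. Leaving out a library requires fewer ratios, so this count could only rise or stay. From the larger number of differentially expressed genes in *sr45* than in *sap18*, the paper states that the misregulation of transcription associated with SR45 is the more pronounced (Supplemental Figure 8A).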

Interestingly, we detected 140 AS events in *sap18* (Supplemental Figure 8B), although *FEY*, *LUH*, and *YAB1* were not among them (Supplemental Table 8). These findings highlight the importance of using high-sensitivity methods such as semi-quantitative RT–PCR for detection of low-abundance splice variants.

Together, our results confirm the major effect of SR45 on the ASAP splicing function, at the same time that they demonstrate a moderate contribution of SAP18 and ACINUS to this process.

### SAP18 subcellular localization upon heat shock: Beyond the nucleus

We next explored the dynamics of SAP18 localization under different stressors and found that the subnuclear localization of SAP18-GFP specifically changed upon heat shock (HS) (42°C for 2 h) but not under other stresses (Supplemental Figure 5B). SAP18-GFP displayed a strong tendency to form nuclear aggregates under HS (Figure 5A). Although mainly localized to the nucleus, some SAP18-GFP also accumulated in the cytoplasm (Figure 5B). This finding aligns not only with its association with splicing-related machinery (Figures 1 and 3D) but also with the dual localization previously observed for *Arabidopsis* SAP18 (Chen et al., 2019; Fanara et al., 2024) and its mammalian ortholog (Tange et al., 2005). Remarkably, *Nicotiana benthamiana* plants infiltrated with SAP18-GFP and exposed to HS exhibited an increase in cytoplasmic signal, as well as very discrete punctua that resembled biomolecular condensates in this compartment (Figure 5B and 5C; Supplemental Figure 5A; Supplemental Video 1).

**Figure 5:**
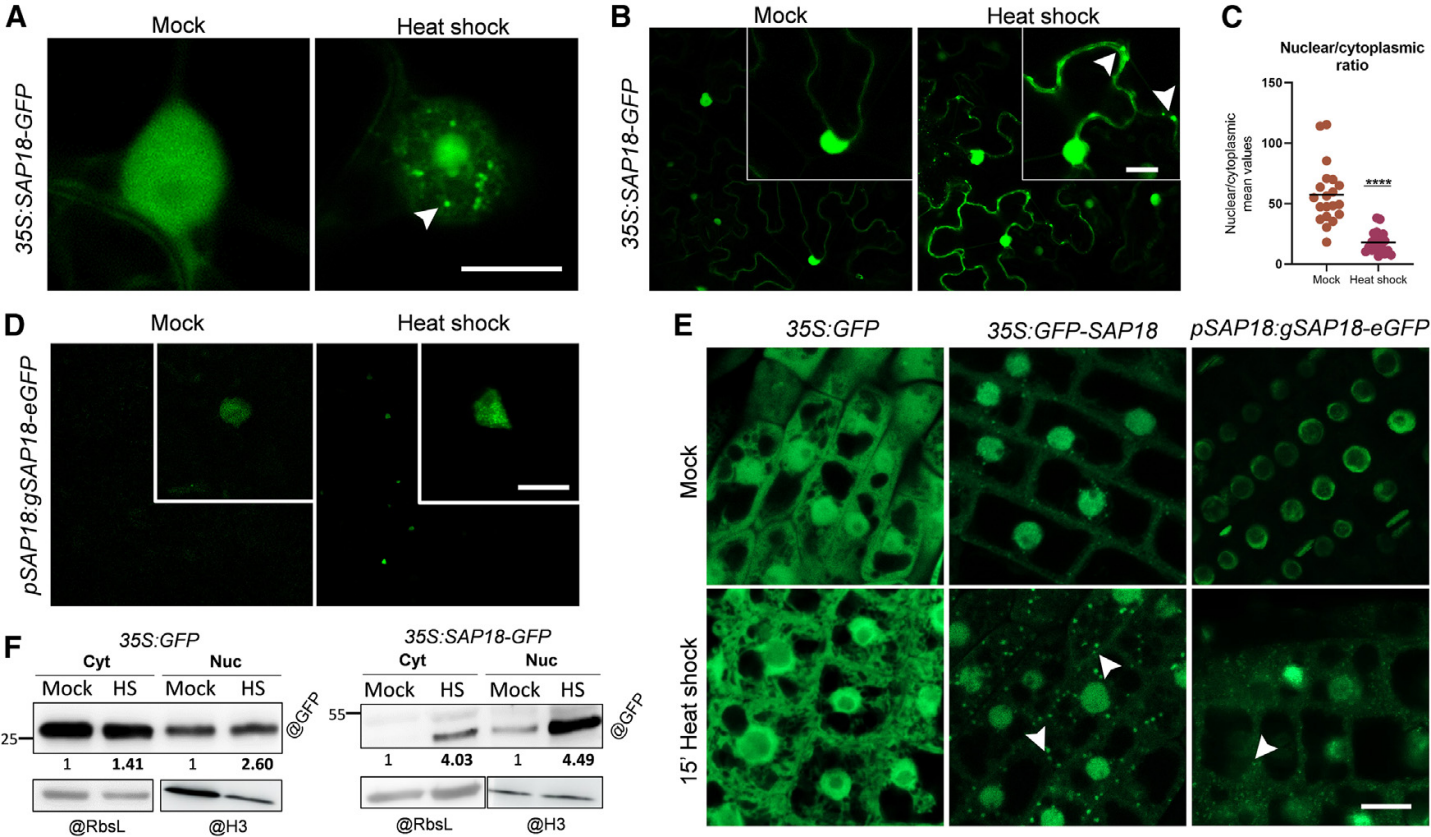
Subcellular localization of SAP18 upon heat shock. **(A)** Subnuclear localization of SAP18-GFP upon heat shock (HS) in epidermal cells of *N*. *benthamiana*. White arrows point to nuclear aggregates. **(B)** Effect of HS on the cytoplasmic localization of SAP18-GFP in epidermal cells of *N*. *benthamiana*. White arrows point to cytoplasmic aggregates. **(C)** Nuclear/cytoplasmic mean fluorescence intensity of SAP18-GFP in epidermal cells of *N*. *benthamiana* in mock vs. HS conditions (*n* = 20). **(D)** Effect of HS when SAP18 is expressed under the control of its endogenous promoter and terminator in *N*. *benthamiana*. **(E)** Effect of HS on SAP18-GFP localization in *A*. *thaliana* roots. White arrows point to cytoplasmic aggregates. **(F)** SAP18-GFP partitioning under HS. Nucleo-cytoplasmic fractionation and protein extraction were carried out using 1 g of *35S*:*GFP-* and *35S*:*SAP18-GFP*-overexpressing seedlings under mock conditions (22°C) or under HS (42°C for 2 h). Scale bars in all microscopy images represent 10 μm. Significance testing was performed with two-sided Student’s *t*-test: ∗∗∗∗*p* < 0.0001.

Supplemental Video 1. Effect of heat shock on the cytoplasmic localization of SAP18-GFP in epidermal cells of *N. benthamiana*

To exclude the possibility that these effects were a product of overexpression, we built an SAP18 genomic construct (*pSAP18*:*gSAP18-eGFP-tSAP18*, hereafter pSAP18 construct) and repeated the HS experiments. As before, the GFP signal increased when *N*. *benthamiana* plants infiltrated with pSAP18 were subjected to HS treatment, with a clear effect of aggregate formation in the nucleus (Figure 5D).

Subsequently, we tested the effect of HS in *Arabidopsis* seedlings carrying the SAP18-GFP constructs. Formation of SAP18-GFP cytoplasmic aggregates occurred specifically in root cells of the *35S*:*SAP18-GFP* line and not in the *35S*:*GFP* control (Figure 5E). The appearance of cytoplasmic aggregates after HS was also evidenced in both roots (Figure 5E; full root tip in mock conditions can be found in Supplemental Figure 5C) and leaves (Supplemental Figure 5D) of the *Arabidopsis* line harboring the pSAP18 construct. Western blot analysis finally confirmed the nuclear and cytoplasmic partitioning of SAP18-GFP in *A*. *thaliana* seedlings, also revealing significant increases in the abundance of SAP18-GFP protein in both compartments upon HS (Figure 5F). Our results showed no significant differences in *SAP18* mRNA levels upon HS (Supplemental Figure 8C), indicating that this effect on protein accumulation was post-transcriptionally driven.

SAP18 localization thus appeared to be dynamic and responsive to changes in environmental conditions, in this case specifically, high-temperature stress. This novel discovery prompted us to investigate previously uncharacterized roles of SAP18 in the cytoplasm.

### SAP18 relocates to stress granules and processing bodies under heat shock

Given the observed changes in subcellular localization of SAP18 in response to HS, we decided to investigate whether the interactome changed in response to increased temperature. For this purpose, we performed additional SAP18-GFP IP–MS experiments after a 30-min treatment at 42°C. We observed substantial changes in the SAP18 interactome under HS conditions (Figure 6A), with a considerable increase in the number of interactors as well as a significant shift in the categories, biochemical pathways, and processes involved (Figure 6A and Supplemental Figure 6). There was a marked increase in the number of non-nuclear interactors (133/309, 43.0% compared with 12.1% under mock conditions, Supplemental Table 1), consistent with the higher abundance of SAP18-GFP in the cytoplasm under HS (Figure 5 and Supplemental Table 5). A significant number of these interactors were associated with photosynthesis, RNA transport, and metabolic pathways (Figure 6A and Supplemental Figure 6). Despite a large percentage of the interactome changing, 55 proteins remained as core interactors, including SR45, ACINUS, and PININ, most of which were primarily involved in cellular RNA processing and maintenance (Figure 6A). These observations further confirmed the strong association of SAP18 with the ASAP complex and its involvement in splicing regulation. The complete list of SAP18-GFP hits under HS is provided in Supplemental Table 3.

**Figure 6:**
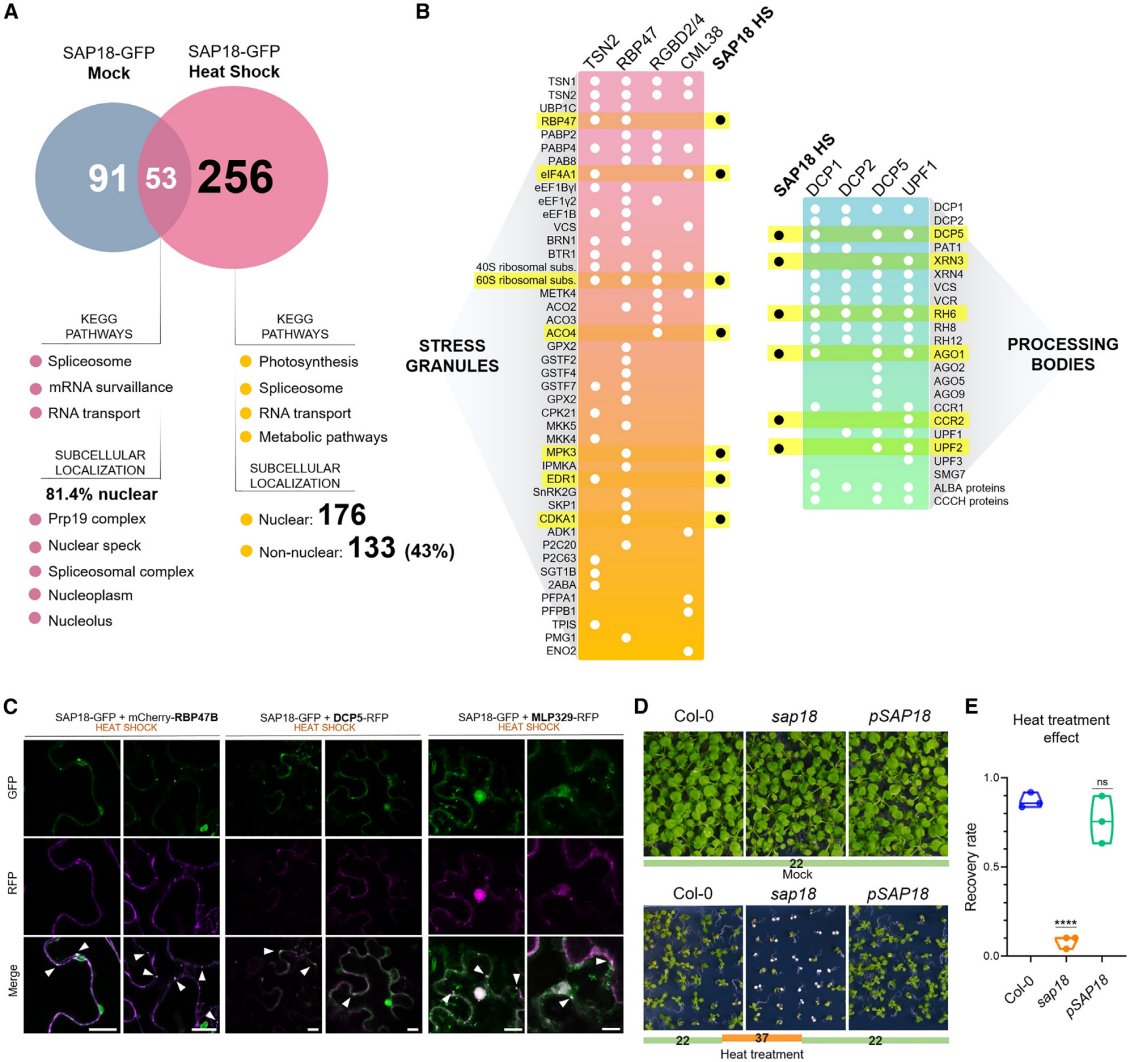
SAP18 co-localizes with stress granule markers upon HS. **(A)** Total number of SAP18 protein interactors among mock and HS conditions, with top categories of KEGG pathways and subcellular localization for SAP18 common interactors (both in mock and HS) and SAP18 HS-exclusive interactors. **(B)** SAP18 HS-exclusive interactors that have been reported to take part in cytoplasmic stress granules (SGs) and processing bodies (PBs) in previous datasets (Solis-Miranda et al., 2023). **(C)** Co-localization analysis in which SAP18-GFP was overexpressed together with RBP47B-mCherry (SG marker), DCP5 (PB marker), and MLP329-RFP in *N. benthamiana* plants subjected to HS. **(D)** Col-0, *sap18*, and pSAP18 seedlings subjected to HS treatment at 37°C for 4 days followed by a 10-day recovery at 22°C. Scale bar, 1 cm. **(E)** The recovery rate of each genotype is represented as the proportion of plants (50 plants, *n* = 3) that continued to produce green leaves after HS treatment. Significance testing was performed by one-way ANOVA: ∗∗∗∗*p* < 0.001; ns, not significant.

In line with the observed SAP18 cytoplasmic aggregates in response to heat, many of the SAP18 interactors identified under HS were proteins associated with stress granules (SGs) and processing bodies (PBs) (Figure 6B). For SGs, we identified core proteins related to mRNA biogenesis such as RBP47B, RBP47C, RBP45, translation initiation factors (eIF4, IF3-2), ribosomal subunit components (USI2Y), and protein kinases such as MDK8, EDR1, CDKA1, and CDKE-1. We also found numerous PB-associated proteins among the hits, including DCP5, XRN3, various RNA helicases (RH3, RH5, RH7, RH11, RH14, RH35, RH40, and RH50), AGO1, CCR1, and UFP2 (Solis-Miranda et al., 2023).

Given the large number of interactors exclusive to HS, we used AlphaFold multimer predictions to select proteins whose interaction likelihoods resembled those of the known SAP18 interactors ACINUS, PININ, and SR45. As shown in Supplemental Figure 7A, the components of the ASAP/PSAP complexes had the highest values of IPTM (Interface Predicted Template Modeling average score), a metric used to estimate the accuracy of a multimer model. Notably, among the other hits with similarly high IPTM values was MLP-LIKE PROTEIN 329 (MLP329), a protein previously reported to participate in *Arabidopsis* SGs (Kosmacz et al., 2019). We therefore tested the co-localization among SAP18, MLP329, RBP47B (a well-reported SG marker, Weber et al., 2008), and DCP5 (a well-reported PB marker; Xu and Chua, 2009) under HS. Our data demonstrated that SAP18 co-localizes with MLP329 in cytoplasmic aggregates upon HS in *N*. *benthamiana* (Figure 6C) but not under control conditions (Supplemental Figure 7B). In addition, SAP18 was included in RBP47B/TSN2 SGs (Figure 6C and Supplemental Figure 7B) and in DCP5 PBs (Figure 6C).

Together, our results indicate that SAP18 increases in abundance in response to HS in both the nucleus and the cytoplasm (Figure 5F), where it becomes part of an interface between SGs and PBs (Figure 6B and 6C). However, the specific function of SAP18 in these granules remains to be determined.

### SAP18 provides thermoprotection during heat stress

The aforementioned results led us to wonder whether SAP18 serves a functional role when plants experience heat stress. To answer this question, we tested whether SAP18 positively or negatively regulated plant thermotolerance. We performed a prolonged heat stress treatment by exposing 5-day-old Col-0 and *sap18* seedlings to 37°C for 4 days, after which the plants were recovered for 10 days at 22°C. All genotypes grew normally at 22°C under mock conditions (Figure 6D, left), but prolonged high-temperature treatment affected the growth of both plant genotypes. However, whereas the recovery rate of Col-0 plants was close to 1, growth of *sap18* mutant plants was severely impaired by the high-temperature treatment (Figure 6D [right] and 6E). The strong phenotype of *sap18* plants upon heat treatment was complemented by the SAP18 genomic construct, with pSAP18 lines exhibiting a recovery rate equivalent to that of wild-type (WT) Col-0 (Figure 6E). Likewise, the SAP18-overexpressing line behaved similarly to Col-0 plants after 37°C treatment (Figure 6E). Consequently, our results demonstrate that SAP18 protein is required for *Arabidopsis* thermotolerance.

## Discussion

### New perspectives on *Arabidopsis* SAP18 regulation

Our findings revealed multifaceted roles of SAP18 in *A*. *thaliana* (Figure 7). We showed that SAP18 forms an integral part of the ASAP complex, with a partial but significant impact on the splicing of genes associated with leaf development. Under HS, SAP18 relocates to SGs and PBs in the cytoplasm, allowing us to speculate that it may have a thermoprotective role under these conditions. These findings greatly enhance our understanding of SAP18’s versatile contributions to plant biology (Figure 7).

**Figure 7:**
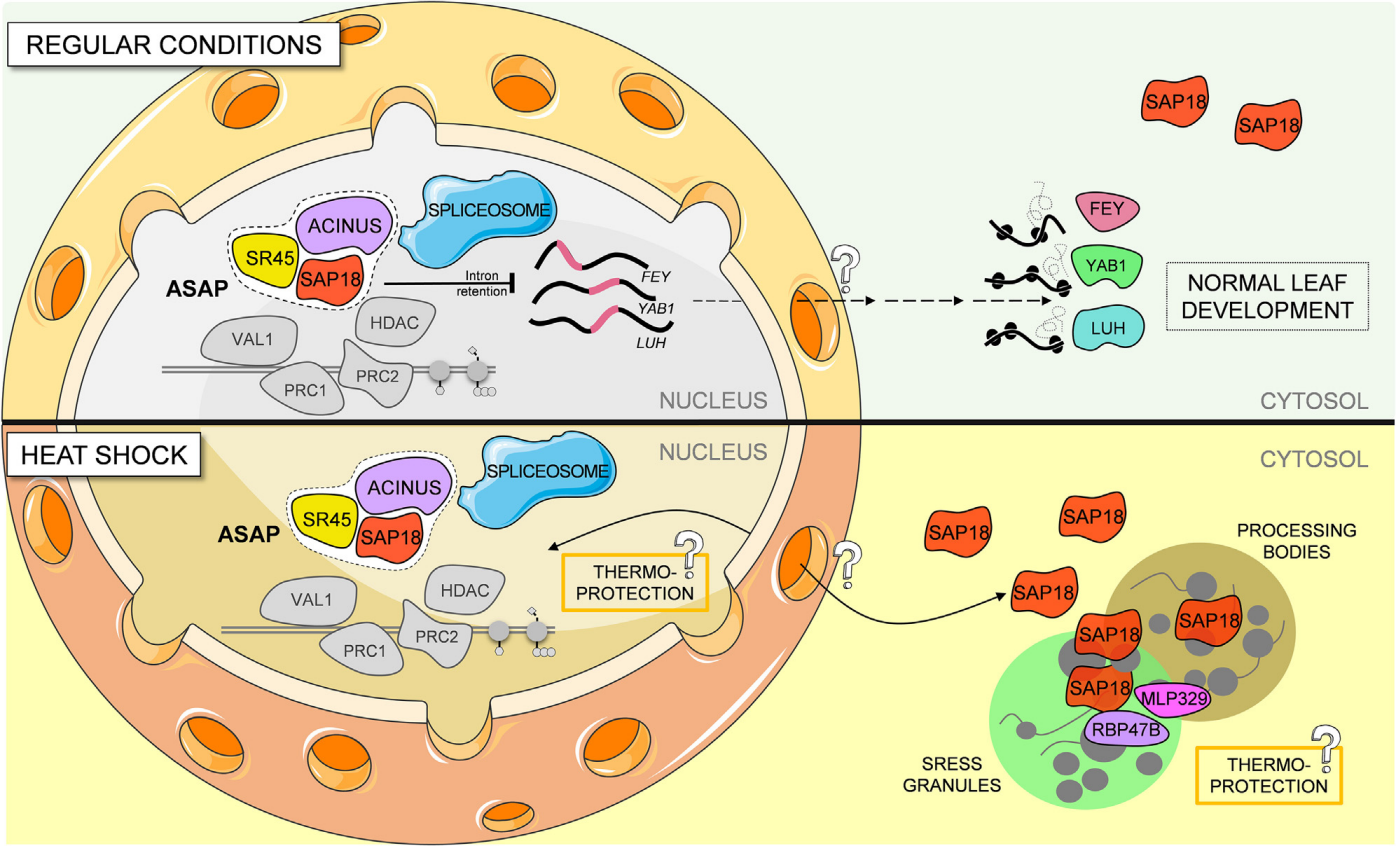
Proposed model for the action of SAP18 in *Arabidopsis thaliana.* SAP18 forms an integral part of the ASAP complex in the nucleus, which significantly impacts the precise splicing of genes associated with leaf development. Under HS, SAP18 relocates to stress granules and processing bodies in the cytoplasm, suggesting that its thermoprotective role may come from either its nuclear or cytoplasmic localization. Solid and dashed lines correspond to the movement of proteins and mRNAs, respectively. SAP18, SIN3-ASSOCIATED PROTEIN 18 KDA; SR45, SERINE/ARGININE-RICH 45; ACINUS, APOPTOTIC CHROMATIN CONDENSATION INDUCER IN THE NUCLEUS; FEY, FOREVER YOUNG; YAB1, FILAMENTOUS FLOWER (FIL); LUH, LEUNIG_HOMOLOG; RBP47B, RNA-BINDING PROTEIN 47B; MLP329, MLP-LIKE PROTEIN 329.

The identity of the high-confidence interactors revealed by affinity purification of SAP18-GFP followed by IP–MS under different experimental conditions prompted us to focus on aspects of *Arabidopsis* SAP18 regulation that were less studied (involvement in splicing regulation) or had not been described previously (cytoplasmic aggregates under HS). Nevertheless, SAP18 is well known for its interaction with histone deacetylation activity (Kumari et al., 2023) and its link to PRC silencing (Qüesta et al., 2016; Mikulski et al., 2022). In line with this, we detected peptides for HDA19 and MSI proteins in our datasets. However, these proteins did not pass the strict thresholds used in this work, including peptide count, fold change, and statistical significance across two independent experiments.

Other SAP18 interactors previously reported on the basis of *in vitro* assays, such as ERF4/ERF5 (Song and Galbraith, 2006), did not appear in our datasets. Similarly, whereas interactions with SOC1 and AGL24 have been validated *in vivo* through co-immunoprecipitation studies (Liu et al., 2009), these were performed in floral meristems, and SOC1 and AGL24 were thus less likely to be detected under our experimental conditions. In addition, we did not retrieve peptides for VAL1 protein, despite the fact that SAP18 was a top hit in IP–MS experiments that used VAL1 as bait (Qüesta et al., 2016; Mikulski et al., 2022). In this last case, we believe that protein abundance may explain the limitation in detecting VAL1. Spliceosome components, as well as the other members of the ASAP, SR45 and ACINUS, are highly abundant in all plant cells and may significantly outcompete less abundant proteins (such as a tissue-specific transcription factors like VAL1) in immunoprecipitation experiments. In summary, the IP–MS experiments performed in this work enabled us to explore novel features of the SAP18 protein, further reinforcing its important function in plant development and stress responses.

### Nuclear SAP18 contributes to the splicing of genes within the ASAP complex in *Arabidopsis*

In contrast to the well-established splicing roles of SR45 and ACINUS, *Arabidopsis* SAP18 has mainly been described as part of the Sin3-HDAC complex and, therefore, closely linked to epigenetic regulation of transcription (Song and Galbraith, 2006). Nevertheless, animal orthologs of SAP18 have been shown to regulate the splicing of both reporter and endogenous transcripts in an SR-domain-independent manner, likely via protein interactions mediated by its ubiquitin-like fold (Singh et al., 2010; Boehm et al., 2018).

Through the comprehensive analysis presented in this study, we revealed the role of SAP18 within the nucleus as a core component of the ASAP complex and splicing-associated proteins. Our transcriptomic data further support the function of the ASAP complex in alternative splicing. Intron-retention assays showed that SAP18 makes a moderate contribution to the proper splicing of *FEY*, *YAB1*, and *LUH*, all of which are associated with leaf development, an effect that was more evident in the *sr45* and *asap* mutants. Key findings from past studies indicate that *fey-1* mutants exhibit an abnormal number of cells in leaf primordia, accompanied by disruptions in leaf positioning and meristem maintenance (Callos et al., 1994). By contrast, *yabby1* mutants display narrow leaves and a partial loss of abaxial cell identity (Siegfried et al., 1999). Furthermore, *luh* homozygous mutants are embryonic lethal, whereas heterozygous mutants exhibit leaf-polarity defects (Stahle et al., 2009). LUH is a Gro/Tup1 co-repressor—like SAP18—and it interacts with the transcription factor YAB1, whereby they potentially collaborate in gene regulation and share common biological functions. Although none of the *luh*, *fey*, or *yabby1* single mutants had a leaf phenotype as strong as that of the *asap* mutant, multiple mutants do exhibit an enhanced phenotype. For instance, triple and quadruple mutants in the YAB family display a severe loss of abaxial cell identity with concomitant defects in leaf development (Stahle et al., 2009). One interesting possibility is that the cumulative effects on the reduction of functional isoforms of *YAB1*, *LUH*, and *FEY* transcripts due to open-reading-frame disruption (Supplemental Figure 4A) contribute to the *asap* phenotype. Intriguingly, the *sap18* single mutant exhibited significantly greater intron retention in all three *FEY*, *YAB1*, and *LUH* transcripts compared with WT plants (Figure 4D) without displaying the abnormal leaf-development phenotypes of the *sr45* and *asap* triple mutants. One possible explanation is that the proportion of intron-retained transcripts of *LUH* and *YAB1*, which was higher in *sr45* and *asap* than in *sap18*, could explain the leaf deformation. Alternatively, other misregulated genes could also be responsible for the abnormal leaf morphogenesis of *sr45* and *asap*.

Notably, *LUH*, *FEY*, and *YAB1* transcripts neither appeared misregulated nor showed differential RNA processing in the *sr45* mutant (Supplemental Tables 3 and 4). However, RNA molecules of the three genes were enriched in the RNA immunoprecipitation assay performed by Xing et al. (2015), suggesting that SR45 may serve as an anchor point for ASAP to regulate alternative splicing of the aforementioned leaf-development genes. Overall, our transcriptomic results point to the ASAP complex carrying out roles beyond SR45 and more dramatically affecting splicing.

On the other hand, members of the ASAP complex have been individually implicated in the regulation of different aspects of *Arabidopsis* development and stress responses. For instance, SR45 negatively regulates ABA signaling during early seedling development (Carvalho et al., 2010), and several abnormalities were reported for the *sr45* null mutant, including delayed root growth, smaller leaves, late flowering, narrower petals, shorter siliques with fewer seeds, and flowers with an unusual number of floral organs (Ali et al., 2007; Zhang et al., 2017). When ACINUS is defective, accumulation of unspliced U12 intron-containing transcripts occurs, leading to defects in ABA sensitivity (Bi et al., 2021). However, less information is available for SAP18 or for the whole complex in plants. By characterizing the *asap* mutant phenotype and its transcriptome, our study demonstrated the essential function of the ASAP complex in regulation of alternative splicing in plants. It would be intriguing to explore the outcome of a triple mutant that included *pinin* instead of *acinus*, or even a quadruple *sap18 sr45 acinus pinin* mutant. This would be especially relevant in light of the ASAP and PSAP complexes regulating the splicing of distinct subsets of transcripts and binding to the EJC core in a mutually exclusive manner (Wang et al., 2018). As for SAP18, our findings support the notion that it somehow affects splicing regulation, although this function could perhaps be exclusively attributed to its association with the ASAP complex. Future experiments, including RNA immunoprecipitation and a detailed motif analysis of the SAP18 structure, will help to determine whether SAP18 plays a specific role in alternative splicing in plants.

### SAP18 nuclear localization is promoted by SR45 and ACINUS

Although the ASAP was recognized as a stable trimeric complex belonging to the EJC, the interactions that provided stability to the complex were completely unknown until 2012, when mouse SAP18 was crystallized and some structural insights were revealed (Murachelli et al., 2012). SAP18 harbors a ubiquitin-like (UBL) fold domain at the C-terminus, and its N-terminus contains a conserved hydrophobic α/β groove-like structure suggested as essential for shaping the interaction surface between SAP18 and ASAP components. The UBL fold is crucial for the splicing role of SAP18 in animal models, as evidenced by the fact that a double Asp118 and Thr121 substitution in its core region impairs the splicing of a reporter RNA. This mutation also impairs the interaction with RNPS1 (SR45 animal homolog) and ACINUS, leading to the conclusion that the UBL domain is key for the integrity of the ASAP complex in animal models (McCallum et al., 2006; Singh et al., 2010). Supplemental Figure 7C shows a comprehensive organization of the *Arabidopsis* SAP18 domain structure based on conserved sequences and prediction tools. However, characterization of the SAP18 structure is still poor, and more structural insights are necessary to test functional domains.

Intriguingly, our data suggest a strong correlation between SAP18 nuclear localization and the presence of SR45 and ACINUS (Figure 2). This is also evidenced in our IP–MS dataset for the *sr45* mutant, in which the ASAP/PSAP complexes are notably absent (Supplemental Table 2). Nevertheless, the precise mechanism of physical interactions among these components remains unclear.

A prevailing model suggests that ACINUS acts as a linker within the ASAP complex, interacting with both SAP18 and SR45 through a conserved β hairpin called the RSB (RNPS1–SAP18-binding motif; Murachelli et al., 2012). Moreover, a direct interaction between SAP18 and SR45 has been reported (Bi et al., 2021). However, new investigations have cast doubt upon a direct interaction between ASAP complex members. Curiously, a recent report suggests that SAP18 and SR45 do not interact directly, requiring ACINUS as a key nexus for complex assembly (Wang et al., 2023); while another very recent paper proposed that SAP18 interacts with neither SR45 nor ACINUS alone and that the presence of all three proteins is necessary for the interaction to occur (Fanara et al., 2024). Using our experimental setup, we detected an interaction between SAP18 and SR45 through BiFC. This interaction significantly intensified when ACINUS was also present. Thus, our working hypothesis suggests a plant complex in which all proteins engage in physical interactions with each other and whose protein stability increases when all components are present simultaneously. Given the small size of SAP18 (18 kDa) and the fact that nuclear pores may typically allow the diffusion of proteins even larger than 60 kDa (Wang and Brattain, 2007), one interpretation could be that SAP18 may have the capacity to freely enter the nucleus and, once inside, may be retained by either SR45 or ACINUS. Moreover, our attempts at predicting nuclear localization signals within the SAP18 sequence were not successful, suggesting that there is no sequence element responsible for its nuclear localization. A comprehensive understanding of the interaction among members of the ASAP complex in plants will require further investigation, likely involving the resolution of its crystal structure to reveal key structural features.

### SAP18 dual localization and its role in *Arabidopsis* thermotolerance

In previous studies, SAP18 has been suggested to function as a shuttling protein. Initially, a heterokaryon analysis revealed that mouse SAP18 could localize in both the nucleus and the cytoplasm (Tange et al., 2005). Later, a proteomic study of SR45 revealed its influence on the nucleo-cytoplasmic distribution of SAP18 in *Arabidopsis* roots, revealing increased cytoplasmic abundance of SAP18 in the absence of SR45 (Chen et al., 2019). In addition, a recent publication also reported dual localization of SAP18 upon transient expression in tobacco leaves (Fanara et al., 2024). Nonetheless, none of these studies further explored the potential function of SAP18 in the cytoplasm.

Our observations revealed that SAP18 indeed exhibits a dual baseline localization, but this localization undergoes specific changes in response to high-temperature stress, both in transient expression systems and upon stable expression in *Arabidopsis* (Figure 5). In this context, we characterized changes in the SAP18 interactome under HS, which pointed at potential new functions that have remained uncharted until now.

In this work, we showed that SAP18 relocates to the cytoplasm after HS. The SAP18 interactome under HS conditions revealed the presence of numerous proteins associated with SGs and PBs, strongly implying that SAP18 may indeed be a constituent of these structures under such circumstances (Figure 6). We therefore performed co-localization experiments upon HS and observed that SAP18 translocated to cytoplasmic aggregates, co-localizing with RBP47B (an RNA-binding protein extensively associated with alternative splicing and stress responses in plants), DCP5 (a decapping protein required for PB formation), and MLP329, a protein whose functions are not fully understood but that is potentially involved in lipid binding within SGs (Kosmacz et al., 2019). Some of the hits from our HS dataset have been reported to behave similarly. For example, AGO1, a known component of PBs, has recently been described to associate with SGs under HS (Blagojevic et al., 2024).

These results led us to wonder whether SAP18 serves any functional role when plants experience heat stress. We observed that *sap18* mutants are thermosensitive, whereas pSAP18 complementation lines recovered to Col-0 levels after high-temperature treatment (Figure 6D and 6E). These findings hint at a novel, previously undisclosed thermoprotective role for *Arabidopsis* SAP18. In *Drosophila*, *sap18* mutants were demonstrated to exhibit thermosensitivity as well, and researchers postulated that dSAP18 potentially serves as a thermoprotective element during HS conditions (Costa et al., 2011). However, it remains to be determined whether nuclear or cytoplasmic SAP18 confers tolerance to high temperatures.

Because the conserved role of SAP18 has mainly been linked to mRNA splicing (Kumari et al., 2023), one possibility is that SAP18 mediates the production of specific splice variants under HS that contribute to plant thermotolerance. Indeed, splicing is important in plant HS responses (Rosenkranz et al., 2022). Although we still lack evidence of additional IR under HS for the *sap18* mutant (Supplemental Figure 8C), a thorough characterization of the *sap18* genome-wide spliceosome under high-temperature conditions could fully resolve whether nuclear SAP18 is required for thermotolerance. Another equally attractive possibility is that SAP18 regulation of thermotolerance may occur through a potential function within cytoplasmic SGs and PBs, as these types of cytoplasmic aggregates have been extensively linked to HS responses in plants (Hofmann et al., 2021). Further research will be required to fully clarify the involvement of SAP18 in *Arabidopsis* thermotolerance and determine whether it is due to its nuclear and/or cytoplasmic localization. This versatility of SAP18 offers exciting new directions to explore its role as a pivotal protein in plant adaptation to stressful environmental conditions.

## Methods

### Plant material and phenotype measurements

We used the *A. thaliana* Col-0 ecotype and *sap18* (SALK_083076), *sr45-1* (SALK_004132), and *acinus* (SALK_078554) single mutants. Plants were grown on Murashige and Skoog medium (MS medium) or soil substrate (as appropriate for each experiment) under a 16-h light (100 μmol m^−2^ s^−1^)/8-h dark regime (hereafter referred to as 16:8-h photoperiod) in a climate-controlled growth chamber (22°C). *asap* triple mutants were generated through crosses of *sap18 sr45* and *sap18 acinus* double mutants and propagated from plants homozygous for the three T-DNA insertions. *Arabidopsis* plants expressing *35S*:*SAP18-GFP* (in Col-0 and *sr45*) were provided by Prof. Xiao-Ning Zhang (Chen et al., 2019). Mutants were genotyped using the primers listed in Supplemental Table 6. Leaf phenotypes were recorded at specific developmental time points using a Nikon D-7000 camera. We calculated total leaf area and first leaf area using ImageJ, with a sample size of *n* = 20 plants per genotype. Reproductive phenotypes were documented by capturing images of flowers and siliques from 6-week-old plants using an Olympus SZX16 stereomicroscope. Flowering time was determined as the number of days post sowing when each plant developed a 2-cm-tall inflorescence stem, with 30 plants per genotype. Seed and inflorescence sizes were measured using ImageJ with sample sizes of *n* = 50 and *n* = 30, respectively. Seed yield per genotype was calculated by weighing the total seed production of 20 individually harvested plants per genotype. Aboveground biomass of each genotype was measured as the average dry weight of 20 plants after drying at 80°C for 72 h. For thermotolerance assays, *Arabidopsis* plants were grown on MS medium for 5 days at 22°C, shifted to 37°C for 4 days, and returned to 22°C for 10 days; recovery was then assessed and photographed using a Nikon D-7000 camera.

### Gene cloning and plant transformation

Coding sequences of *SAP18*, *SR45*, *ACINUS*, *MLP329*, and *DCP5* without stop codons were amplified using the primers listed in Supplemental Table 6 and cloned into the pENTR/D-TOPO vector (Invitrogen, Life Technologies, Carlsbad, CA, USA). These constructs were recombined using Gateway LR cloning into pGWB405 (35S:-GFP), pGWB454 (35S:-RFP), and pGWB644 (35S:-CFP) destination vectors for fluorescent protein fusions. Three genomic fragments (SAP18 coding region, 1440 bp from the ATG to the stop codon; SAP18 endogenous promoter, including the 5′ UTR, 1060 bp; 3′ UTR plus endogenous terminator, 880 bp) listed in Supplemental Table 7 were synthesized by Twist Bioscience and subcloned into a pBGW gateway binary vector using Golden Gate assembly. The resulting constructs were transformed into *Agrobacterium tumefaciens* GV3101 for transient and stable expression. Vectors were introduced into *Arabidopsis* via the floral dip method (Clough and Bent, 1998), and transgenic lines were selected in MS medium supplemented with basta/hygromycin/kanamycin before being propagated and selected to obtain homozygotes.

### Protein fractionation and western blotting

*Arabidopsis* plants expressing *35S*:*SAP18-GFP* and *35S*:*GFP* were grown for 10 days under a 16:8-h photoperiod at 22°C in MS medium. Approximately 1 g of seedlings was collected for either mock or HS treatment (42°C for 2 h) per duplicate. The tissue was ground in a mortar with liquid nitrogen, and 2 volumes of nuclei extraction buffer was added (100 mM MOPS [pH 7.6], 10 mM MgCl_2_, 0.25 M sucrose, 5% dextran T-40, 2.5% Ficoll 400, 1 tablet of protease inhibitor/10 ml, 3.12 μl/ml β-mercaptoethanol, 1 tablet of PhoStop/10 ml). The suspension was filtered through a double miracloth layer, and a 100-μl aliquot of the filtrate was collected for the total fraction. Following centrifugation at 10 000 *g* for 5 min at 4°C, the supernatant was retained as the cytoplasmic fraction. The pellet was resuspended in nuclei lysis buffer (50 mM Tris–HCl [pH 8], 10 mM EDTA [pH 8], 0.1% SDS) and sonicated three times for 10 s, yielding the nuclear fraction. Each fraction was supplemented with 2–4× sample buffer and boiled at 100°C for 10 min. Proteins were separated by SDS–PAGE and then transferred by western blotting to nitrocellulose membranes using a wet transfer blot system (Bio-Rad). Membranes were blocked with 5% skimmed milk in Tris-buffered saline and 0.1% Tween 20 (TBS-T) for 1 h at room temperature. Detection was performed using a rabbit polyclonal anti-GFP antibody (Abcam, #ab290, dilution 1:2500). Histone 3 (H3) and Ribosome Large subunit (RbsL) were used as nuclear and cytoplasmic markers, respectively, and detected using rabbit polyclonal anti-H3 (Agrisera, #AS10710, dilution 1:2500) and rabbit polyclonal anti-RbsL antibodies (Agrisera, #AS03037, dilution 1:2500). After five 5-min washes with TBS-T, blots were incubated with horseradish peroxidase-conjugated secondary anti-rabbit immunoglobulin G (GE, #NA934, dilution: 1:20 000). After five 5-min washes with TBS-T, the immune reaction was detected by chemiluminescence using Agrisera ECL SuperBright reagents and Amersham ImageQuant 800 western blot imaging systems. Protein band intensities were quantified using ImageJ. Equal rectangles were drawn around the bands of interest. The lane profile was obtained by subtracting the mean intensity of the background. The adjusted volume of the peak in the profile was taken as a measure of the band intensity. The protein band of interest was normalized for the total protein level of the whole lane.

### Immunoprecipitation and mass spectrometry

Plants expressing *35S*:*SAP18-GFP*(Col-0), *35S*:*SAP18-GFP*(*sr45*), and *35S*:*GFP*(Col-0) were grown for 10 days in MS medium under a 16:8-h photoperiod at 22°C. A subset of *35S*:*SAP18-GFP*(Col-0) and *35S*:*GFP*(Col-0) plants were subjected to HS (42°C for 2 h) before harvest. Approximately 1 g of plant material was harvested in triplicate for each genotype and treatment, ground in liquid nitrogen, and immediately dissolved in 2 volumes of extraction buffer (50 mM Tris–HCl [pH 7.5], 150 mM NaCl, 10 mM EDTA, 10% glycerol A2696 PanReac, 0.5% IGEPAL CA-630 I8896 Sigma, 0.5 mM dithiothreitol, 1 Roche protease inhibitor tablet/50 ml buffer, 1 g PVPP/50 ml buffer, 1 PhosSTOP tablet/10 ml buffer) by vortexing. Plant lysates were cleared by centrifugation at 16 000 *g* for 30 min at 4°C. The supernatant was filtered using 0.45-μm syringe filters and aliquoted into 1.5-ml LoBind tubes. This served as the input. An aliquot of 75 μl was reserved and mixed with 25 μl of 4× sample buffer. The mixture was heated at 100°C for 10 min and used as input. Anti-GFP magnetic beads (Chromotek) were equilibrated in extraction buffer for 1 h at room temperature. Thirty microliters of equilibrated beads per sample were used for immunoprecipitation, which was performed for 1 h at 4°C on a rotary shaker. The immunoprecipitated beads were collected in 1-ml aliquots in 1.5-ml LoBind tubes on a magnetic rack and washed twice with 1 ml of extraction buffer, followed by four washes with 1 ml of extraction buffer without IGEPAL. After excess liquid was discarded, 200 μl of extraction buffer was added to the beads; 20 μl of the bead suspension (equivalent to 10% of the total volume) was mixed with 20 μl of 2× sample buffer and incubated at 100°C for 10 min before undergoing SDS–PAGE and western-blotting protein checks. The remaining beads were stored at −20°C for subsequent MS analysis.

The total number of MS/MS fragmentation spectra was used to quantify each protein. For peptide identification, the RAW files were loaded into Proteome Discoverer (version 2.5.0.400, Thermo Scientific). All the resulting MS/MS spectra were searched using MS Amanda v.2.0.0.16129 (Dorfer et al., 2014). First, the RAW files were searched against the databases ID1140_SAP18.fasta (1 sequence; 152 residues), ID1173_eGFP.fasta (1 sequence; 239 residues), tags_v11.fasta (28 sequences; 2153 residues), TAIR10_pep_20101214_changeSymbol.fasta (32 785 sequences; 14 482 855 residues), and PD_Contaminants_TAGs_v20_tagsremoved.fasta. The peptide mass tolerance was set to ±10 ppm and the fragment mass tolerance to ±10 ppm. The maximal number of missed cleavages was set to 2. The result was filtered to 1% false discovery rate on protein level using the Percolator algorithm integrated in Thermo Proteome Discoverer. A sub-database was generated for further processing. Additional high-quality filtering was performed by setting a minimum MS Amanda score of 150 on peptide-spectrum match level. Protein areas were quantified using IMP-apQuant (Doblmann et al., 2019) by summing unique and razor peptides and using intensity-based absolute quantification (iBAQ; Schwanhäusser et al., 2011) with subsequent normalization based on the MaxLFQ algorithm (Cox et al., 2014). The pairwise comparisons were as follows: (1) SAP18-GFP in Col-0 vs. SAP18-GFP in *sr45*; (2) SAP18-GFP in Col-0 mock vs. SAP18-GFP in Col-0 under HS. In each case, comparisons were obtained from three independent biological replicates. Only proteins with log_2_(fold change) > 0, a *p* value of <0.05, and >3 peptides were considered for building Supplemental Tables 1, 2, and 5 and further analysis. Raw proteomics data are publicly available at the ProteomeXchange Consortium (Perez-Riverol et al., 2019) via the PRIDE partner repository with the dataset identifier PXD050985.

### Transient expression in *N*. *benthamiana* and BiFC

For transient expression, *N*. *benthamiana* plants were grown in controlled environmental conditions under a 16:8-h photoperiod at 22°C–25°C. *Agrobacterium* starter cultures expressing the constructs were prepared by inoculating a single colony in 2 ml of Luria broth with rifampicin, gentamycin, and spectinomycin selection and grown overnight at 28°C in a rotating shaker. Each starter culture was used to inoculate a working culture of 25 ml, which was grown overnight in the same medium and conditions. Working cultures were harvested by centrifugation at room temperature and 3000 *g* for 10 min. Cell pellets were resuspended in infiltration solution (10 mM MgCl_2_, 10 mM MES, pH 5.8) and the OD_600_ adjusted to 0.6 prior to addition of acetosyringone (200 μM). *Agrobacterium* suspensions were infiltrated using pressure on the abaxial surface of four leaves per plant with a disposable 5-ml syringe. In each experiment, at least two plants were infiltrated for each treatment/condition. Plants were returned to standard growth conditions for 48 h before imaging. For HS, a subset of infiltrated plants was exposed to 42°C for 2 h immediately before imaging.

SAP18, ACINUS, and SR45 were tested for BiFC by cloning into pB5nCGW, pB5cCGGW, pB5GWnC, pB5GWcCG, pB5nGGW, and pB5GWnG vectors (Kamigaki et al., 2016). Different combinations were co-infiltrated into *N*. *benthamiana* along with corresponding empty vector controls. Image acquisition and fluorescence intensity determination were performed as explained in the following section.

### Confocal microscopy and image processing

Transient expression in *N*. *benthamiana* was assessed by confocal microscopy imaging using a Leica SP5 system with a 20× objective lens, numerical aperture of 0.75, and laser excitation wavelengths of 488 nm (GFP), 561 nm (RFP), and 405 nm (CFP). A minimum of 20 frames were observed, and 10 frames were imaged per plant per treatment. Z-stack images were acquired with a step size of 1 μm. Confocal images were processed with ImageJ software (Schindelin et al., 2012). Fluorescence intensity was determined on images acquired using equal laser power, detector gain, and pinhole. A region of interest (ROI) was determined, and the mean fluorescence was measured. One ROI per frame was also selected in regions without fluorescence signal for background subtraction. Nuclear aggregate number (*n* = 15) and nuclear-to-cytoplasmic ratio (*n* = 20) were calculated when indicated in the figure legends. Statistical significance was determined using either two-sided Student’s *t*-test or one-way ANOVA with a threshold of *p* < 0.05.

For root imaging, 1-week-old *Arabidopsis* plants expressing *35S*:*GFP*, *35S*:*SAP18-GFP*, and *pSAP18*:*gSAP18-eGFP-tSAP18* were directly incubated at 37°C using a Zeiss 980 Elyra confocal microscope and imaged over time. Confocal imaging was performed using a 40× oil immersion objective with a numerical aperture of 1.4 and laser excitation at 488 nm. Z-projection images were generated from five optical sections with a step size of 1 μm. Observations were carried out on five roots per treatment condition.

### RNA extraction and sequencing

Col-0, *sr45*, *sap18 sr45*, and *asap* plants were grown on MS medium under a 16:8-h photoperiod at 22°C for 11 days. RNA was extracted from 100 mg of seedlings using an RNeasy plant mini kit (Qiagen) following the manufacturer’s instructions. RNA was quantified in a Qubit 2.0 fluorometer using a Qubit RNA Assay Kit followed by an integrity check on a Bioanalyzer. RNA (2 μg per sample) was sent to Macrogen for library preparation and sequencing (TruSeq stranded mRNA Library + NovaSeq 6000, 150 × 2 bp, 30M reads/sample, 4.5 Gb/sample).

### RNA-sequencing quantification of differential gene expression and alternative splicing

Total mRNA levels and inclusion of alternative sequences were quantified using *vast-tools* v.2.5 (Tapial et al., 2017). To identify DEGs between Col-0 and *sr45*, *sr45 sap18*, or *asap* mutants, we performed pairwise comparisons with the command *vast-tools_compare_expr*. The option -norm was added to our analysis to perform a quantile normalization of read counts between samples. In addition, genes with read counts <50 and that were not expressed at cRPKM >5 across all replicates of at least one of the two samples compared were filtered out. Finally, those genes with a fold change of at least 2 between each of the individual replicates from Col-0 and *sr45*, *sr45 sap18*, and *asap* mutants were respectively defined as SR45-, SR45SAP18-, or ASAP-regulated genes (Supplemental Table 3). During the revision of this paper, we performed a new transcriptomic analysis of the *sap18* single mutant, including a new *sr45* sample (*sr45*_new) as an internal control to account for potential batch effects.

To identify differentially spliced genes we mapped the RNA-sequencing (RNA-seq) data onto the araTha10 library, which is composed of an extended annotation of Ensembl Plants v.31 with all exon–exon and exon–intron junction sequences found in the *A*. *thaliana* genome (Martín et al., 2021). On the basis of this mapping, *vast-tools* provides the percentage of inclusion (PSI) of the putative alternative sequence using only exon–exon (or exon–intron for IR) junction reads and information on the read coverage that underlies the quantification of PSI (see https://github.com/vastgroup/vast-tools for details). The *vast-tools compare* command was then used to define differential alternative splicing events in each of the three mutants compared with Col-0 seedlings. To restrict our analysis and minimize the number of putative false positives, we performed these comparisons with the -min_ALT_use 25, -p_IR, and -noB3 *vast-tools compare* options (see https://github.com/vastgroup/vast-tools for details). Finally, splicing events with a |ΔPSI| > 20 between the compared pair of samples and whose PSI distribution did not overlap (-min_range 5) were defined as differential alternative splicing events (Supplemental Table 4).

### Gene ontology enrichment analyses of differentially expressed or spliced genes

To identify significantly enriched biological processes, molecular functions, or cellular components among the different sets of genes, analyses were performed using the functional annotation classification system DAVID (Huang et al., 2007).

### RT–qPCR

To measure SAP18 expression levels, plants were grown under control (22°C) and HS conditions (3 h at 37°C before harvesting) for 10 days, and 100 mg of tissue was sampled. RNA was extracted using an RNeasy Plant Mini Kit (Qiagen) following the manufacturer’s instructions. After reverse transcription using Maxima RT (Thermo Fisher Scientific), RT–qPCR was performed to detect relative gene expression levels using *ACTIN* as the internal reference gene. Each sample had three biological replicates, each with three technical replicates. Accumulation of the HS-inducible gene *HSFA7B* was measured as a positive control. Primers are listed in Supplemental Table 6.

### Intron-retention assay

Primers were designed to specifically amplify intron-retention variants of *LUH*, *FEY*, and *YABBY1* genes (Supplemental Table 6 and Supplemental Figure 4A). DNA-free RNA samples isolated from 10-day-old seedlings were reverse transcribed using Maxima RT (Thermo Fisher Scientific), and variants were amplified by PCR using the following conditions: initial denaturation at 95°C for 5 min; 30 cycles of denaturation at 95°C for 30 s, annealing at 53°C for 30 s, and extension at 72°C for 1 min/kb of the expected amplicon size; and a final extension step at 72°C for 3 min. PCR products were separated on 2.5% agarose gels. The intron-retention ratio was calculated as (upper band intensity)/(upper + lower band intensity) from triplicate reactions over 2–4 experiments. Intron retention was also assessed by RT–qPCR. In this case, we used two different primer pairs for each transcript: (1) the same primers used in the gel/PCR assays (correlating to the lower band in gel assays), which amplified the spliced version of the transcripts (spliced_var); and (2) a primer pair that specifically amplified the intron-retained variant of each transcript (IR_var). The intron-retention ratio was calculated as (IR_var)/(spliced_var + IR_var) from three biological replicates.

## Data and code availability

The MS proteomics data have been deposited at the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD050985. The RNA-seq datasets have been deposited in the NCIB Gene Expression Omnibus repository under the accession numbers GSE263007 and GSE280686. This paper does not report original code.

## Funding

This work was supported by the Junior Leader Fellowship [LCF/BQ/PI19/11690003] from “10.13039/100010434la Caixa” Foundation [ID100010434] and by grants from the 10.13039/501100004837Spanish Ministry of Science and Innovation (MCIN/AEI/10.13039/501100011033), including PID2019-110510GA-I00, EUR2021-122003, and CNS2023-145632 awarded to J.I.Q., PID2021-125223NA-I00 awarded to G.M., and the Severo Ochoa Excellence Programme for Centres (CEX2019-000902-S) awarded to CRAG. J.I.Q. (RYC2021-032539-I) and G.M. (RYC2020-030160-I) are Ramon y Cajal Fellows. Work at CRAG was also supported by the 10.13039/501100002809Generalitat de Catalunya (AGAUR, GRE2021, ref. SGR00873). Research in Y.D.’s lab is funded by the Austrian Academy of Sciences, Austrian Science Fund (FWF, P 34944), the 10.13039/501100002428Austrian Science Fund (FWF-SFB F79), the 10.13039/501100001821Vienna Science and Technology Fund (WWTF, LS21-009), and a European Research Council grant (project number: 101043370). A.S.L. received funding from the AGenT Programme, a European Union’s Horizon 2020 research and innovation Marie Skłodowska-Curie (MSCA) COFUND program under grant agreement no. 945043. J.G. is a recipient of a CSC fellowship funded by the 10.13039/501100004543China Scholarship Council. J.C.d.l.C. receives funding from the European Union’s Framework Programme for Research and Innovation Horizon 2020 (2014–2020) under the Marie Curie Skłodowska grant agreement no. 847548.

## Acknowledgments

We thank the facilities and services of CRAG and GMI for their support. We are grateful to Pawel Mikulski and Caroline Dean for providing *sap18*, *acinus*, and *sr45* mutant seeds and to Xiao-Ning Zhang for the *35S*:*gSAP18-GFP* seeds. We also thank Jose Julián Valenzuela for microscopy assistance at GMI. Finally, we thank Benjamin Tremblay and Melanie Ormancey for feedback on the manuscript.

## Author contributions

A.S.L. and J.I.Q. conceptualized the research project, designed the experiments, and interpreted the results. A.S.L. performed cloning, plant transformation, phenotypic analyses, BiFC, confocal microscopy, RNA-seq, and IP–MS experiments. A.S.L. wrote the manuscript with input from all authors. J.G. performed thermotolerance experiments. G.M. performed RNA-seq data analysis. J.C.d.l.C. provided guidance for IP–MS experiments and performed AlphaFold predictions. Y.D. provided funding and supervision for IP–MS experiments. J.I.Q. provided overall supervision and funding throughout the project’s execution and substantially participated in manuscript preparation and editing.

## Supplemental information

Document S1. Figures S1–S8

Supplemental Table 1. SAP18 interactors – mock

Supplemental Table 2. SAP18 interactors – *sr45* background

Supplemental Table 3. List of differentially expressed genes in *sr45*, *sr45sap18* and *asap* mutants

Supplemental Table 4. List of alternative splicing events detected in *sr45*, *sr45sap18* and *asap* mutants

Supplemental Table 5. SAP18 interactors – heat shock

Supplemental Table 6. Primers used in this study

Supplemental Table 7. DNA sequence of the fragments synthesized for cloning SAP18 genomic construct (pSAP18) Sequences highlighted in gray correspond to UTRs. Sequences in bold correspond to adaptors used for Golden Gate cloning. Underlined ATG corresponds to the SAP18 start codon.

Supplemental Table 8. List of differentially expressed genes and alternative splicing events detected in *sap18* mutant

Supplemental Data 1. IP–MS Experiment ID 1173 (SAP18-GFP in Col-0 *vs.* SAP18-GFP in *sr45* mutant)

Supplemental Data 2. IP–MS Experiment ID 1192 (SAP18-GFP mock *vs.* SAP18-GFP under Heat Shock)

Document S2. Article plus supplemental information

# Supplementary material for: Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in Arabidopsis
**Source:** Plant Commun. 2024 Oct 31;6(1):101180. doi: 10.1016/j.xplc.2024.101180
**Supplement:** Document S1. Figures S1–S8

Plant Communications, Volume 6

Supplemental information

Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in *Arabidopsis*

Alvaro Santiago Larran, Jingyu Ge, Guiomar Martín, Juan Carlos De la Concepción, Yasin Dagdas, and Julia Irene Qüesta

SUPPLEMENTAL INFORMATION

Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat stress response in Arabidopsis

Alvaro Santiago Larran¹, Jingyu Ge¹, Guiomar Martín^{1,2}, Juan Carlos de la Concepción³, Yasin Dagdas³, Julia Irene Qüesta¹

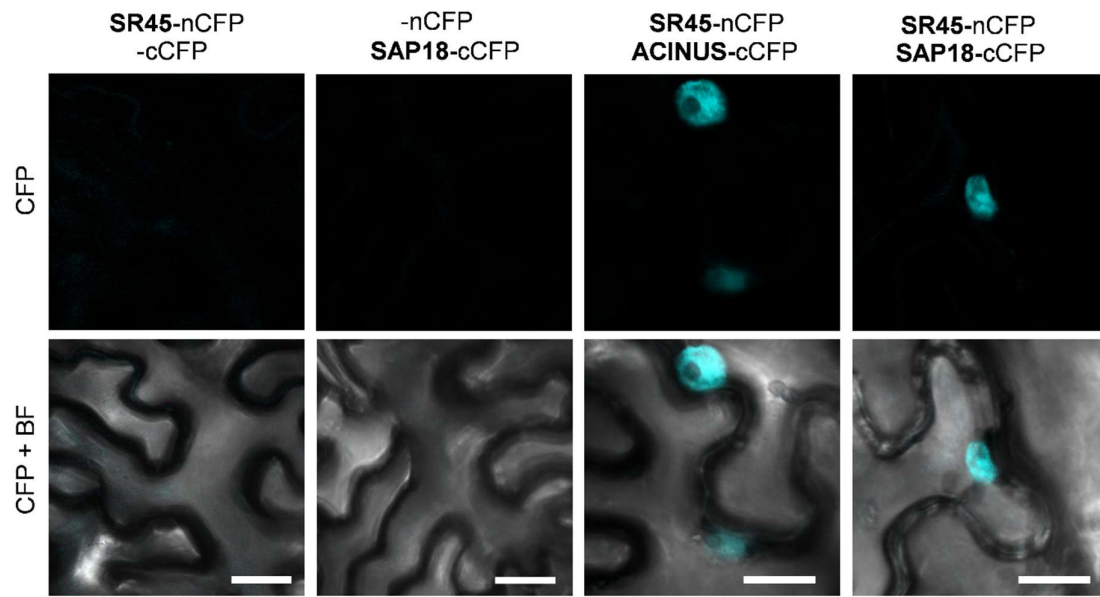

Supplementary Figure 1. BiFC experiments using -nCFP and -cCFP fusions to evaluate the interactions between SAP18, SR45 and ACINUS and support the interactions shown in Figure 2. Scale bar in all the microscopy images: 10 μ m.

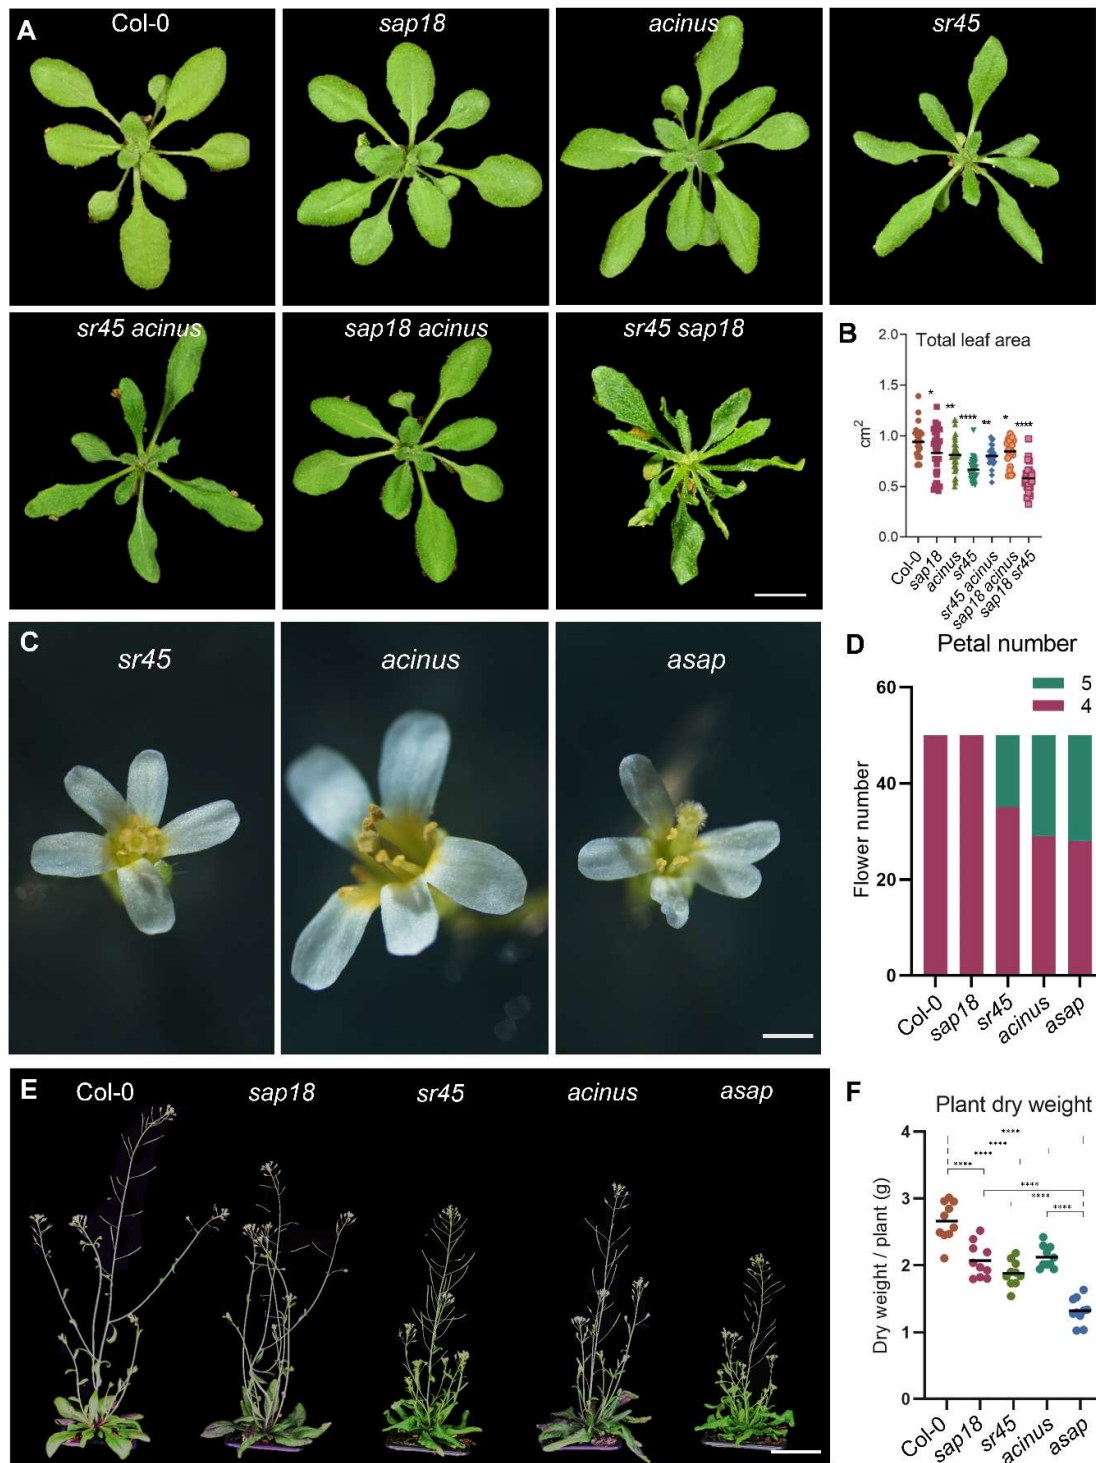

Supplementary Figure 2. (A) Top view of *Col-0*, *sap18*, *sr45*, *acinus*, *sr45 acinus*, *sap18 acinus* and *sr45 sap18* rosettes of 3-week old plants. (B) Total leaf area is represented as the average in total green area of 25 plants expressed in cm². Scale bar: 1 cm. (C) Top view of *Col-0*, *sap18*, *sr45*, *acinus* and *asap* flowers showing 5 petals. (D) Petal number distribution for each genotype is represented in the right graph. Scale bar: 1 mm. (E) Representative pictures of 50 day-old plants of *Col-0*, *sap18*, *sr45*, *acinus* and *asap*. (F) Average dry weight of *Col-0*, *sap18*, *sr45*, *acinus* and *asap* plants. Scale bar: 5 cm.

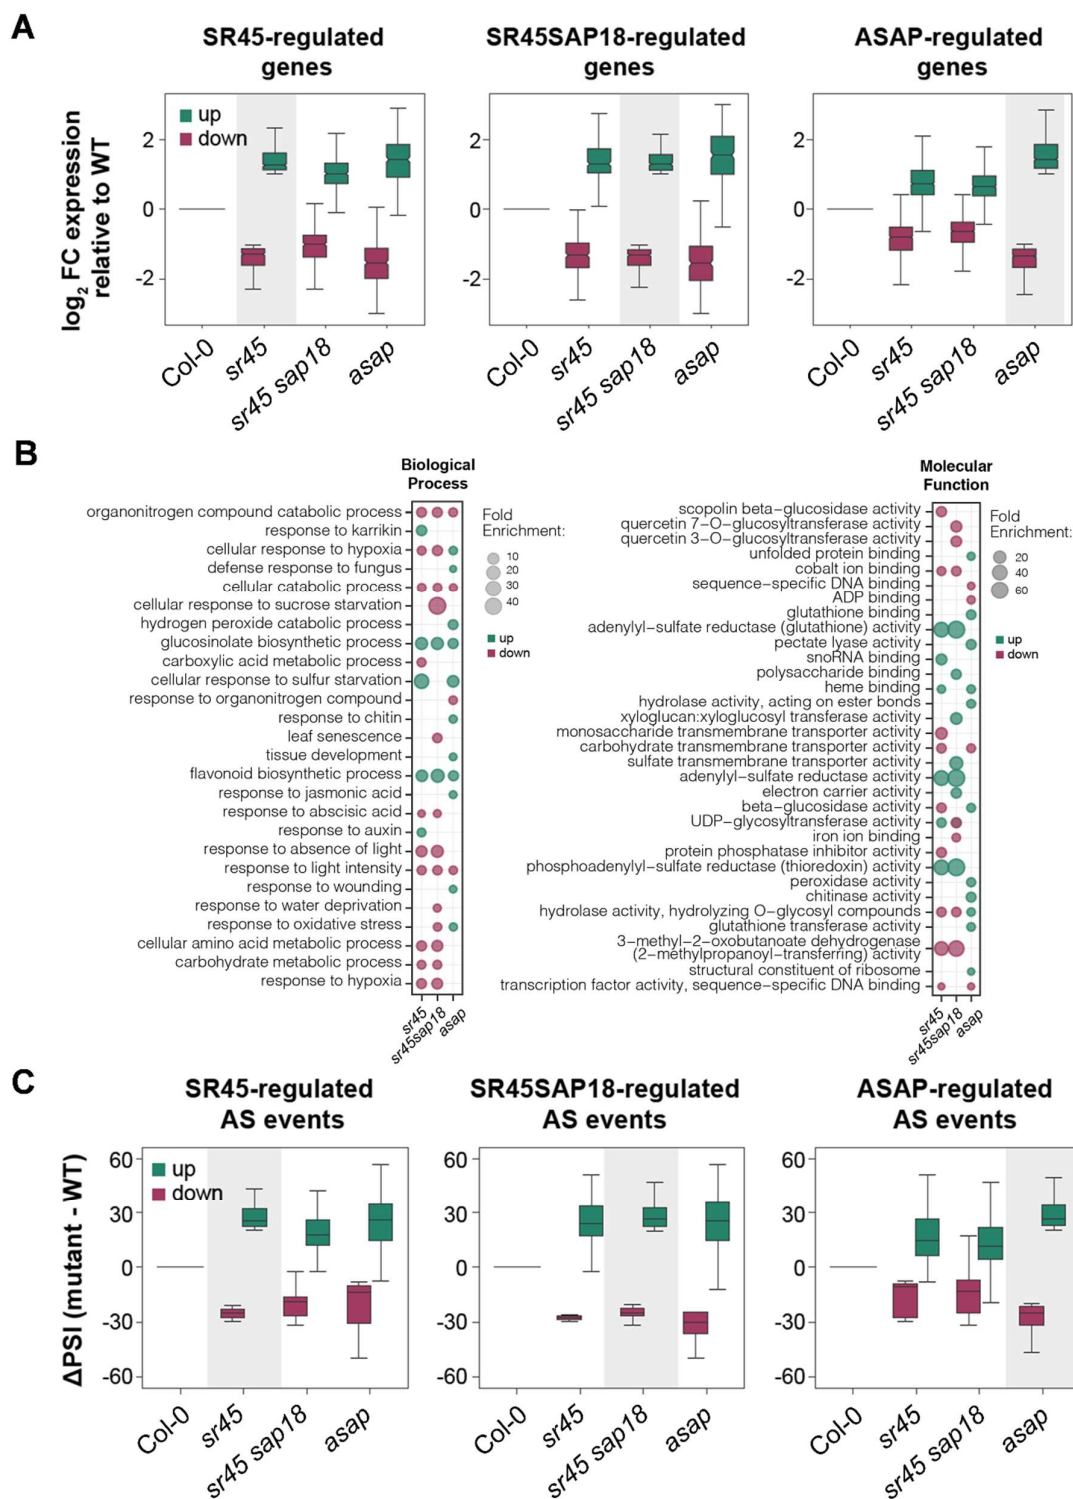

Supplementary Figure 3. (A) Log₂ fold-change expression of the up- and down-regulated genes in *sr45*, *sr45 sap18* and *asap* mutants compared to Col-0. (B) GO enrichment for differentially expressed genes (DEGs) regarding biological process and molecular function categories. (C) Differences in the Percentage of Spliced-In (PSI) versions for the genes alternatively spliced in *sr45*, *sr45 sap18* and *asap* mutants compared to Col-0.

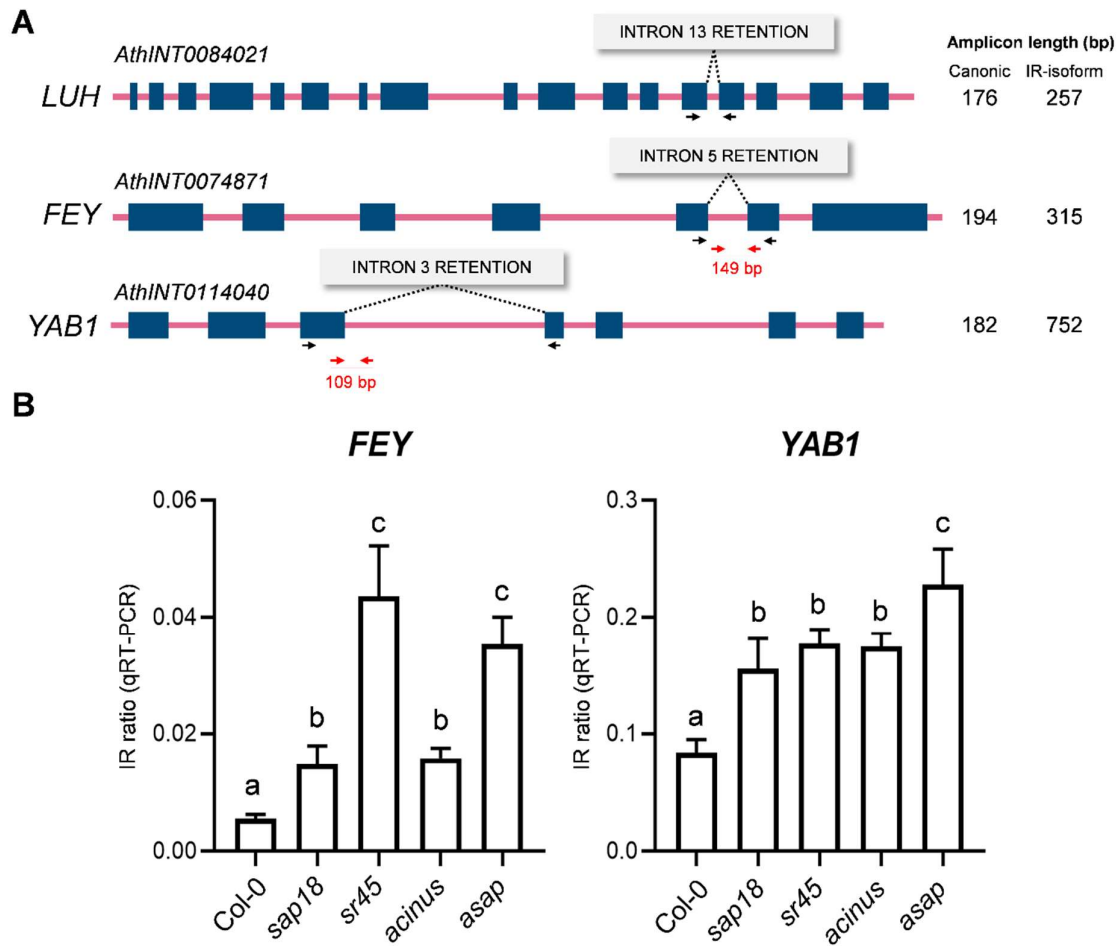

Supplementary Figure 4. (A) Intron retention events detected in *asap* mutants for the leaf development-associated genes *LUH*, *FEY* and *YAB1*. Black arrows represent the positions of primers used in RT-PCR assays of Figure 4D. (B) Intron Retention (IR) ratio of *FEY* and *YAB1* transcripts in Col-0, *sap18*, *sr45*, *acinus* and *asap* plants assessed by qRT-PCR. Two primer pairs depicted in (A) were used for each transcript. Black arrows indicate the primers used to amplify the spliced versions, while red arrows represent the primers used to amplify the intron-retained versions of each transcript. *ACTIN* was used as normalization control. Three biological replicates were analyzed per genotype. Significance testing was performed using one-way ANOVA.

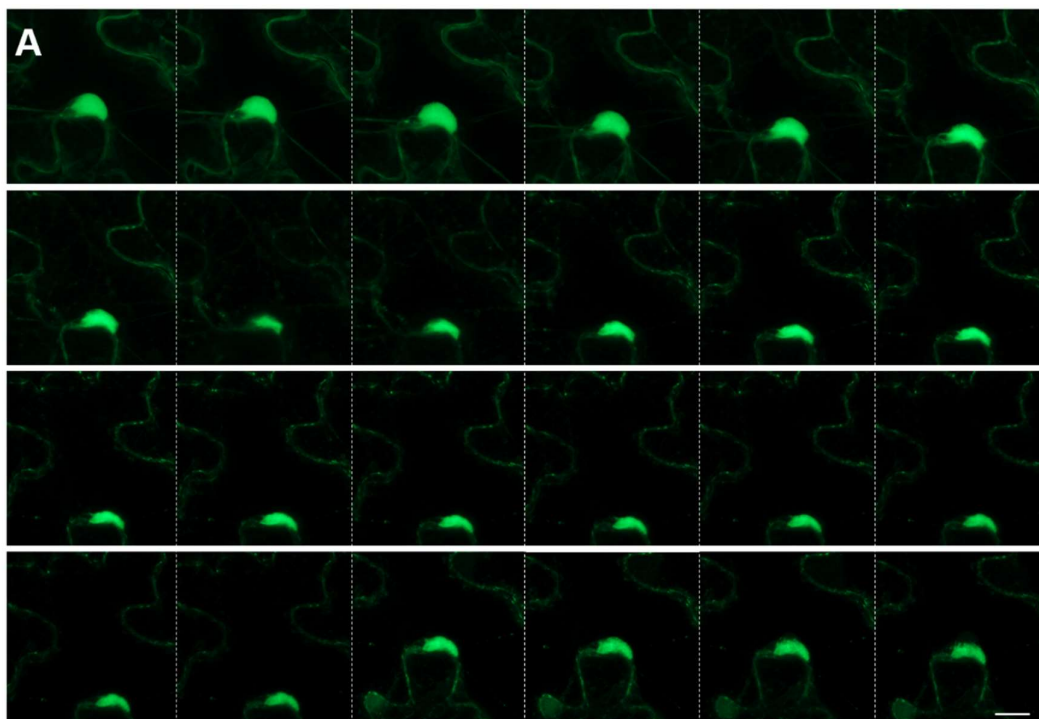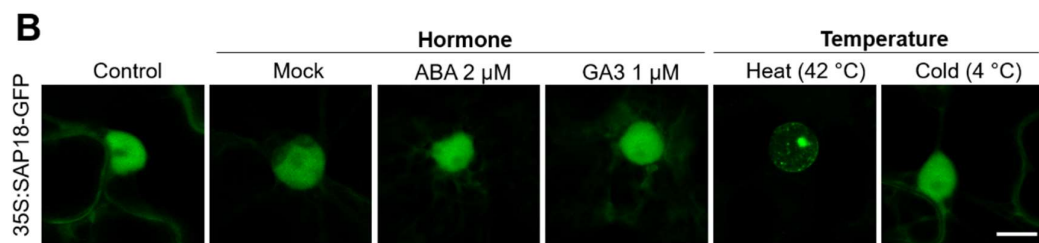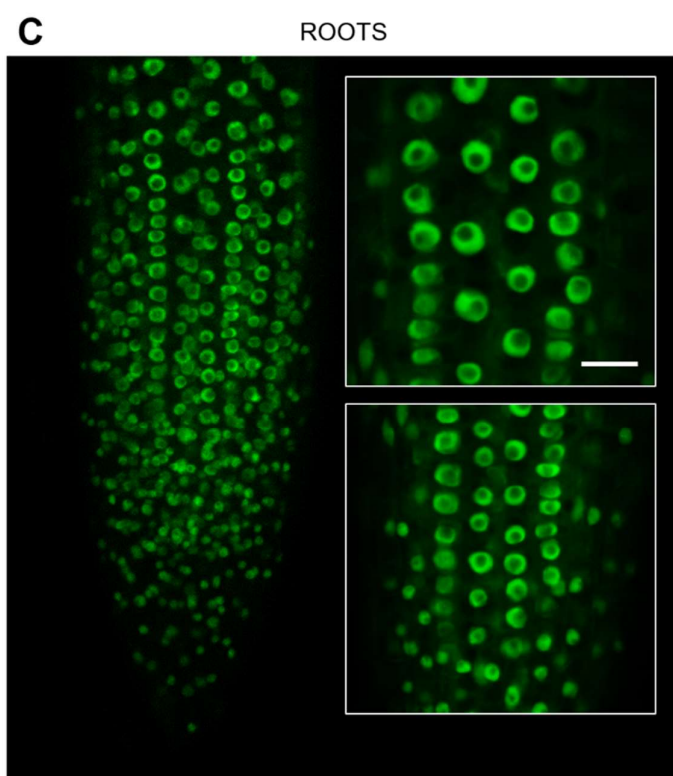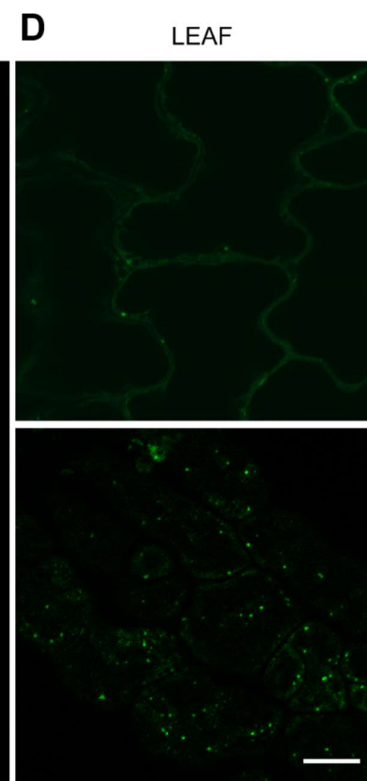

Supplementary Figure 5. (A) Time course of SAP18-GFP localization upon HS. Individual pictures of *N. benthamiana* leaf epidermis expressing SAP18-GFP taken every 2 minutes. Bar scale: 10 μ m. (B) Representative pictures of SAP18 subcellular localization in *N. benthamiana* plants upon exposure to different treatments. Scale bar: 10 μ m. SAP18 endogenous expression in roots (C) and leaves (D) of 7-day-old *A. thaliana* seedlings harbouring the construction pSAP18:gSAP18-eGFP-tSAP18. Scale bars: 10 μ m.

**A** KEGG Pathways				
<i>pathway</i>	<i>description</i>	<i>count in network</i>	<i>strength</i>	<i>false discovery rate</i>
ath03040	Spliceosome	11 of 188	1.25	7.36e-09
ath03018	RNA degradation	6 of 110	1.22	0.00016
ath03015	mRNA surveillance pathway	5 of 114	1.13	0.0021
Molecular Function (Gene Ontology)				
<i>GO-term</i>	<i>description</i>	<i>count in network</i>	<i>strength</i>	<i>false discovery rate</i>
GO:0043015	Gamma-tubulin binding	3 of 3	2.48	0.00024
GO:0034513	Box H/ACA snoRNA binding	2 of 4	2.18	0.0301
GO:0030515	snoRNA binding	3 of 14	1.81	0.0052
GO:0003724	RNA helicase activity	4 of 90	1.13	0.0422
GO:0004386	Helicase activity	5 of 156	0.99	0.0333
GO:0003729	mRNA binding	10 of 332	0.96	7.72e-05
GO:0003723	RNA binding	25 of 954	0.9	1.22e-12
GO:0005198	Structural molecule activity	10 of 412	0.87	0.00033
GO:0140098	Catalytic activity, acting on RNA	7 of 320	0.82	0.0213
GO:0003676	Nucleic acid binding	33 of 2854	0.55	4.42e-08
GO:1901363	Heterocyclic compound binding	41 of 5413	0.36	2.06e-05
GO:0097159	Organic cyclic compound binding	41 of 5434	0.36	2.06e-05
GO:0005488	Binding	50 of 8453	0.26	0.00032

**B** KEGG Pathways				
<i>pathway</i>	<i>description</i>	<i>count in network</i>	<i>strength</i>	<i>false discovery rate</i>
ath00196	Photosynthesis - antenna proteins	6 of 21	1.48	6.85e-06
ath00450	Selenocompound metabolism	3 of 18	1.25	0.0209
ath00195	Photosynthesis	12 of 74	1.24	1.79e-09
ath03040	Spliceosome	25 of 188	1.15	3.38e-18
ath03013	RNA transport	9 of 165	0.76	0.0013
ath00270	Cysteine and methionine metabolism	6 of 118	0.73	0.0209
ath01100	Metabolic pathways	39 of 2275	0.26	0.0056
Molecular Function (Gene Ontology)				
<i>GO-term</i>	<i>description</i>	<i>count in network</i>	<i>strength</i>	<i>false discovery rate</i>
GO:0008705	Methionine synthase activity	3 of 3	2.03	0.0016
GO:0003871	5-methyltetrahydropteroyltrimethylhomocysteine S-met...	3 of 3	2.03	0.0016
GO:0030628	pre-mRNA 3-splice site binding	3 of 7	1.66	0.0068
GO:0016168	Chlorophyll binding	10 of 30	1.55	7.99e-10
GO:0045156	Electron transporter, transferring electrons within the cyclic ...	3 of 11	1.46	0.0170
GO:0036002	pre-mRNA binding	4 of 16	1.43	0.0025
GO:0008143	poly(A) binding	3 of 17	1.27	0.0422
GO:0019904	Protein domain specific binding	8 of 59	1.16	3.26e-05
GO:0003724	RNA helicase activity	11 of 90	1.12	6.36e-07
GO:0003727	Single-stranded RNA binding	6 of 59	1.04	0.0025
GO:0003755	Peptidyl-prolyl cis-trans isomerase activity	5 of 54	0.99	0.0145
GO:0004386	Helicase activity	13 of 156	0.95	1.37e-06
GO:0003729	mRNA binding	25 of 332	0.9	2.41e-12
GO:0003723	RNA binding	54 of 954	0.78	1.42e-22
GO:0140098	Catalytic activity, acting on RNA	18 of 320	0.78	7.12e-07
GO:0046906	Tetrapyrrole binding	14 of 297	0.7	0.00017
GO:0003924	GTPase activity	7 of 156	0.68	0.0439
GO:0017111	Nucleoside-triphosphatase activity	22 of 666	0.55	7.40e-05
GO:0016462	Pyrophosphatase activity	23 of 709	0.54	6.28e-05
GO:0016887	ATPase activity	15 of 510	0.5	0.0091
GO:0003676	Nucleic acid binding	70 of 2854	0.42	1.85e-11
GO:0043168	Anion binding	55 of 2682	0.34	5.22e-06
GO:0097159	Organic cyclic compound binding	107 of 5434	0.32	1.22e-12
GO:1901363	Heterocyclic compound binding	106 of 5413	0.32	2.00e-12
GO:0046872	Metal ion binding	54 of 3023	0.28	0.00033
GO:0005488	Binding	146 of 8453	0.27	1.05e-14
GO:0043167	Ion binding	90 of 5185	0.27	2.81e-07
GO:0016787	Hydrolase activity	41 of 2363	0.27	0.0079
GO:0035639	Purine ribonucleoside triphosphate binding	37 of 2172	0.26	0.0208
GO:0097367	Carbohydrate derivative binding	38 of 2257	0.25	0.0209
GO:0032555	Purine ribonucleotide binding	37 of 2206	0.25	0.0263
GO:0003824	Catalytic activity	93 of 6726	0.17	0.0019

Supplementary Figure 6. (A) KEGG pathways and GO molecular Function for SAP18 interactors in mock conditions. (B) KEGG pathways and GO molecular Function for SAP18 interactors under heat shock. Tables were obtained using STRING (string-db.org).

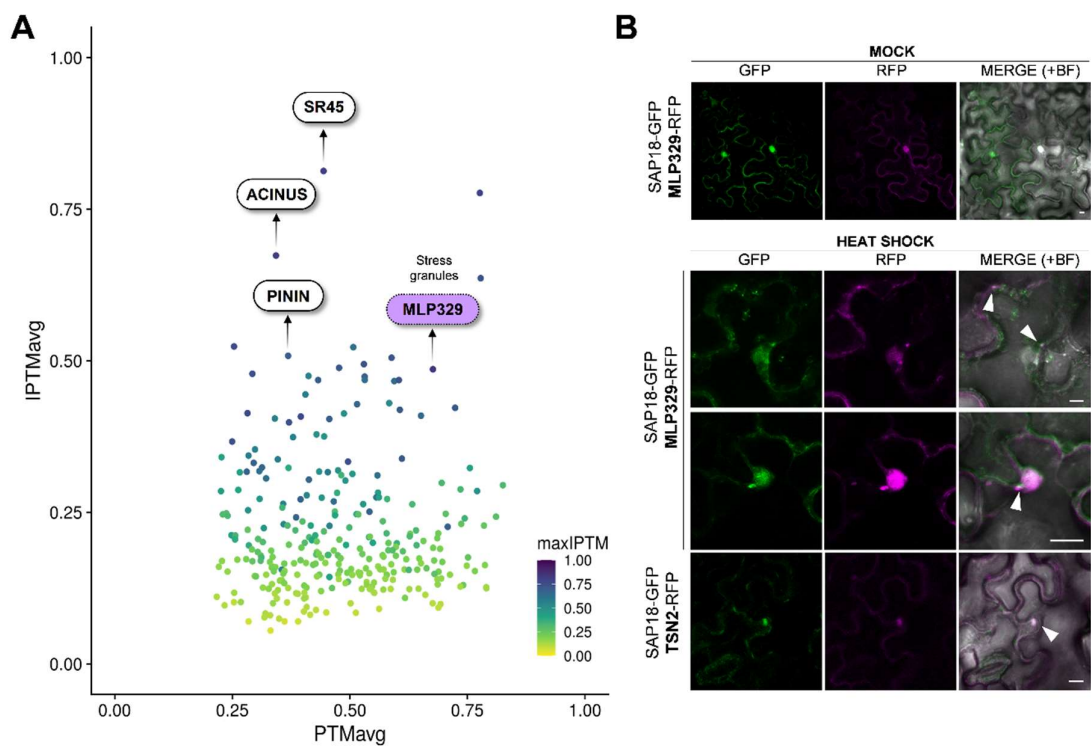

C

AtSAP18 putative functional domains

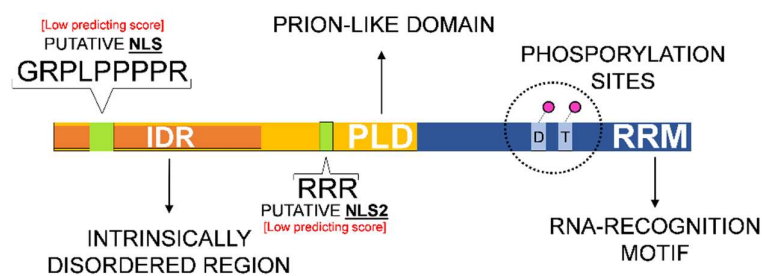

AtSAP18 AlphaFold structure prediction

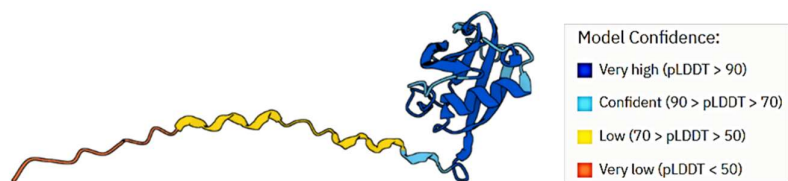

Supplementary Figure 7. (A) *In silico* prediction of the interaction between SAP18 and the full list of HS-exclusive interactors using AlphaFold-Multimer predictions. PTMavg (Predicted Template Modelling average score) and IPTMavg (Interface Predicted Template Modelling average score) are measures of the congruency of protein structures considering residues of the same or different chains, respectively. (B) Co-localization analysis overexpressing SAP18-GFP together with MLP329-RFP and TSN2-RFP using *Nicotiana benthamiana* plants subjected to HS. Scale bar: 20 μ m. (C) SAP18 structural domain organization. We used AIUPred (<https://iupred.elte.hu/>) for the prediction of intrinsically unstructured protein regions, and SMART (Simple Modular Architecture Research Tool; http://smart.embl-heidelberg.de/help/smart_about.shtml) to explore domain architectures. NLStradamus online tool (<http://www.moseslab.csb.utoronto.ca/NLStradamus/>) with a cutoff value of 0.2 was used to predict the detection of any potential NLS. Annotations were curated using previously published data for SAP18 in animal models (McCallum et al., 2006; Murachelli et al., 2012), especially for point amino acids 131D and 134T which were predicted as phosphorylation sites with functional implications (Singh et al., 2010). NLS: Nuclear Localization Signal; PLD: Prion-Like Domain; RRM: RNA-Recognition Motif (which matches the ubiquitin-like fold).

A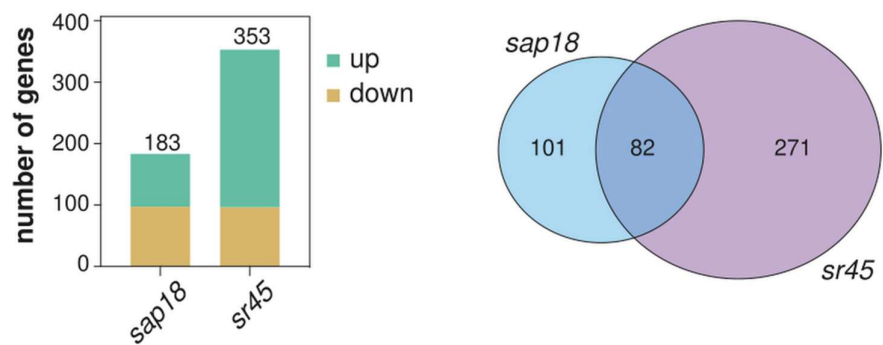**B**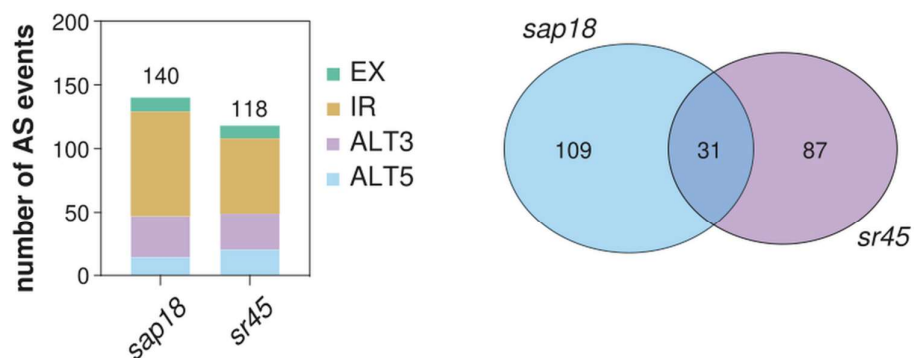**C**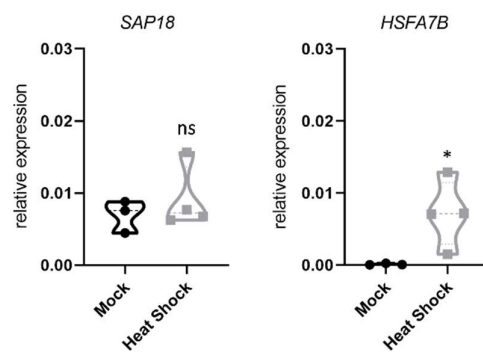**D**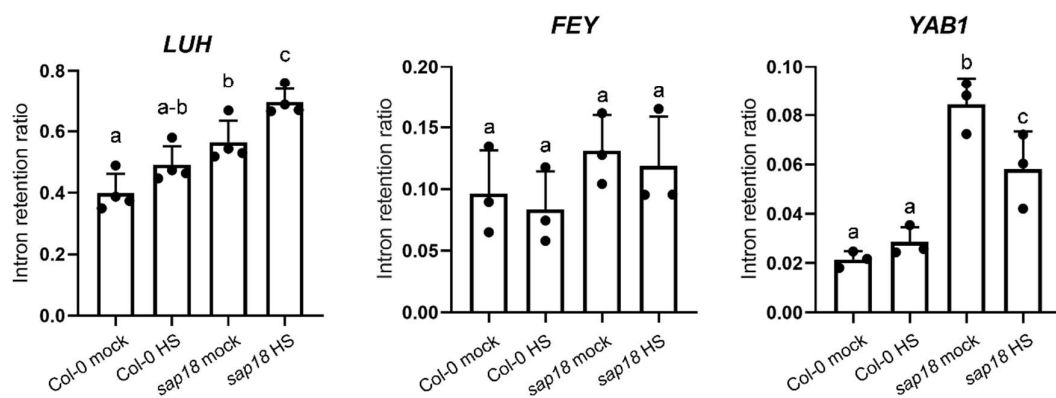

Supplementary Figure 8. (A) Diagrams showing differential expressed genes in *sap18* and *sr45* mutants 10-day-old seedlings in comparison with Col-0. (B) Diagrams showing alternative splicing in *sap18* and *sr45* mutants 10-day-old seedlings in comparison with Col-0. Full list of genes is presented in Supplementary Table 8. (C) Expression of *SAP18* transcript under heat stress conditions. *SAP18* mRNA transcript levels were measured under control (mock) and heat stress conditions (3h at 37°C). *ACTIN* was used as a normalization control for qRT-PCR analysis. Accumulation of the HS-inducible gene *HSFA7B* was included as positive control. Primers are listed in Supplementary Table 6. (D) Quantification of intron-retained isoforms in Col-0 and *sap18* mutant before and after a 3h heat shock (HS) treatment at 37 °C. Error bars show the standard deviation from the mean with 3 independent experiments for *FEY* and *YAB1* and 4 for *LUH*. Significance testing was performed using one-way ANOVA. ‘a’, ‘b’, and ‘c’ stand for groups presenting statistically significant differences.

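Panel A sets the genes called in *sap18* beside those called in *sr45*, and Supplementary Table 8 gives the cRPKM of each gene in each of the libraries. By the fold criterion, 44 genes changed in both mutants, 9 of them higher and 35 lower than in Col-0, and none went in opposite directions. Without Col-0 replicate 1 the number was 77, of which 17 were higher and 60 lower. Fewer ratios are then required, so the number could only rise or stay. AT3G01345 fell the most in both: it had 175 ± 19.8 cRPKM in Col-0, 0.338 ± 0.0655 in the libraries labelled *sap18* and 2.54 ± 1.77 in *sr45* (SD, n = 2 libraries each). *MRD1* (AT1G53480) was 20.1-fold lower in the libraries labelled *sap18* and 17.0-fold lower in *sr45*, with no difference between the mutants that passed limma (adjusted p = 0.62). *ESM1* (AT3G14210), a gene of glucosinolate breakdown, rose from 71.2 ± 0.195 cRPKM in Col-0 to 441 ± 17.4 in the libraries labelled *sap18* and 778 ± 41.4 in *sr45* (SD, n = 2 each).
All 4 listed beta-glucosidase genes fell in both mutants by limma, also when adjusted over the list alone, and *BGLU8* stood at 0.310 and 0.262 of Col-0. *BGLU7* and *BGLU8* are neighbouring paralogs that may share reads, and so are *BGLU5* and *BGLU6*. The 3 listed glucosinolate genes rose in both mutants by limma, also when adjusted over the list alone. The xyloglucan endotransglucosylase gene *XTH19* rose 5.44-fold in the libraries labelled *sap18* and 6.19-fold in *sr45*, and *PUMP4*, a mitochondrial carrier gene, rose 6.39-fold and 4.08-fold.
Of the 145 genes that met the criterion in *sr45* alone, 127 (87.6%, Wilson 95% interval 81.2 to 92.0) lay on the same side of Col-0 in the libraries labelled *sap18*, and 96 passed limma in that direction. *APY5*, one of them, was 8.09-fold lower in *sr45* and at 0.649 of Col-0 in the libraries labelled *sap18*. Of the 46 called in the libraries labelled *sap18* alone, 32 (69.6%, interval 55.2 to 80.9) lay on the same side in *sr45*, and 18 passed limma in that direction. *ERF012* rose 4.94-fold in the former and had a log2 change of 0.20 in *sr45* (adjusted p = 0.25 from limma), and the long non-coding RNA AT3G29644 was 6.48-fold lower, with -0.23 in *sr45* (adjusted p = 0.26). The Wilson intervals treat genes as independent, although all come from the same libraries. They do not measure the spread between libraries or plants.
Both comparisons use the same Col-0 libraries, so part of this excess may come from the shared controls, which are too few to split. In 1000 simulations of a second mutant without any effect, 57.8% (51.2 to 64.2) of the genes called in *sr45* alone and 59.8% (50.9 to 69.4) of those called in the libraries labelled *sap18* alone lay on the same side. The observed 69.6% of the latter barely clears its interval, and it falls inside with a filter above 10 (62.1%). The covariance of the log2 changes was 0.62 against a simulated 0.05 for the first set and 0.51 against 0.08 for the second. With no effect in either mutant, 0.016 genes on average were called in both, a number that the criterion itself keeps near 0. Independent lists of these sizes among the 454 genes would share 4.81 higher and 14.5 lower genes, although the table was selected for change and gives no chance level.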

# Supplementary material for: Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in Arabidopsis
**Source:** Plant Commun. 2024 Oct 31;6(1):101180. doi: 10.1016/j.xplc.2024.101180
**Supplement:** Supplemental Table 6. Primers used in this study

Name	Use	Sequence
<i>SAP18_CDS_F</i>	Cloning	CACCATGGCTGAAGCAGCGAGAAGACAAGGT
<i>SAP18_CDS_nostop_R</i>	Cloning	CTTGTAATTTGCCACATCCAGATAATCTC
<i>SR45_CDS_F</i>	Cloning	CACCATGGCGAAACCAAGTCGTGG
<i>SR45_CDS_nostop_R</i>	Cloning	AGTTTTACGAGGTGGAGGTG
<i>ACINUS_CDS_F</i>	Cloning	CACCATGTCGTCATCGCCTTTTCCAG
<i>ACINUS_CDS_nostop_R</i>	Cloning	CTTGTTATTATTCGCTGCAAGTTTAG
<i>MLP329_CDS_F</i>	Cloning	CACCATGGCGACATCGGGAACATA
<i>MLP329_CDS_nostop_R</i>	Cloning	GGCTTTGAGAACATGCTCGT
<i>DCP5_CDS_F</i>	Cloning	CACCATGGCGGCTGATAATACGGG
<i>DCP5_CDS_nostop_R</i>	Cloning	GGTAGTACGATTTGATACGC
<i>sap18_salk_083076_F</i>	Genotyping	GGCAAAGAAGATCGGGTAGTC
<i>sap18_salk_083076_R</i>	Genotyping	ACCACCACTCTGCAATCAAAC
<i>sr45_salk_004132_F</i>	Genotyping	TTTTGTTTTCTTGTTGGC
<i>sr45_salk_004132_R</i>	Genotyping	GATTGGAGATCTTCTGGGAGG
<i>acinus_salk_078554_F</i>	Genotyping	CCCAAGAACCAGCAAGATCAC
<i>acinus_salk_078554_R</i>	Genotyping	ACCCACTACAACACCAAGGT
<i>SALK Lbb1.3</i>	Genotyping	ATTTGCCGATTTTCGGAAC
<i>YAB1_F_IR</i>	Intron retention rate	GAGGAGCTGAGAGATGCACCG
<i>YAB1_R_IR</i>	Intron retention rate	TTGATGAATCGGTTATATGCGGA
<i>YAB1_F_IR2</i>	qPCR	AAAGCACCAACCGTTAACCG
<i>YAB1_R_IR2</i>	qPCR	TGGCGATTCATCATCACAACCA
<i>LUH_F_IR</i>	Intron retention rate	TGATGGAGACGGAGGAAGCTT
<i>LUH_R_IR</i>	Intron retention rate	TATCATGTCCAGCGCTAGCCA
<i>FEY_F_IR</i>	Intron retention rate	ATGCATAGTGTCGGTTTTGTTGAC
<i>FEY_R_IR</i>	Intron retention rate	ACATTTGTTAGGACAACACCAGGG
<i>FEY_F_IR2</i>	qPCR	TGCCGTAGTTTTCATCTGCCG
<i>FEY_R_IR2</i>	qPCR	ACTCCTGTTTCCAGAGGAAGCT
<i>SAP18_qF</i>	qPCR	GAAGACAAGGTGGTGGGAGA
<i>SAP18_qR</i>	qPCR	GGTTCTTTGCCTCTCACAGC
<i>ACTIN_qF</i>	qPCR	CACTTGCAACCAAGCAGCATGAAGA
<i>ACTIN_qR</i>	qPCR	AATGGAACCAACCGATCCAGACACT
<i>HSFA7B_qF</i>	qPCR	CTATGGAGGGATTGCAGGAAG
<i>HSFA7B_qR</i>	qPCR	CACACGACAAAACGATGCC

Supplementary Table 6. Primers used in this study.

# Supplementary material for: Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in Arabidopsis
**Source:** Plant Commun. 2024 Oct 31;6(1):101180. doi: 10.1016/j.xplc.2024.101180
**Supplement:** Supplemental Table 7. DNA sequence of the fragments synthesized for cloning SAP18 genomic construct (pSAP18) — Sequences highlighted in gray correspond to UTRs. Sequences in bold correspond to adaptors used for Golden Gate cloning. Underlined ATG corresponds to the SAP18 start codon.

Name	Type	Use	Sequence
SAP18_promoter+5' UTR	Fragment	**PU** Adaptors for Golden Gate cloning	**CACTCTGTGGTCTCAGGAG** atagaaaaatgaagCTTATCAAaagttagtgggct<br>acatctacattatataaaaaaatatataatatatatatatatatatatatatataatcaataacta<br>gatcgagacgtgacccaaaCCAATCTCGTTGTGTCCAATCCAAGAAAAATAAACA<br>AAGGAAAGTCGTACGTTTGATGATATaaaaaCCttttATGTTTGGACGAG<br>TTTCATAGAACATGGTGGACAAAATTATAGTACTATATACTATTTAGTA<br>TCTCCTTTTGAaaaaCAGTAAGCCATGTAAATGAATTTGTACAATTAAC<br>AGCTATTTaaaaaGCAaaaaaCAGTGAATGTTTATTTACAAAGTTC<br>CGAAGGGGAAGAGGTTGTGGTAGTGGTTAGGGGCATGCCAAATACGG<br>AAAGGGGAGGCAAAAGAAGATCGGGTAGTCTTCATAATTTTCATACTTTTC<br>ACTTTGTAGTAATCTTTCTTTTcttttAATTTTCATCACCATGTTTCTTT<br>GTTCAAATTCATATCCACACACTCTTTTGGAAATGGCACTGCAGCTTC<br>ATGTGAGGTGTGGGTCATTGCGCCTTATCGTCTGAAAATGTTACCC<br>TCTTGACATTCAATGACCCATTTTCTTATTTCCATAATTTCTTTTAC<br>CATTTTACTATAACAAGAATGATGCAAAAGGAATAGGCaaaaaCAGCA<br>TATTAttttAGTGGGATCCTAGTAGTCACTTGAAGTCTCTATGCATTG<br>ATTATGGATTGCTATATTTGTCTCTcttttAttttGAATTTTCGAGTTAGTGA<br>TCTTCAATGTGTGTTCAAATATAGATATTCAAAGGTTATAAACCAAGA<br>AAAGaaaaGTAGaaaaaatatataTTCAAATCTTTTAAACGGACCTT<br>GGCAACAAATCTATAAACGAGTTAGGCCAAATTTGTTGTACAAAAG<br>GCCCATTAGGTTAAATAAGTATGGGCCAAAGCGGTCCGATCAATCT<br>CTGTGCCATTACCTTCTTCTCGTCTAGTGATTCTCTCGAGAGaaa<br>**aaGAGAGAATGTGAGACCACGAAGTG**
SAP18_ORF	Fragment	**SC1** Adaptors for Golden Gate cloning (C-term tagging)	**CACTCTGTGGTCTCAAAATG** ATGGCTGAAGCAGCGAGAAGACAAGGT<br>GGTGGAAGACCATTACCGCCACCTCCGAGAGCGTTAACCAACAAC<br>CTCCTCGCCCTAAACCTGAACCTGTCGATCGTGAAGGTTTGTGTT<br>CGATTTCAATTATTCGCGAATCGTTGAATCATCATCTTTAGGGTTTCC<br>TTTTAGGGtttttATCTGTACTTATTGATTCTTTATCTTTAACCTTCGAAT<br>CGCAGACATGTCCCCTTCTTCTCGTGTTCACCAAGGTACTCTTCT<br>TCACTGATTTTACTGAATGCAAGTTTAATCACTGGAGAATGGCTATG<br>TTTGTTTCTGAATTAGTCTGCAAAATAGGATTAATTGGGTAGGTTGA<br>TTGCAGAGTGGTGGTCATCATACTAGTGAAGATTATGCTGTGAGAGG<br>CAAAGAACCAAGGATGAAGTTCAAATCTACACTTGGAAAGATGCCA<br>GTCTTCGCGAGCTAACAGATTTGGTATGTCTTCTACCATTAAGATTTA<br>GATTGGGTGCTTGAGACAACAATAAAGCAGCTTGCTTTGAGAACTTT<br>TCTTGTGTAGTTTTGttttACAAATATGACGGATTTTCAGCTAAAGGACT<br>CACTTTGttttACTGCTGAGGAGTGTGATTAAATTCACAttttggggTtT<br>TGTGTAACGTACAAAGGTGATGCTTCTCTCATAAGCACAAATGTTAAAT<br>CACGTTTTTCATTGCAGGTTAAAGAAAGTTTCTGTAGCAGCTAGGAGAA<br>GGAATGCTAGATTGTCTTTTGC GTTTGTTTATCCTAACAAATAAAGGTG<br>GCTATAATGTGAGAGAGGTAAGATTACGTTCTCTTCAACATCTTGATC<br>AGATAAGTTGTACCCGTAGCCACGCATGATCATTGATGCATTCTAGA<br>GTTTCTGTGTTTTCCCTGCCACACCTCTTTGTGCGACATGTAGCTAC<br>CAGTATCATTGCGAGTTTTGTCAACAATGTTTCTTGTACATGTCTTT<br>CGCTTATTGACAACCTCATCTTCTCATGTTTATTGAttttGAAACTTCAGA<br>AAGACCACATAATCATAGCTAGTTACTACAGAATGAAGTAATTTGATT<br>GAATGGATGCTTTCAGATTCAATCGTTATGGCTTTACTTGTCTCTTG<br>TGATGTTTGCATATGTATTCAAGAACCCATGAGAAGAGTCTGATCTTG<br>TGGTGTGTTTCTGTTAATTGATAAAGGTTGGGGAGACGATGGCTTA<br>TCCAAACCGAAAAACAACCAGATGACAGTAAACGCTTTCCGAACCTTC<br>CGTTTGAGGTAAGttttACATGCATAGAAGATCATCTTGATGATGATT<br>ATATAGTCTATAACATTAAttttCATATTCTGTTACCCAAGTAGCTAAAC<br>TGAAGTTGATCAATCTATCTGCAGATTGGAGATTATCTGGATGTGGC<br>**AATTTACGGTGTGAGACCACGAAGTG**
SAP18_3'UTR+Term	Fragment	**T** Adaptors for Golden Gate cloning	**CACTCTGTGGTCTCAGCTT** GAGGTTTCTGTTTCTTGTAAAGTGGGATT<br>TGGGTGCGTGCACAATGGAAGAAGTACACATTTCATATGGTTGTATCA<br>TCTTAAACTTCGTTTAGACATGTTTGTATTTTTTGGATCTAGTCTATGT<br>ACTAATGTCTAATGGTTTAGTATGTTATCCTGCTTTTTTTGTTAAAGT<br>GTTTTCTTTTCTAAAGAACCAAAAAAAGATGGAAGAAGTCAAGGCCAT<br>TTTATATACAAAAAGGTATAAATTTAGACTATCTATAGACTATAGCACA<br>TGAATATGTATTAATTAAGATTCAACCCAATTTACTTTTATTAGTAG<br>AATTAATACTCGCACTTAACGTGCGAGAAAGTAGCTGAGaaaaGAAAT<br>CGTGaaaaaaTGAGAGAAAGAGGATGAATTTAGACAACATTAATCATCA<br>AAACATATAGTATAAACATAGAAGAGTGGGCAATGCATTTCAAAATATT<br>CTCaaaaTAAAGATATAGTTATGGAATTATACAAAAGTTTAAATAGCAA<br>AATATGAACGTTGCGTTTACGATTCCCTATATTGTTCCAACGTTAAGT<br>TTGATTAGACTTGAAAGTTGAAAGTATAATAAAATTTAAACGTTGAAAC<br>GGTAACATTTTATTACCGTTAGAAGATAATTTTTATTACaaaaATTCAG<br>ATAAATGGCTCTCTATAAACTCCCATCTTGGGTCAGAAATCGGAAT<br>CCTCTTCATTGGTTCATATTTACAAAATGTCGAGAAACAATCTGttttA<br>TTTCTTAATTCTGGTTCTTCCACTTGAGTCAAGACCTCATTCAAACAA<br>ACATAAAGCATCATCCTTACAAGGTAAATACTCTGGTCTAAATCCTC<br>TAGTGTTTACCGTTAAATGGTttt **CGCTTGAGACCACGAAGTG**

Supplementary Table 7. DNA sequence of the fragments synthesized for cloning SAP18 genomic construct (pSAP18). Sequences highlighted in grey correspond to UTRs. Sequences in bold correspond to adaptors used for Golden Gate cloning. Underlined ATG corresponds to SAP18 start codon.

# Supplementary material for: Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in Arabidopsis
**Source:** Plant Commun. 2024 Oct 31;6(1):101180. doi: 10.1016/j.xplc.2024.101180
**Supplement:** Document S2. Article plus supplemental information

Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in *Arabidopsis*

Alvaro Santiago Larran^{1,*}, Jingyu Ge¹, Guiomar Martín^{1,2}, Juan Carlos De la Concepción³, Yasin Dagdas³ and Julia Irene Qüesta^{1,4,*}

⁴Lead contact

<https://doi.org/10.1016/j.xplc.2024.101180>

ABSTRACT

Dynamic shuttling of proteins between the nucleus and cytoplasm orchestrates vital functions in eukaryotes. Here, we reveal the multifaceted functions of *Arabidopsis* Sin3-associated protein 18 kDa (SAP18) in the regulation of development and heat-stress tolerance. Proteomic analysis demonstrated that SAP18 is a core component of the nuclear apoptosis- and splicing-associated protein (ASAP) complex in *Arabidopsis*, contributing to the precise splicing of genes associated with leaf development. Genetic analysis further confirmed the critical role of SAP18 in different developmental processes as part of the ASAP complex, including leaf morphogenesis and flowering time. Interestingly, upon heat shock, SAP18 translocates from the nucleus to cytoplasmic stress granules and processing bodies. The heat-sensitive phenotype of a SAP18 loss-of-function mutant revealed a novel role for SAP18 in plant thermoprotection. These findings significantly expand our understanding of the relevance of SAP18 for plant growth, linking nuclear splicing with cytoplasmic stress responses and providing new perspectives for future exploration of plant thermotolerance mechanisms.

Key words: ASAP complex, plant development, alternative splicing, heat stress, *Arabidopsis thaliana*, biomolecular condensates, leaf development, thermoprotection, stress granules, shuttling proteins

Larran A.S., Ge J., Martín G., De la Concepción J.C., Dagdas Y., and Qüesta J.I. (2025). Nucleo-cytoplasmic distribution of SAP18 reveals its dual function in splicing regulation and heat-stress response in *Arabidopsis*. Plant Comm. 6, 101180.

INTRODUCTION

Plant development hinges on critical post-transcriptional processes such as alternative splicing, a key player in generating proteome diversity and organism complexity in response to diverse stimuli (Chaudhary et al., 2019). Within the intricate spliceosome machinery, proteins such as heterogeneous nuclear ribonucleoproteins (hnRNPs) and serine/arginine-rich (SR) proteins orchestrate splicing regulation through dynamic RNA interactions (Pan et al., 2008; Lee and Rio, 2015; Zhang et al., 2017). In addition to hnRNPs and SRs, Sin3-associated protein of 18 kDa (SAP18) stands out for its dual roles in transcriptional regulation and splicing (Knoepfler and Eisenman, 1999; Singh et al., 2010).

In animals, SAP18 acts as a co-repressor within the Sin3–histone deacetylase complex (Sin3–HDAC), linking it to transcription fac-

tors to modulate gene expression (Zhang et al., 1997; Schwerk et al., 2003). SAP18 also participates in a protein complex named the apoptosis- and splicing-associated protein (ASAP) complex, alongside RNA-binding protein S1 (RNPS1) and apoptotic chromatin condensation inducer in the nucleus (ACINUS) (Schwerk et al., 2003). This versatile complex is mainly involved in RNA processing, becoming a substructural component of the exon-junction complex (EJC) (Schwerk et al., 2003; Tange et al., 2005). The presence of a ubiquitin-like β -grasp fold in SAP18 further confirms its potential for multiprotein interactions (Zhang et al., 1997; Schwerk et al., 2003;

Published by the Plant Communications Shanghai Editorial Office in association with Cell Press, an imprint of Elsevier Inc., on behalf of CSPB and CEMPS, CAS.

Tange et al., 2005; Kiel and Serrano, 2006; McCallum et al., 2006). Notably, the structural integrity of SAP18 seems to be crucial for ASAP complex formation (Singh et al., 2010). Both the ASAP and the PSAP complex (in which ACINUS is replaced by its homolog PININ) are believed to function at the nexus of histone modification, transcription, and alternative splicing in metazoans (Schwerk et al., 2003; Murachelli et al., 2012; Deka and Singh, 2017).

In *Arabidopsis*, the Sin3–HDAC includes a SIN3-like protein (SNL1–6), SAP18, SAP30, one HDA protein (HDA19, HDA9, HDA7, or HDA6), and MULTICOPY SUPPRESSOR OF IRA1 (MSI1; Liu et al., 2014), which is also a core component of Polycomb repressive complex 2 (PRC2) (Derkacheva et al., 2013; Mehdi et al., 2016; Ning et al., 2019). SAP18 co-purifies with different PRC2 accessory proteins as well as with HDA19 (Qüesta et al., 2016). In addition, SAP18 has been shown to associate with various transcription factors, including ethylene responsive factors 4/5 (ERF4/5), SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1 (SOC1), and AGAMOUS-LIKE 24 (AGL24), which are involved in reproductive development (Song and Galbraith, 2006; Hill et al., 2008; Liu et al., 2009).

All the *Arabidopsis* ASAP components SAP18, ACINUS, and SERINE/ARGININE-rich 45 (SR45, orthologous to RNPS1 in animals) have been shown to associate with VIVIPAROUS1/ABSCISIC ACID INSENSITIVE3-LIKE1 (VAL1), a transcription factor involved in transcriptional inactivation of the floral repressor *FLOWERING LOCUS C* (*FLC*) leading to plant flowering (Qüesta et al., 2016; Mikulski et al., 2022). SR45 is crucial for plant splicing, as evidenced by defects in both constitutive and alternative splicing in *sr45* mutants (Zhang and Mount, 2009). SR45 binds exonic splicing enhancers, affecting splice-site selection and engaging early in spliceosome assembly (Day et al., 2012). In addition, SR45 governs alternative splicing of circadian clock genes to ensure rhythmic expression (Sanchez et al., 2010) and regulates other transcripts through motif-specific elements (Zhang et al., 2017). Furthermore, ACINUS is an integral component of U2/U12 spliceosomes and crucially interacts with SR45, influencing splicing activity (Palusa et al., 2007) and modulating abscisic acid (ABA) sensitivity by affecting the splicing of *ABA HYPERSENSITIVE 1* (*ABH1*) and *HYPERSENSITIVE TO ABA1* (*HAB1*) RNA (Bi et al., 2021).

Sequence analysis has predicted the formation of the ASAP complex in plants (Chen et al., 2019), and interactions between its three protein components have been anticipated (Chen et al., 2019; Bi et al., 2021). Moreover, the nuclear accumulation of SAP18-GFP in *Arabidopsis thaliana* roots is drastically reduced in the absence of SR45, indicating that SR45 may have a role in the maintenance of nuclear SAP18 protein levels (Chen et al., 2019). Correct expression of the ASAP complex has indeed been postulated to regulate *FLC*-dependent flowering (Mikulski et al., 2022). However, plant ASAP remains to be genetically characterized, and we lack a unanimous model for the interactions among its components. In particular, the potential role of SAP18 in splicing regulation has not been investigated. Despite some hints on the requirement for SAP18 to overcome high-salt conditions (Song and Galbraith, 2006), its broader roles in *Arabidopsis* stress responses have not been assessed to date. This limited

understanding motivated our investigation into the functional role of SAP18 in *Arabidopsis*.

In this work, we reveal deeper insights into the complexity of SAP18-mediated cellular processes in *A. thaliana*. We present novel data suggesting that, as part of ASAP, nuclear SAP18 is actively involved in the regulation of leaf development and may have an independent cytoplasmic function, likely relevant to *Arabidopsis* thermotolerance.

RESULTS

The interactome of SAP18 reveals its strong association with splicing

To investigate the function of *Arabidopsis* SAP18, we performed immunoprecipitation followed by mass spectrometry (IP–MS) using plants overexpressing an SAP18-GFP fusion (provided by Chen et al., 2019) to identify SAP18 *in vivo* interactors. In all IP–MS experiments in this study, the 35S:*GFP*-overexpression line was used as a control to eliminate non-specific hits. As a result of two independent experiments, each with three biological replicates, we were able to identify 58 high-confidence SAP18 interactors, which are summarized in a string network in Figure 1A. Line thickness indicates the strength of confidence for empirically validated interactions among nodes. The absence of lines between SAP18 and most of the nodes indicates that these interactions have not been reported or validated previously. In line with previous findings in animals, the largest group of SAP18 interactors are splicing-associated proteins (Figure 1B, yellow). Among these, we identified the ASAP/PSAP complex members ACINUS (AT4G39680), SR45 (AT1G16610), and AtPININ (AT1G15200) (Figure 1B, green) as top hits, confirming previously published data (Murachelli et al., 2012; Chen et al., 2019; Bi et al., 2021). In addition, SAP18 pulled out proteins involved in rRNA processing (such as homologs of NOPPL40-ASSOCIATED PROTEIN OF 57 kDa [NAP57] and FIBRILLARIN 2 [FIB2]) and proteins of the Nu4A acetyltransferase complex (Bieluszewski et al., 2015). The full list of candidate interactors can be found in Supplemental Table 1.

Despite previous reports suggesting involvement of the ASAP complex components SAP18 and SR45 in flowering through modulation of *FLC* levels via VAL1 (Mikulski et al., 2022), we were not able to recover VAL1 protein in our current settings, likely owing to differences in protein abundance. Likewise, neither HDA19 nor MSI1 (PRC2 complex component) arose as high-confidence interactors in our dataset, despite being described as SAP18 interactors previously (Mehdi et al., 2016; Qüesta et al., 2016). Our data clearly demonstrated that SAP18 is tightly linked to the splicing machinery and to ASAP complex components *in vivo* in seedlings. These findings prompted us to evaluate other poorly explored functions of SAP18 as a part of the ASAP complex in *Arabidopsis*.

SAP18 takes part in the ASAP complex in the nucleus

Transient expression experiments in tobacco leaves confirmed that all ASAP proteins predominantly localize to the nucleus (Figure 2A). As previously reported, SR45 forms biomolecular condensates *in planta* (Figure 2A; Koroleva et al., 2009). The three members of the ASAP perfectly co-localize when

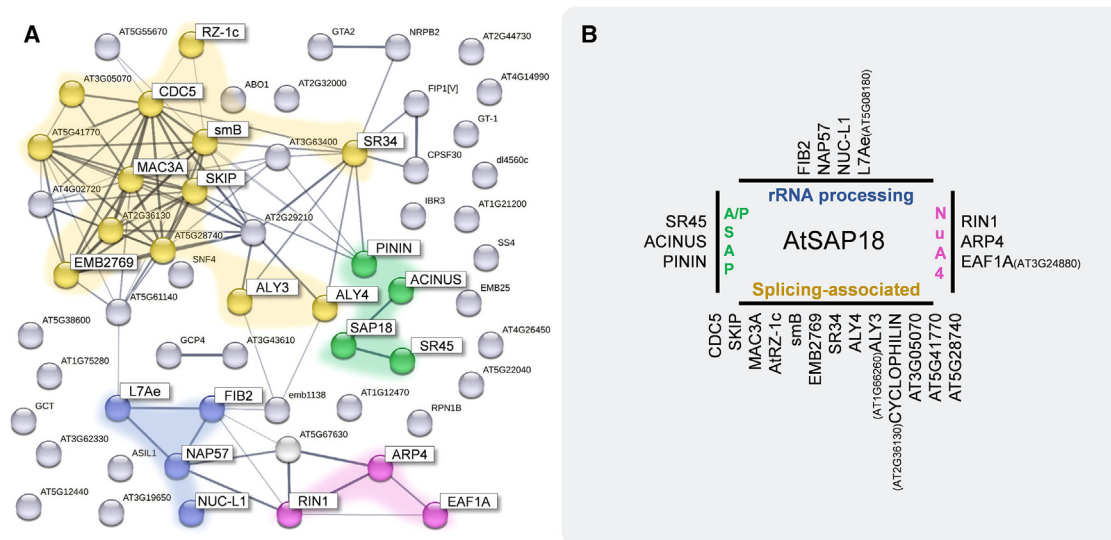

Figure 1. SAP18 interactome.

(A) String network of SAP18-GFP interactors that resulted from the merging of two independent IP-MS experiments. Proteins in yellow correspond to components of the spliceosome or splicing-associated proteins, green to members of the ASAP/PSAP complex, blue to members of rRNA processing machinery, and pink to members of the NuA4 acetyltransferase complex.

(B) Summary of the main complexes to which the interactors belong. The full list of interactors is provided in [Supplemental Table 1](#).

co-expressed together, independently of the type of translational fusion used (Figure 2B). Unlike SR45 and ACINUS, SAP18 exhibited a unique subcellular distribution, being present in both the nucleus and the cytoplasm. This observation was supported by our SAP18 interactome data, which retrieved 7 out of 58 proteins (12.1%) that are predicted not to be nuclear (Supplemental Table 1).

Furthermore, our experiments revealed an intriguing dependence of SAP18 signal levels on the presence of SR45 and ACINUS. Upon co-expression with either SR45 or ACINUS, SAP18-GFP fluorescence in the nucleus became significantly brighter, evidencing the interaction between these components (Figure 2C and 2D). Notably, co-expression with SR45 led to formation of SAP18-GFP nuclear aggregates, whereas this did not happen upon co-expression with ACINUS (Figure 2E). Given that SR45 is known to form biomolecular condensates (Koroleva et al., 2009) and has recently been confirmed to undergo liquid-liquid phase separation (Zhang et al., 2022), these aggregates further support the association between SAP18 and SR45. We performed bimolecular fluorescence complementation (BiFC) experiments, which further confirmed the interaction between SAP18 and SR45 *in planta* (Figure 2F and Supplemental Figure 1). The SAP18-SR45 interaction was significantly enhanced in the presence of ACINUS (Figure 2F and 2G), likely as a result of stabilization of the *Arabidopsis* ASAP complex in the presence of all its three components.

To investigate the functional relevance of SAP18 nuclear retention by SR45, we performed additional IP–MS experiments using *Arabidopsis* plants overexpressing SAP18-GFP in the *sr45* mutant background (from [Chen et al., 2019](#)). Remarkably, none of the ASAP/PSAP components were detectable with confidence, and the proportion of non-nuclear interactors increased

to 26 out of 82 (31.7%), providing further evidence that SAP18 function in the nucleus is dependent on the presence of SR45 (Supplemental Table 2). Therefore, although the subcellular localization of SAP18 is significantly shaped by its dynamic interactions with SR45 and ACINUS, possibly orchestrating vital cellular processes in the nucleus, our results also reveal a potential role for SAP18 in the cytoplasm that remains fully enigmatic.

SAP18 contributes to regulation of *Arabidopsis* development by the ASAP complex

Although the contributions of SR45 and ACINUS to different aspects of *Arabidopsis* development and stress responses have been described individually (Ali et al., 2007; Zhang et al., 2017; Bi et al., 2021), the functions of both SAP18 and the plant ASAP complex as a whole continue to be poorly characterized. To start exploring the roles of ASAP in *Arabidopsis* development, we generated a mutant line carrying T-DNA insertions in the three ASAP components (hereafter referred to as the *asap* mutant) and compared the phenotypes of single (*sap18*, *sr45*, and *acinus*; Figure 3), double (*sap18 sr45*, *sap18 acinus*, and *sr45 acinus*; Supplemental Figure 2A), and triple mutant lines (*asap*; Figure 3). Overall, inactivation of ASAP complex components led to developmental defects during *Arabidopsis* vegetative and reproductive growth (Figure 3 and Supplemental Figure 2). Leaf development was compromised to some extent in all ASAP mutants (including single, double, and triple mutants), as reflected by the total leaf area of 25-day-old plants (Figure 3A–3C; Supplemental Figure 2A and 2B). *sap18* and *acinus* showed a slight reduction in total leaf area, a defect that was more evident in the *sr45* mutant and even more pronounced in the *asap* triple mutant (Figure 3B). *asap* plants also showed a significant reduction in leaf 1 area compared with each single mutant (Figure 3C). Remarkably, the equivalent total leaf area observed in *sap18 sr45* (Supplemental Figure 2B,

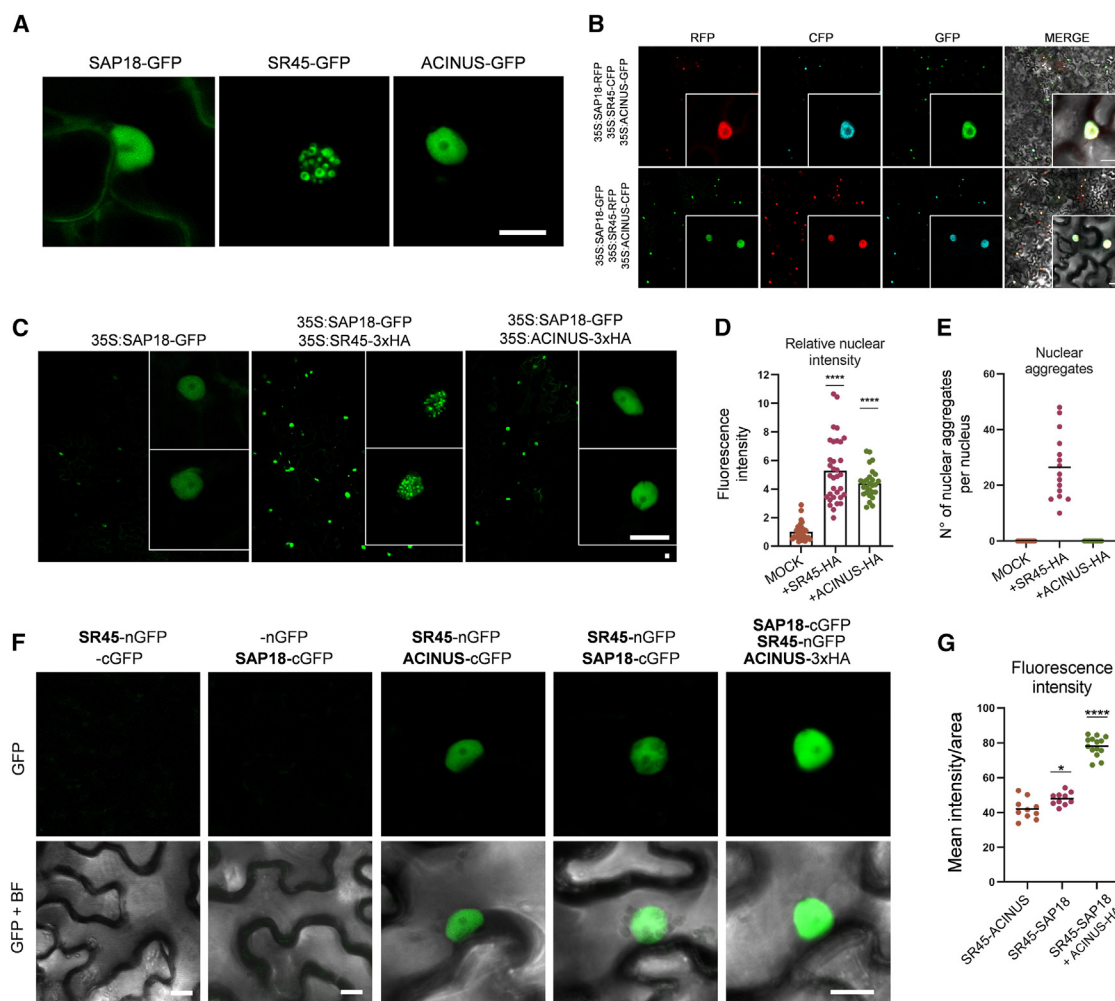

Figure 2. SAP18 subcellular localization in the context of the ASAP complex.

(A) Representative images of SAP18-GFP, SR45-GFP, and ACINUS-GFP subcellular localization. (B) SAP18, SR45, and ACINUS localization in the nucleus of leaf epidermal cells of *N. benthamiana*. (C) Effect of SR45 and ACINUS on SAP18-GFP stabilization in leaf epidermal cells of *N. benthamiana*. (D and E) (D) Effect of SR45 and ACINUS on SAP18-GFP nuclear fluorescence intensity in 30 nuclei and (E) number of nuclear aggregates in leaf epidermal cells of *N. benthamiana* within 15 nuclei. (F) BiFC experiments using -nGFP and -cGFP fusions to evaluate interactions among SAP18, SR45, and ACINUS. (G) Mean fluorescence intensity/area of 10 images from BiFC experiments. Significance testing was performed by one-way ANOVA: * $p < 0.05$ and **** $p < 0.0001$. Scale bars in all microscopy images represent 10 μm .

$0.58 \pm 0.14 \text{ cm}^2$ compared with $0.93 \pm 0.15 \text{ cm}^2$ in Columbia-0 [Col-0] and *asap* (Figure 3B), $0.52 \pm 0.13 \text{ cm}^2$ compared with $0.94 \pm 0.16 \text{ cm}^2$ in Col-0 suggested a prominent role of SAP18 and SR45 in the regulation of *Arabidopsis* leaf development.

Flowering time was delayed in *asap* mutants, likely owing to the combined effects of *sr45* and *acinus* (Figure 3F), as reported previously (Mikulski et al., 2022). In addition, flower development was greatly affected in *sr45*, and the defects were even greater in *asap* plants, in which defective flowers were also significantly reduced in size (Figure 3D and 3E). Moreover, we detected an abnormal number of petals in *sr45*, *acinus*, and *asap* mutants, with up to 45% of flowers exhibiting five petals in *acinus* and *asap* mutants (Supplemental Figure 2C and 2D). Seed size was also significantly affected in the *asap* mutant, as was the case for *sr45* and *acinus* single mutants (Figure 3G and 3H). However,

seed yield and plant dry weight were substantially more affected in the *asap* mutant than in individual single mutants (Figure 3I; Supplemental Figure 2E and 2F).

Taken together, our observations confirm that the ASAP complex has pleiotropic roles in *Arabidopsis* development.

ASAP complex prevents intron retention in genes associated with leaf development

On the basis of the significant reduction in rosette size and leaf morphology phenotypes in the *asap* mutant (Figure 3A) and the strong genetic interaction observed in the *sr45 sap18* double mutant (Supplemental Figure 2A and 2B), we analyzed the transcriptomes of *sr45*, *sr45 sap18*, and *asap* mutants to examine possible cumulative effects on plant vegetative

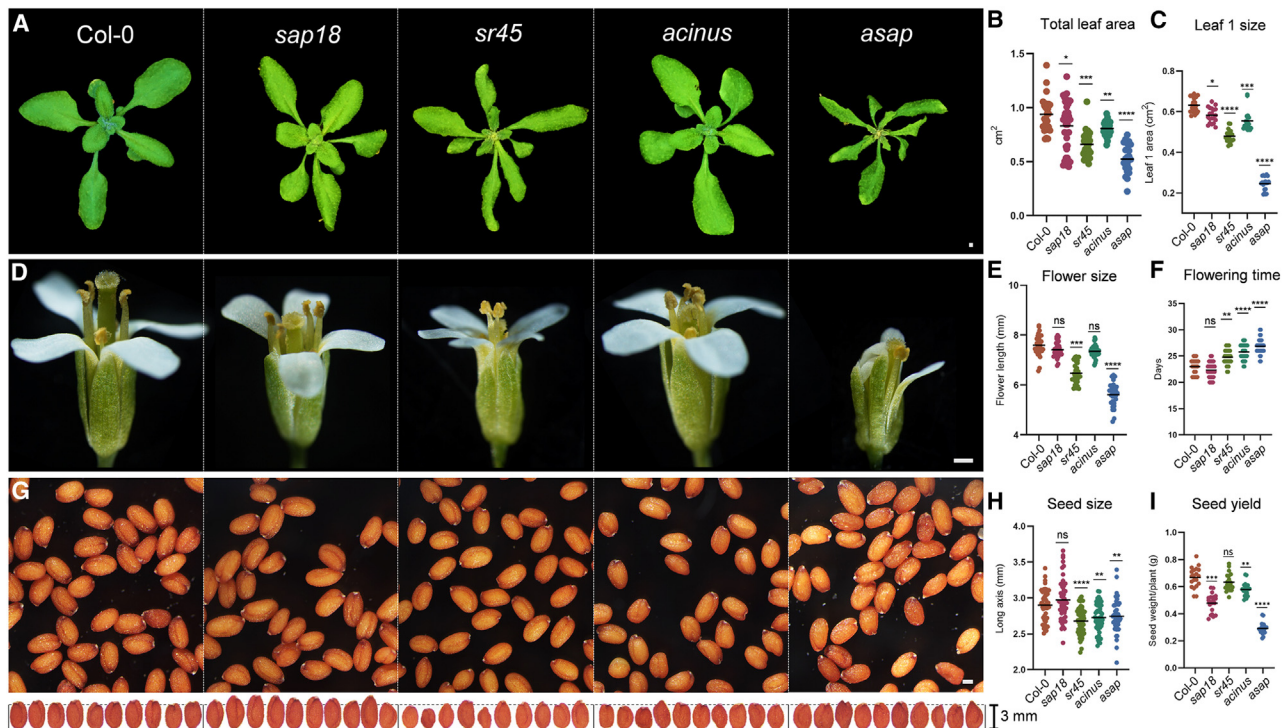

Figure 3. Development of *asap* mutants is severely affected.

(A–C) **(A)** Rosette images of 25-day-old Col-0, *sap18*, *sr45*, *acinus*, and *asap* plants. Total leaf area **(B)** and leaf 1 size **(C)** was measured in 20 plants of each genotype and expressed in cm².

(D) Representative images of Col-0, *sap18*, *sr45*, *acinus*, and *asap* flowers.

(E) Inflorescence length was measured in 30 flowers of each genotype and expressed in millimeters.

(F) Flowering time was measured for 30 plants of each genotype growing at 22°C under a 16:8-h photoperiod.

(G) Representative images of Col-0, *sap18*, *sr45*, *acinus*, and *asap* seeds.

(H) The seed long axis was measured for 50 seeds of each genotype and expressed in millimeters.

(I) Seed yield of Col-0, *sap18*, *sr45*, *acinus*, and *asap* genotypes was calculated as the average total seed weight produced per plant across 20 plants. Significance testing was performed by one-way ANOVA: ns, not significant ($p > 0.05$); * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, **** $p < 0.0001$. Scale bars, 1 mm.

development. Gene-expression analysis revealed which genes were misregulated in each of the three mutants (Figure 4A and Supplemental Table 3). We observed a substantial overlap in the subsets of misregulated genes (Figure 4A) and in their expression patterns, which was expected given that SAP18 and SR45 form part of the ASAP complex (Supplemental Figure 3A). Gene ontology (GO) analysis of genes up- or downregulated in each of the analyzed mutants indicated an overlap in the biological processes regulated by SR45, SAP18, and the complete ASAP complex, although *asap* notably differed from the other genotypes in molecular functions (Supplemental Figure 3B). Moreover, the greater number of misregulated genes in the *asap* mutant (2186 vs. <1000 in the other genotypes) provided further evidence that additional functions of the ASAP complex require the full proficiency of all three protein components (Figure 4A).

Given the widely documented role of SR45 in splicing regulation (Zhang et al., 2017), we next analyzed alternative splicing profiles in the different mutants tested. In total, 121 alternative splicing events were detected in the *sr45* single mutant (Figure 4B and Supplemental Table 4). The majority of these events were retained introns, as expected in the absence of a functional splicing factor such as SR45. We also observed substantial

overlap among the differential AS events in each mutant (Figure 4B and Supplemental Figure 3C). Accordingly, the aberrant proportion of retained introns was also observed in the *sr45sap18* and *asap* lines, indicating disfunction of the splicing process also in these mutants. The strongest magnitude of splicing changes occurred in the *asap* mutant, again confirming the cumulative effect of these mutations (Figure 4B). GO analysis revealed “regulation of leaf development” as one of the top biological processes affected by alternative splicing in the mutants (Figure 4C and Supplemental Table 4), consistent with the perturbed leaf developmental phenotypes, particularly of *asap* and *sap18 sr45* plants (Figure 3A and Supplemental Figure 2A).

We subsequently identified key regulators of leaf development that exhibited intron-retention events in the *asap* triple mutant: *FOREVER YOUNG* (*FEY*, AT4G27760), *FILAMENTOUS FLOWER* (*FIL*, also known as *YAB1*, AT2G45190), and *LEUNIG_HOMOLOG* (*LUH*, AT2G32700) (Callos et al., 1994; Siegfried et al., 1999; Stahle et al., 2009) (Supplemental Figure 3C). To test the occurrence of these alternative splicing events, we quantified the abundance of intron-retained isoforms by RT-PCR, comparing Col-0 to *sap18*, *sr45*, *acinus*, and *asap* mutants. Our results indicated that intron-retained isoforms of *LUH*, *FEY*,

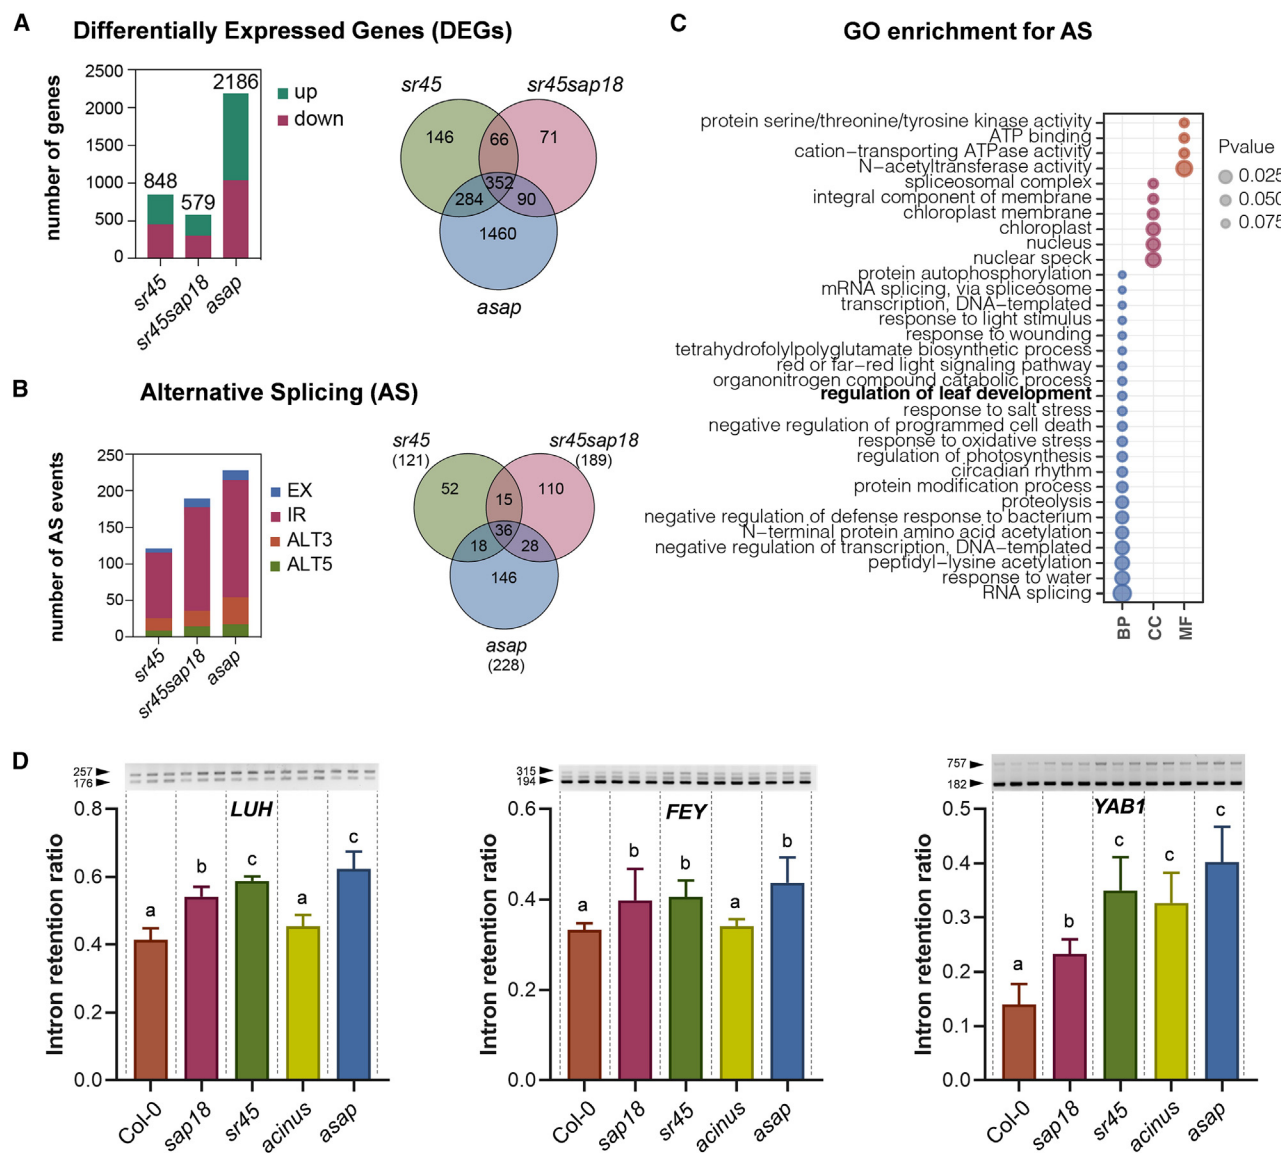

Figure 4. ASAP controls the splicing of *LUH*, *FEY*, and *YAB1* genes.

(A) Venn diagram showing differentially expressed genes in *asap* compared with *sr45* and *sr45 sap18* mutants.

(B) Venn diagram showing alternative splicing in *asap* compared with *sr45* and *sr45 sap18* mutants.

(C) GO enrichment of biological process (BP), cellular compartment (CC), and molecular function (MF) terms for the whole set of alternatively spliced genes in all the mutants.

(D) Quantification of intron-retained isoforms in *asap* mutants compared with Col-0, *sap18*, *sr45*, and *acinus*. DNA-free RNA samples isolated from 10-day-old seedlings were reverse transcribed, and variants were amplified by PCR. Products were separated on 2.5% agarose gels, and the intron-retention ratio was calculated as (upper band intensity)/(upper + lower band intensity) from triplicate reactions over two experiments. Details on primer locations and amplicon lengths are provided in [Supplemental Figure 4A](#). Error bars show the standard deviation from the mean. Significance testing was performed by one-way ANOVA: “a,” “b,” and “c” indicate groups with statistically significant differences.

and *YAB1* were more abundant in the *asap* mutant than in Col-0 ([Figure 4D](#) and [Supplemental Figure 4A](#)), likely because of a lack of functional SR45 protein. The increased intron retention in *FEY* and *YAB1* in all mutant genotypes was confirmed by RT-qPCR ([Supplemental Figure 4B](#)). Nevertheless, a significant intron-retention proportion was observed in the *sap18* single mutant compared with Col-0 for all three transcripts.

During the revision of this paper, we performed a new transcriptomic analysis of the *sap18* single mutant to investigate the indi-

vidual contributions of SAP18. To account for potential batch effects, we included a new *sr45* sample as an internal control. Our analysis identified 183 differentially expressed genes (DEGs) in the *sap18* mutant compared with Col-0, versus 353 DEGs in the Col-0-*sr45* comparison, underscoring the more pronounced transcriptional misregulation associated with SR45 ([Supplemental Figure 8A](#)). Interestingly, we detected 140 AS events in *sap18* ([Supplemental Figure 8B](#)), although *FEY*, *LUH*, and *YAB1* were not among them ([Supplemental Table 8](#)). These findings highlight the importance of using high-sensitivity methods such

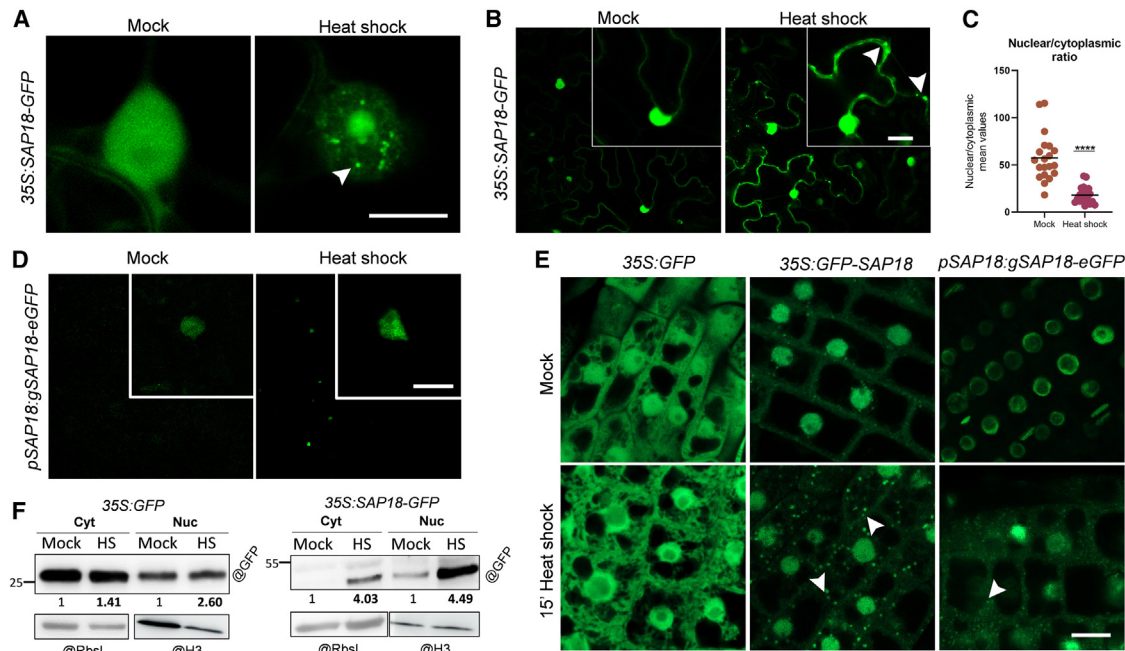

Figure 5. Subcellular localization of SAP18 upon heat shock.

(A) Subnuclear localization of SAP18-GFP upon heat shock (HS) in epidermal cells of *N. benthamiana*. White arrows point to nuclear aggregates.

(B) Effect of HS on the cytoplasmic localization of SAP18-GFP in epidermal cells of *N. benthamiana*. White arrows point to cytoplasmic aggregates.

(C) Nuclear/cytoplasmic mean fluorescence intensity of SAP18-GFP in epidermal cells of *N. benthamiana* in mock vs. HS conditions ($n = 20$).

(D) Effect of HS when SAP18 is expressed under the control of its endogenous promoter and terminator in *N. benthamiana*.

(E) Effect of HS on SAP18-GFP localization in *A. thaliana* roots. White arrows point to cytoplasmic aggregates.

(F) SAP18-GFP partitioning under HS.

Nucleo-cytoplasmic fractionation and protein extraction were carried out using 1 g of 35S:GFP- and 35S:SAP18-GFP-overexpressing seedlings under mock conditions (22°C) or under HS (42°C for 2 h). Scale bars in all microscopy images represent 10 μ m. Significance testing was performed with two-sided Student's *t*-test: **** $p < 0.0001$.

as semi-quantitative RT-PCR for detection of low-abundance splice variants.

Together, our results confirm the major effect of SR45 on the ASAP splicing function, at the same time that they demonstrate a moderate contribution of SAP18 and ACINUS to this process.

SAP18 subcellular localization upon heat shock: Beyond the nucleus

We next explored the dynamics of SAP18 localization under different stressors and found that the subnuclear localization of SAP18-GFP specifically changed upon heat shock (HS) (42°C for 2 h) but not under other stresses (Supplemental Figure 5B). SAP18-GFP displayed a strong tendency to form nuclear aggregates under HS (Figure 5A). Although mainly localized to the nucleus, some SAP18-GFP also accumulated in the cytoplasm (Figure 5B). This finding aligns not only with its association with splicing-related machinery (Figures 1 and 3D) but also with the dual localization previously observed for *Arabidopsis* SAP18 (Chen et al., 2019; Fanara et al., 2024) and its mammalian ortholog (Tange et al., 2005). Remarkably, *Nicotiana benthamiana* plants infiltrated with SAP18-GFP and exposed to HS exhibited an increase in cytoplasmic signal, as well as very discrete puncta that resembled biomolecular condensates in this compartment (Figure 5B and 5C; Supplemental Figure 5A; Supplemental Video 1).

To exclude the possibility that these effects were a product of overexpression, we built an SAP18 genomic construct (pSAP18:gSAP18-eGFP-tSAP18, hereafter pSAP18 construct) and repeated the HS experiments. As before, the GFP signal increased when *N. benthamiana* plants infiltrated with pSAP18 were subjected to HS treatment, with a clear effect of aggregate formation in the nucleus (Figure 5D).

Subsequently, we tested the effect of HS in *Arabidopsis* seedlings carrying the SAP18-GFP constructs. Formation of SAP18-GFP cytoplasmic aggregates occurred specifically in root cells of the 35S:SAP18-GFP line and not in the 35S:GFP control (Figure 5E). The appearance of cytoplasmic aggregates after HS was also evidenced in both roots (Figure 5E; full root tip in mock conditions can be found in Supplemental Figure 5C) and leaves (Supplemental Figure 5D) of the *Arabidopsis* line harboring the pSAP18 construct. Western blot analysis finally confirmed the nuclear and cytoplasmic partitioning of SAP18-GFP in *A. thaliana* seedlings, also revealing significant increases in the abundance of SAP18-GFP protein in both compartments upon HS (Figure 5F). Our results showed no significant differences in SAP18 mRNA levels upon HS (Supplemental Figure 8C), indicating that this effect on protein accumulation was post-transcriptionally driven.

SAP18 localization thus appeared to be dynamic and responsive to changes in environmental conditions, in this case specifically,

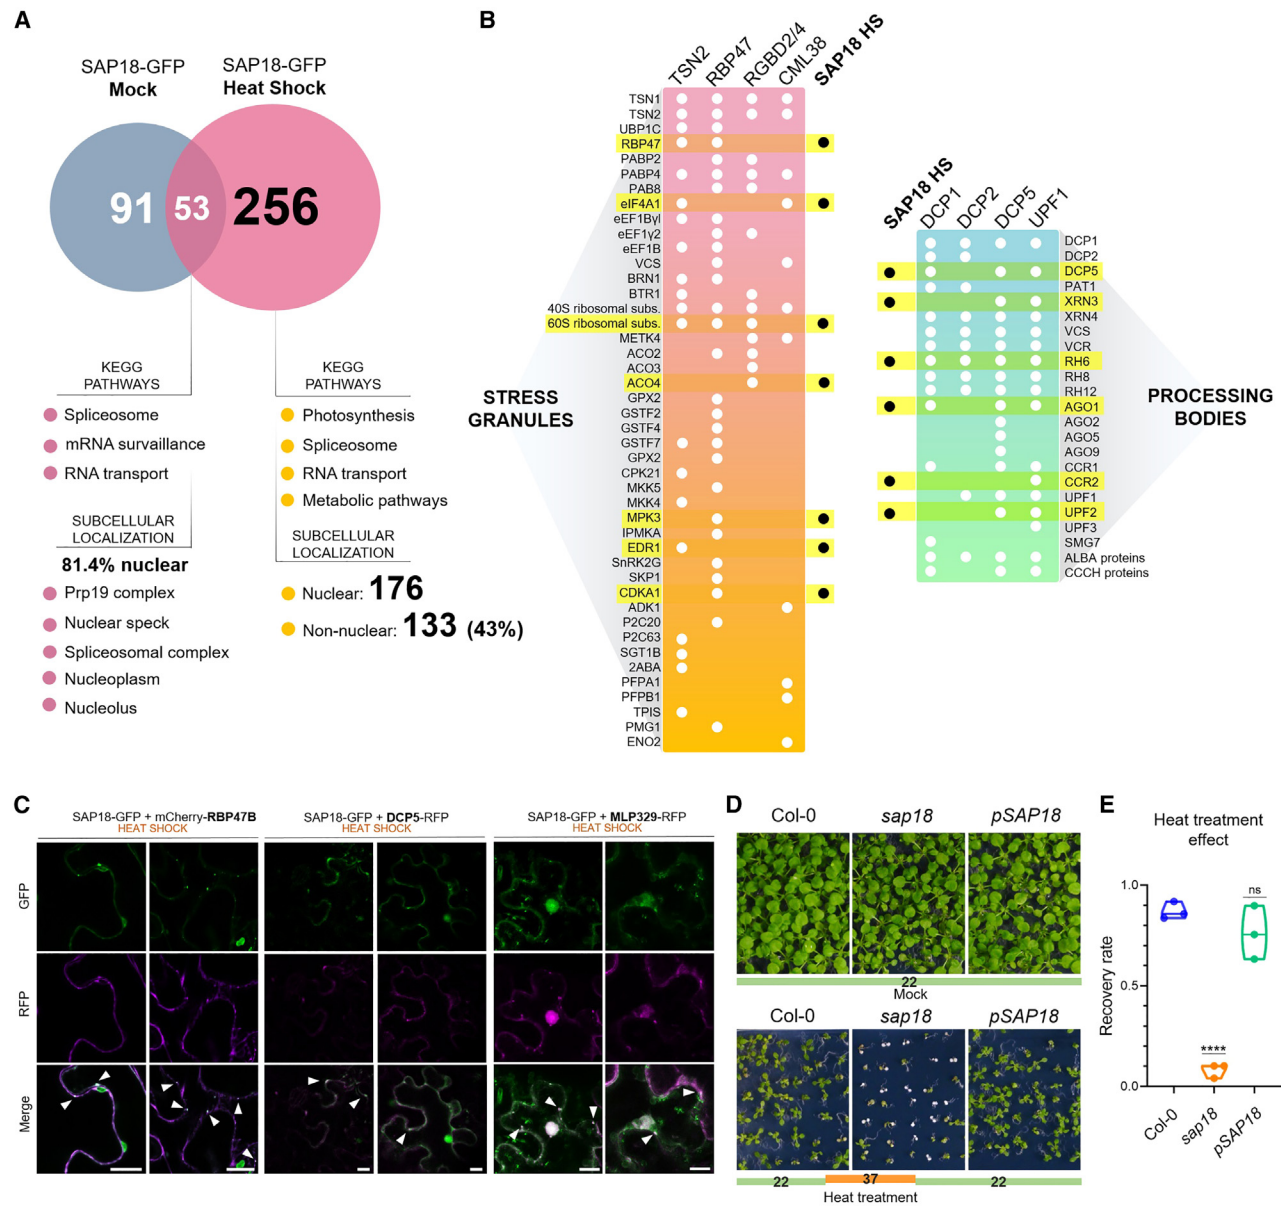

Figure 6. SAP18 co-localizes with stress granule markers upon HS.

(A) Total number of SAP18 protein interactors among mock and HS conditions, with top categories of KEGG pathways and subcellular localization for SAP18 common interactors (both in mock and HS) and SAP18 HS-exclusive interactors.

(B) SAP18 HS-exclusive interactors that have been reported to take part in cytoplasmic stress granules (SGs) and processing bodies (PBs) in previous datasets (Solis-Miranda et al., 2023).

(C) Co-localization analysis in which SAP18-GFP was overexpressed together with RBP47B-mCherry (SG marker), DCP5 (PB marker), and MLP329-RFP in *N. benthamiana* plants subjected to HS.

(D) Col-0, *sap18*, and *pSAP18* seedlings subjected to HS treatment at 37°C for 4 days followed by a 10-day recovery at 22°C. Scale bar, 1 cm.

(E) The recovery rate of each genotype is represented as the proportion of plants (50 plants, $n = 3$) that continued to produce green leaves after HS treatment. Significance testing was performed by one-way ANOVA: **** $p < 0.001$; ns, not significant.

high-temperature stress. This novel discovery prompted us to investigate previously uncharacterized roles of SAP18 in the cytoplasm.

SAP18 relocates to stress granules and processing bodies under heat shock

Given the observed changes in subcellular localization of SAP18 in response to HS, we decided to investigate whether the interac-

tome changed in response to increased temperature. For this purpose, we performed additional SAP18-GFP IP-MS experiments after a 30-min treatment at 42°C. We observed substantial changes in the SAP18 interactome under HS conditions (Figure 6A), with a considerable increase in the number of interactors as well as a significant shift in the categories, biochemical pathways, and processes involved (Figure 6A and Supplemental Figure 6). There was a marked increase

in the number of non-nuclear interactors (133/309, 43.0% compared with 12.1% under mock conditions, [Supplemental Table 1](#)), consistent with the higher abundance of SAP18-GFP in the cytoplasm under HS ([Figure 5](#) and [Supplemental Table 5](#)). A significant number of these interactors were associated with photosynthesis, RNA transport, and metabolic pathways ([Figure 6A](#) and [Supplemental Figure 6](#)). Despite a large percentage of the interactome changing, 55 proteins remained as core interactors, including SR45, ACINUS, and PININ, most of which were primarily involved in cellular RNA processing and maintenance ([Figure 6A](#)). These observations further confirmed the strong association of SAP18 with the ASAP complex and its involvement in splicing regulation. The complete list of SAP18-GFP hits under HS is provided in [Supplemental Table 3](#).

In line with the observed SAP18 cytoplasmic aggregates in response to heat, many of the SAP18 interactors identified under HS were proteins associated with stress granules (SGs) and processing bodies (PBs) ([Figure 6B](#)). For SGs, we identified core proteins related to mRNA biogenesis such as RBP47B, RBP47C, RBP45, translation initiation factors (eIF4, IF3-2), ribosomal subunit components (USI2Y), and protein kinases such as MDK8, EDR1, CDKA1, and CDKE-1. We also found numerous PB-associated proteins among the hits, including DCP5, XRN3, various RNA helicases (RH3, RH5, RH7, RH11, RH14, RH35, RH40, and RH50), AGO1, CCR1, and UFP2 ([Solis-Miranda et al., 2023](#)).

Given the large number of interactors exclusive to HS, we used AlphaFold multimer predictions to select proteins whose interaction likelihoods resembled those of the known SAP18 interactors ACINUS, PININ, and SR45. As shown in [Supplemental Figure 7A](#), the components of the ASAP/PSAP complexes had the highest values of IPTM (Interface Predicted Template Modeling average score), a metric used to estimate the accuracy of a multimer model. Notably, among the other hits with similarly high IPTM values was MLP-LIKE PROTEIN 329 (MLP329), a protein previously reported to participate in *Arabidopsis* SGs ([Kosmacz et al., 2019](#)). We therefore tested the co-localization among SAP18, MLP329, RBP47B (a well-reported SG marker, [Weber et al., 2008](#)), and DCP5 (a well-reported PB marker; [Xu and Chua, 2009](#)) under HS. Our data demonstrated that SAP18 co-localizes with MLP329 in cytoplasmic aggregates upon HS in *N. benthamiana* ([Figure 6C](#)) but not under control conditions ([Supplemental Figure 7B](#)). In addition, SAP18 was included in RBP47B/TSN2 SGs ([Figure 6C](#) and [Supplemental Figure 7B](#)) and in DCP5 PBs ([Figure 6C](#)).

Together, our results indicate that SAP18 increases in abundance in response to HS in both the nucleus and the cytoplasm ([Figure 5F](#)), where it becomes part of an interface between SGs and PBs ([Figure 6B](#) and [6C](#)). However, the specific function of SAP18 in these granules remains to be determined.

SAP18 provides thermoprotection during heat stress

The aforementioned results led us to wonder whether SAP18 serves a functional role when plants experience heat stress. To answer this question, we tested whether SAP18 positively or negatively regulated plant thermotolerance. We performed a pro-

longed heat stress treatment by exposing 5-day-old Col-0 and *sap18* seedlings to 37°C for 4 days, after which the plants were recovered for 10 days at 22°C. All genotypes grew normally at 22°C under mock conditions ([Figure 6D](#), left), but prolonged high-temperature treatment affected the growth of both plant genotypes. However, whereas the recovery rate of Col-0 plants was close to 1, growth of *sap18* mutant plants was severely impaired by the high-temperature treatment ([Figure 6D](#) [right] and [6E](#)). The strong phenotype of *sap18* plants upon heat treatment was complemented by the SAP18 genomic construct, with pSAP18 lines exhibiting a recovery rate equivalent to that of wild-type (WT) Col-0 ([Figure 6E](#)). Likewise, the SAP18-overexpressing line behaved similarly to Col-0 plants after 37°C treatment ([Figure 6E](#)). Consequently, our results demonstrate that SAP18 protein is required for *Arabidopsis* thermotolerance.

DISCUSSION

New perspectives on *Arabidopsis* SAP18 regulation

Our findings revealed multifaceted roles of SAP18 in *A. thaliana* ([Figure 7](#)). We showed that SAP18 forms an integral part of the ASAP complex, with a partial but significant impact on the splicing of genes associated with leaf development. Under HS, SAP18 relocates to SGs and PBs in the cytoplasm, allowing us to speculate that it may have a thermoprotective role under these conditions. These findings greatly enhance our understanding of SAP18's versatile contributions to plant biology ([Figure 7](#)).

The identity of the high-confidence interactors revealed by affinity purification of SAP18-GFP followed by IP-MS under different experimental conditions prompted us to focus on aspects of *Arabidopsis* SAP18 regulation that were less studied (involvement in splicing regulation) or had not been described previously (cytoplasmic aggregates under HS). Nevertheless, SAP18 is well known for its interaction with histone deacetylation activity ([Kumari et al., 2023](#)) and its link to PRC silencing ([Qüesta et al., 2016](#); [Mikulski et al., 2022](#)). In line with this, we detected peptides for HDA19 and MSI proteins in our datasets. However, these proteins did not pass the strict thresholds used in this work, including peptide count, fold change, and statistical significance across two independent experiments.

Other SAP18 interactors previously reported on the basis of *in vitro* assays, such as ERF4/ERF5 ([Song and Galbraith, 2006](#)), did not appear in our datasets. Similarly, whereas interactions with SOC1 and AGL24 have been validated *in vivo* through co-immunoprecipitation studies ([Liu et al., 2009](#)), these were performed in floral meristems, and SOC1 and AGL24 were thus less likely to be detected under our experimental conditions. In addition, we did not retrieve peptides for VAL1 protein, despite the fact that SAP18 was a top hit in IP-MS experiments that used VAL1 as bait ([Qüesta et al., 2016](#); [Mikulski et al., 2022](#)). In this last case, we believe that protein abundance may explain the limitation in detecting VAL1. Spliceosome components, as well as the other members of the ASAP, SR45 and ACINUS, are highly abundant in all plant cells and may significantly outcompete less abundant proteins (such as a tissue-specific transcription factors like VAL1) in immunoprecipitation

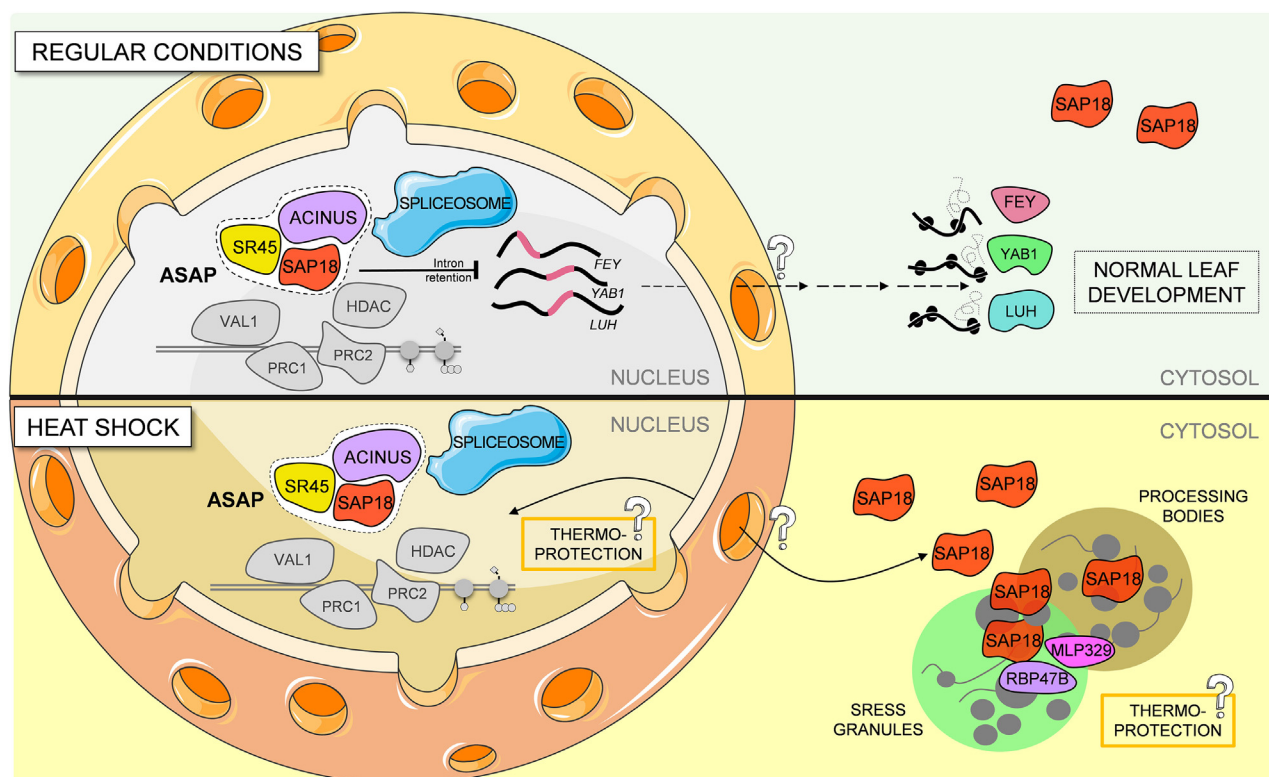

Figure 7. Proposed model for the action of SAP18 in *Arabidopsis thaliana*.

SAP18 forms an integral part of the ASAP complex in the nucleus, which significantly impacts the precise splicing of genes associated with leaf development. Under HS, SAP18 relocates to stress granules and processing bodies in the cytoplasm, suggesting that its thermoprotective role may come from either its nuclear or cytoplasmic localization. Solid and dashed lines correspond to the movement of proteins and mRNAs, respectively. SAP18, SIN3-ASSOCIATED PROTEIN 18 KDA; SR45, SERINE/ARGININE-RICH 45; ACINUS, APOPTOTIC CHROMATIN CONDENSATION INDUCER IN THE NUCLEUS; FEY, FOREVER YOUNG; YAB1, FILAMENTOUS FLOWER (FIL); LUH, LEUNIG_HOMOLOG; RBP47B, RNA-BINDING PROTEIN 47B; MLP329, MLP-LIKE PROTEIN 329.

experiments. In summary, the IP-MS experiments performed in this work enabled us to explore novel features of the SAP18 protein, further reinforcing its important function in plant development and stress responses.

Nuclear SAP18 contributes to the splicing of genes within the ASAP complex in *Arabidopsis*

In contrast to the well-established splicing roles of SR45 and ACINUS, *Arabidopsis* SAP18 has mainly been described as part of the Sin3-HDAC complex and, therefore, closely linked to epigenetic regulation of transcription (Song and Galbraith, 2006). Nevertheless, animal orthologs of SAP18 have been shown to regulate the splicing of both reporter and endogenous transcripts in an SR-domain-independent manner, likely via protein interactions mediated by its ubiquitin-like fold (Singh et al., 2010; Boehm et al., 2018).

Through the comprehensive analysis presented in this study, we revealed the role of SAP18 within the nucleus as a core component of the ASAP complex and splicing-associated proteins. Our transcriptomic data further support the function of the ASAP complex in alternative splicing. Intron-retention assays showed that SAP18 makes a moderate contribution to the proper splicing of *FEY*, *YAB1*, and *LUH*, all of which are associated with

leaf development, an effect that was more evident in the *sr45* and *asap* mutants. Key findings from past studies indicate that *fev-1* mutants exhibit an abnormal number of cells in leaf primordia, accompanied by disruptions in leaf positioning and meristem maintenance (Callos et al., 1994). By contrast, *yabby1* mutants display narrow leaves and a partial loss of abaxial cell identity (Siegfried et al., 1999). Furthermore, *luh* homozygous mutants are embryonic lethal, whereas heterozygous mutants exhibit leaf-polarity defects (Stahle et al., 2009). LUH is a Gro/Tip1 co-repressor—like SAP18—and it interacts with the transcription factor YAB1, whereby they potentially collaborate in gene regulation and share common biological functions. Although none of the *luh*, *fev*, or *yabby1* single mutants had a leaf phenotype as strong as that of the *asap* mutant, multiple mutants do exhibit an enhanced phenotype. For instance, triple and quadruple mutants in the YAB family display a severe loss of abaxial cell identity with concomitant defects in leaf development (Stahle et al., 2009). One interesting possibility is that the cumulative effects on the reduction of functional isoforms of *YAB1*, *LUH*, and *FEY* transcripts due to open-reading-frame disruption (Supplemental Figure 4A) contribute to the *asap* phenotype. Intriguingly, the *sap18* single mutant exhibited significantly greater intron retention in all three *FEY*, *YAB1*, and *LUH* transcripts compared with WT plants (Figure 4D) without displaying the abnormal leaf-development phenotypes of the *sr45* and *asap* triple

mutants. One possible explanation is that the proportion of intron-retained transcripts of *LUH* and *YAB1*, which was higher in *sr45* and *asap* than in *sap18*, could explain the leaf deformation. Alternatively, other misregulated genes could also be responsible for the abnormal leaf morphogenesis of *sr45* and *asap*.

Notably, *LUH*, *FEY*, and *YAB1* transcripts neither appeared misregulated nor showed differential RNA processing in the *sr45* mutant (Supplemental Tables 3 and 4). However, RNA molecules of the three genes were enriched in the RNA immunoprecipitation assay performed by Xing et al. (2015), suggesting that SR45 may serve as an anchor point for ASAP to regulate alternative splicing of the aforementioned leaf-development genes. Overall, our transcriptomic results point to the ASAP complex carrying out roles beyond SR45 and more dramatically affecting splicing.

On the other hand, members of the ASAP complex have been individually implicated in the regulation of different aspects of *Arabidopsis* development and stress responses. For instance, SR45 negatively regulates ABA signaling during early seedling development (Carvalho et al., 2010), and several abnormalities were reported for the *sr45* null mutant, including delayed root growth, smaller leaves, late flowering, narrower petals, shorter siliques with fewer seeds, and flowers with an unusual number of floral organs (Ali et al., 2007; Zhang et al., 2017). When ACINUS is defective, accumulation of unspliced U12 intron-containing transcripts occurs, leading to defects in ABA sensitivity (Bi et al., 2021). However, less information is available for SAP18 or for the whole complex in plants. By characterizing the *asap* mutant phenotype and its transcriptome, our study demonstrated the essential function of the ASAP complex in regulation of alternative splicing in plants. It would be intriguing to explore the outcome of a triple mutant that included *pinin* instead of *acinus*, or even a quadruple *sap18 sr45 acinus pinin* mutant. This would be especially relevant in light of the ASAP and PSAP complexes regulating the splicing of distinct subsets of transcripts and binding to the EJC core in a mutually exclusive manner (Wang et al., 2018). As for SAP18, our findings support the notion that it somehow affects splicing regulation, although this function could perhaps be exclusively attributed to its association with the ASAP complex. Future experiments, including RNA immunoprecipitation and a detailed motif analysis of the SAP18 structure, will help to determine whether SAP18 plays a specific role in alternative splicing in plants.

SAP18 nuclear localization is promoted by SR45 and ACINUS

Although the ASAP was recognized as a stable trimeric complex belonging to the EJC, the interactions that provided stability to the complex were completely unknown until 2012, when mouse SAP18 was crystallized and some structural insights were revealed (Murachelli et al., 2012). SAP18 harbors a ubiquitin-like (UBL) fold domain at the C-terminus, and its N-terminus contains a conserved hydrophobic α/β groove-like structure suggested as essential for shaping the interaction surface between SAP18 and ASAP components. The UBL fold is crucial for the splicing role of SAP18 in animal models, as evidenced by the fact that a double Asp118 and Thr121 substitution in its core re-

gion impairs the splicing of a reporter RNA. This mutation also impairs the interaction with RNPS1 (SR45 animal homolog) and ACINUS, leading to the conclusion that the UBL domain is key for the integrity of the ASAP complex in animal models (McCallum et al., 2006; Singh et al., 2010). Supplemental Figure 7C shows a comprehensive organization of the *Arabidopsis* SAP18 domain structure based on conserved sequences and prediction tools. However, characterization of the SAP18 structure is still poor, and more structural insights are necessary to test functional domains.

Intriguingly, our data suggest a strong correlation between SAP18 nuclear localization and the presence of SR45 and ACINUS (Figure 2). This is also evidenced in our IP-MS dataset for the *sr45* mutant, in which the ASAP/PSAP complexes are notably absent (Supplemental Table 2). Nevertheless, the precise mechanism of physical interactions among these components remains unclear.

A prevailing model suggests that ACINUS acts as a linker within the ASAP complex, interacting with both SAP18 and SR45 through a conserved β hairpin called the RSB (RNPS1-SAP18-binding motif; Murachelli et al., 2012). Moreover, a direct interaction between SAP18 and SR45 has been reported (Bi et al., 2021). However, new investigations have cast doubt upon a direct interaction between ASAP complex members. Curiously, a recent report suggests that SAP18 and SR45 do not interact directly, requiring ACINUS as a key nexus for complex assembly (Wang et al., 2023); while another very recent paper proposed that SAP18 interacts with neither SR45 nor ACINUS alone and that the presence of all three proteins is necessary for the interaction to occur (Fanara et al., 2024). Using our experimental setup, we detected an interaction between SAP18 and SR45 through BiFC. This interaction significantly intensified when ACINUS was also present. Thus, our working hypothesis suggests a plant complex in which all proteins engage in physical interactions with each other and whose protein stability increases when all components are present simultaneously. Given the small size of SAP18 (18 kDa) and the fact that nuclear pores may typically allow the diffusion of proteins even larger than 60 kDa (Wang and Brattain, 2007), one interpretation could be that SAP18 may have the capacity to freely enter the nucleus and, once inside, may be retained by either SR45 or ACINUS. Moreover, our attempts at predicting nuclear localization signals within the SAP18 sequence were not successful, suggesting that there is no sequence element responsible for its nuclear localization. A comprehensive understanding of the interaction among members of the ASAP complex in plants will require further investigation, likely involving the resolution of its crystal structure to reveal key structural features.

SAP18 dual localization and its role in *Arabidopsis* thermotolerance

In previous studies, SAP18 has been suggested to function as a shuttling protein. Initially, a heterokaryon analysis revealed that mouse SAP18 could localize in both the nucleus and the cytoplasm (Tange et al., 2005). Later, a proteomic study of SR45 revealed its influence on the nucleo-cytoplasmic distribution of SAP18 in *Arabidopsis* roots, revealing increased cytoplasmic abundance of SAP18 in the absence of SR45 (Chen et al., 2019). In addition, a

recent publication also reported dual localization of SAP18 upon transient expression in tobacco leaves (Fanara et al., 2024). Nonetheless, none of these studies further explored the potential function of SAP18 in the cytoplasm.

Our observations revealed that SAP18 indeed exhibits a dual baseline localization, but this localization undergoes specific changes in response to high-temperature stress, both in transient expression systems and upon stable expression in *Arabidopsis* (Figure 5). In this context, we characterized changes in the SAP18 interactome under HS, which pointed at potential new functions that have remained uncharted until now.

In this work, we showed that SAP18 relocates to the cytoplasm after HS. The SAP18 interactome under HS conditions revealed the presence of numerous proteins associated with SGs and PBs, strongly implying that SAP18 may indeed be a constituent of these structures under such circumstances (Figure 6). We therefore performed co-localization experiments upon HS and observed that SAP18 translocated to cytoplasmic aggregates, co-localizing with RBP47B (an RNA-binding protein extensively associated with alternative splicing and stress responses in plants), DCP5 (a decapping protein required for PB formation), and MLP329, a protein whose functions are not fully understood but that is potentially involved in lipid binding within SGs (Kosmacz et al., 2019). Some of the hits from our HS dataset have been reported to behave similarly. For example, AGO1, a known component of PBs, has recently been described to associate with SGs under HS (Blagojevic et al., 2024).

These results led us to wonder whether SAP18 serves any functional role when plants experience heat stress. We observed that *sap18* mutants are thermosensitive, whereas pSAP18 complementation lines recovered to Col-0 levels after high-temperature treatment (Figure 6D and 6E). These findings hint at a novel, previously undisclosed thermoprotective role for *Arabidopsis* SAP18. In *Drosophila*, *sap18* mutants were demonstrated to exhibit thermosensitivity as well, and researchers postulated that dSAP18 potentially serves as a thermoprotective element during HS conditions (Costa et al., 2011). However, it remains to be determined whether nuclear or cytoplasmic SAP18 confers tolerance to high temperatures.

Because the conserved role of SAP18 has mainly been linked to mRNA splicing (Kumari et al., 2023), one possibility is that SAP18 mediates the production of specific splice variants under HS that contribute to plant thermotolerance. Indeed, splicing is important in plant HS responses (Rosenkranz et al., 2022). Although we still lack evidence of additional IR under HS for the *sap18* mutant (Supplemental Figure 8C), a thorough characterization of the *sap18* genome-wide spliceosome under high-temperature conditions could fully resolve whether nuclear SAP18 is required for thermotolerance. Another equally attractive possibility is that SAP18 regulation of thermotolerance may occur through a potential function within cytoplasmic SGs and PBs, as these types of cytoplasmic aggregates have been extensively linked to HS responses in plants (Hofmann et al., 2021). Further research will be required to fully clarify the involvement of SAP18 in *Arabidopsis* thermotolerance and determine whether it is due to its nuclear and/or cytoplasmic localization. This versatility of SAP18 offers exciting new directions to explore its role as a

pivotal protein in plant adaptation to stressful environmental conditions.

METHODS

Plant material and phenotype measurements

How the deposited data were processed for this re-analysis (not part of the article)

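The processed data cover mRNA levels in whole *Arabidopsis* seedlings of Col-0, *sap18* and *sr45*, in 6 libraries with 2 for each genotype. Samples were grouped by the sample labels and the paper. The titles and genotype labels of 2 samples name *sap18 sr45*, while their descriptions, the series design and the paper name *sap18*, and the paper's genotype was used.

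The authors mapped the reads with vast-tools 2.5 to its araTha10 library, an extended annotation of Ensembl Plants 31, and deposited cRPKM values, a form of RPKM that divides by the mappable positions of a gene. They applied quantile normalization across libraries. Multiplied by 46, 14.2% of the values are whole at 2 decimals, against at most 0.661% for any number up to 200 that is not a multiple of 23, so a value may be a mean over the ranks of 46 libraries and not of these 6. The genome build in the submitters' processing notes is TAIR 10. For the mutants sequenced first, the methods also state a minimum of reads and a level above 5 cRPKM in all replicates of one of the compared groups. The deposited table holds 454 genes and no reads, so library sizes, unlisted genes and the minimum of reads were not analysed here, and the precision of a value is known only from the spread between libraries. The depth stated for the mutants sequenced first was 30M reads per sample. The number of columns left without a sample is 0. Splicing events were not analysed here.

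Gene symbols were taken from the deposited table and from the RefSeq table of TAIR10.1, in which 450 of the 454 loci were found. For 197 genes no symbol was given, and the locus is printed. Coordinates are those of TAIR10.1, and the primers were matched to its sequence with Biopython 1.88.

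The fold criterion required all 4 ratios between 2 mutant and 2 Col-0 libraries to be at least 2 in one direction, and values above 5 cRPKM in both libraries of one of the groups. The test was limma 3.58.1 in R 4.3.3, on log2(cRPKM + 1), with 1 fit of all 3 genotypes, moderated variance and Benjamini-Hochberg adjustment at 0.05 over the genes of each contrast. The pseudocount understates the change of genes with low values. As the table was selected for change, the adjusted p-values describe these genes and not a transcriptome. Without adjustment, 356 genes passed 0.05 in the libraries labelled *sap18*, 403 in *sr45* and 292 between the mutants. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

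The shared Col-0 libraries were handled by 1000 simulations in which a mutant without effect was drawn around Col-0 with the spread that limma estimated. The clustering of genes along chromosomes was compared with 10000 random draws of as many genes from the table, within 20 kb.

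The tests were tried on simulated libraries of the 454 genes, with known changes of the libraries labelled *sap18* against Col-0, and the filter kept 394 genes of the simulated values. limma called 60 of 61 genes changed 2-fold, 56 of 56 changed 3-fold and 60 of 60 changed 4-fold, and 3 of 217 unchanged ones. The fold criterion called 23 of 61, 54 of 56, 60 of 60 and 0 of 217.

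The genes named in the text follow a rule set before the deposited table was opened: every listed gene that the paper names, the 10 largest changes in each direction in each mutant among those meeting the fold criterion, the 10 largest differences between the mutants, and up to 4 members per gene list. The gene lists were fixed at the same time. As Supplementary Table 8 holds the same values and had been seen by then, the lists and the rule are not independent evidence of any direction. CPuORF9, a short upstream reading frame, overlaps another gene, and its value is not printed.

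Alternatives covered the fold threshold, the way ratios were formed, the filter on low values, the pseudocount, the rescaling of the mutants, a replicate block, the variance model and leaving out each library.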

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

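The tests of explanations for *SAP18* and for the shared genes were all chosen after the results had been seen.

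*SAP18* differed between the mutants by 3.43 on the log2 scale (libraries labelled *sap18* minus *sr45*), being 11.4 times the Col-0 level in the libraries labelled *sap18*. Libraries from the *sap18 sr45* double mutant, as the sample titles and genotype labels name them, would show less *SR45*. The log2 change of *SR45* was instead 0.0515 (standard error 0.16), against the paper's value of -0.70 for that double mutant in Supplementary Table 3. The paper's values there were -1.89 in *sr45* and -2.39 in the triple mutant, so *SR45* fell least in the double mutant. An increase in every line with this insertion is argued against only if the genotypes named there hold, which was not tested. The paper's log2 ratio of *SAP18* in the triple mutant, which carries the same insertion, was -1.41, although it was 1.38 in the double mutant. An added copy of the gene, or transcription started from the insertion, also stays open. Transcription from the insertion may account for 11.4 times the Col-0 level only if it was lost in the plants named as the triple mutant. An added copy carried only by the plants sequenced here need never have been in the triple mutant. Nothing here tests either. These cannot be told apart without reads along the gene or a test of the line, and the genotype of the plants was not tested here.

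Changes shared by both mutants covered 44 genes. Noise of the shared Col-0 libraries stays open as a part of this: it gave 0.016 shared genes on average in 1000 simulations, but the fold criterion calls almost no unchanged gene, so that number would be near 0 in any case and excludes nothing. Genes that change together with a neighbour within 20 kb cannot be the whole cause, as 6 of the 44 have such a shared gene. This is more than the 1.06 in random draws (one-sided permutation p = 0.013), and 4 of the 6 lie close together on chromosome 4. A wider region, as around an insertion or a rearrangement, was not tested. A difference between the Col-0 stock and the insertion lines stays open, since 15 of the 44 differ between the mutants by limma, which leaves the others at sizes that may be alike, and no wild-type sibling was sequenced. A function that SAP18 and SR45 share is a biological explanation that cannot be told apart from it here, the more so as *SAP18* mRNA was higher and not lower in the libraries labelled *sap18*.

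By limma, 13 genes changed in opposite directions in the mutants, with a difference between the mutants that also passed: 8 were higher than Col-0 in the libraries labelled *sap18* and 5 were higher in *sr45*, *ORG3* among them. With the mutants rescaled 11 did, 10 of them the same genes, and *XTH22* was no longer one of them, as its log2 change in *sr45* went from -0.54 to -0.17. Iron deficiency genes differed between the mutants, with 7 of 9 lower in the libraries labelled *sap18* than in *sr45*. Defence genes differed too, with 8 of 11 higher in the libraries labelled *sap18*, or 6 with the mutants rescaled. The genes of both lists are in the table by the authors' call in 1 mutant alone, so these differences largely restate that selection.

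Among genes that the paper does not discuss, AT3G01345 had log2 changes of -7.04 in the libraries labelled *sap18* and -5.73 in *sr45*. *MRD1* had -4.02 and -3.86. *ESM1* had 2.61 and 3.43.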

How the results depend on the processing

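Each alternative below was set before the deposited table was opened, though with Supplementary Table 8 already seen, except the crossed block. The log2 changes of the targeted genes kept their side of the limma threshold, with 1 exception: *SAP18* in *sr45* reached 0.46 and passed with the mutants rescaled. *SAP18* in the libraries labelled *sap18* and *SR45* in *sr45* kept their direction. *SR45* in the former and *SAP18* in the latter lay near 0 and changed sign without some single libraries. For the named genes, 3193 of 3392 comparisons gave the same call, 172 lost it, 27 gained it and 0 reversed. The fold criterion's counts for the libraries labelled *sap18*, *sr45* and both moved to 251, 364 and 161 at a threshold of 1.5, to 23, 51 and 11 at 3, to 186, 357 and 89 with the ratio of group means, and to 185, 354 and 85 when every single ratio also had to reach 1.5. Leaving out 1 library gave 90 to 149, 189 to 258 and 47 to 77, and 149 and 77 were both without Col-0 replicate 1. With fewer ratios required, these counts could only rise or stay. Rescaling gave 88, 152 and 39, with 103 of the 189 main calls in *sr45* and 83 of the 90 in the libraries labelled *sap18* retained, and turned the split in *sr45* from 52 higher and 137 lower to 101 and 51, and that in the libraries labelled *sap18* from 42 and 48 to 47 and 41. The cause of these shifts was not tested.

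The share of genes called in *sr45* alone that lay on the same side was 77.5% at a threshold of 3, and for those called in the libraries labelled *sap18* alone it was 81.4% with group means and 82.0% with the added 1.5, against 62.1% with a filter above 10, 68.8% with a pseudocount of 1 and 68.9% without a filter. Without 1 library the shares were 87.0 to 89.4% and 63.2 to 79.2%. The lower values of the second share lie within the simulated 50.9 to 69.4%, so its excess is not firm. The gap in median absolute log2 change over genes called in either mutant, whose sign is mostly set by the larger number called in *sr45* alone, went from 0.41 to 0.27 at a threshold of 1.5 and with either rule on group means, 0.70 at 3, 0.33 with same-numbered libraries, 0.29 with a pseudocount of 5, and 0.23 to 0.47 without 1 library. Over genes called in both, the gap of 0.20 became 0.79 at 3 and 0.17 to 0.34 without 1 library. With the mutants rescaled, 22 of 39 such genes lay further from Col-0 in *sr45*, against 37 of 44.

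By limma, the genes that differ between the mutants went from 265 to 156 without moderation. Without 1 library they were 146 to 265 (155 without *sap18* replicate 1 and 146 without *sap18* replicate 2). Each such fit leaves a lone library in 1 group, which is assumed to vary like the others. The number fell most without a *sap18* library. The median absolute log2 difference between replicates was 0.14 in the libraries labelled *sap18*, 0.19 in Col-0 and 0.21 in *sr45*. A fit without a *sap18* library takes its spread from the 2 wider pairs alone. Whether this accounts for the whole fall was not tested. Same-numbered libraries did not deviate together (correlations across genes of -0.03, -0.11 and 0.08, or -0.04, 0.09 and 0.08 without the organelle-encoded genes). A replicate block gave 341, 405 and 261 genes for the libraries labelled *sap18*, *sr45* and their difference. A block with the *sr45* numbers crossed, added after the data were seen, gave 341, 403 and 266. The filter on low values removed no gene from limma, so that alternative tests nothing there. Alternatives for reads and for splicing events were not run, as neither was analysed here.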

Differences from the paper's values

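The paper's 183 genes changed in *sap18* compare with 90 here by the fold criterion, at the threshold that the methods state for the mutants sequenced first, without its minimum of reads. Among the alternatives set before the deposited table was opened, the count comes within 1.5 times the paper's with a threshold of 1.5 (251), the ratio of group means (186), group means with every ratio at least 1.5 (185), and without either Col-0 or either *sap18* library (123 to 149). It does not with a threshold of 3, same-numbered libraries, the other filters on low values, a pseudocount of 1, rescaling, or without an *sr45* library. Same-numbered libraries and leaving out a library require fewer ratios, so here and below their counts can only rise or stay. For *sr45*, the paper's 353 genes compare with 189, and the same 3 fold alternatives come close (364, 357 and 354), as do those without a Col-0 or an *sr45* library (246 to 258), and the others do not. The ratio of group means calls all 183 and all 353 genes of the paper, with 3 and 4 others. With every single ratio also at least 1.5, it calls the same genes with 2 and 1 others. The fold criterion used here is stricter than these rules, which come near to the paper's calls.

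Supplementary Table 8 gives, as the paper's values, 86 higher and 97 lower genes in *sap18*, against 42 and 48 here. The 86 is approached with a threshold of 1.5 (102), with either rule on group means (87 and 87) and without Col-0 replicate 1 (68) or 2 (59). The 97 is approached with same-numbered libraries (68), group means (99), group means with 1.5 (98), without Col-0 replicate 1 (81) and without *sap18* replicate 1 (66) or 2 (77), and the rest of the alternatives stay apart in both cases. In *sr45*, the paper's table has 96 higher and 257 lower genes, against 52 and 137. Both are approached with a threshold of 1.5 (100 and 264), group means (100 and 257), group means with 1.5 (97 and 257) and without a Col-0 or an *sr45* library (64 to 76 and 172 to 192). Rescaling brings the higher genes to 101 and leaves the lower ones apart, and no other alternative comes close. The paper's table lists 82 genes in both mutants, against 44. Same-numbered libraries (58), group means (89), group means with 1.5 (85) and leaving out a Col-0 or *sap18* library (56 to 77) come within 1.5 times, and the others do not.

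The bar chart of Supplementary Figure 8A shows about 260 higher genes in *sr45*, read by eye, against 52 here, and none of the alternatives comes within 1.5 times. It shows about 95 lower genes, against 137 here. For *sap18* it shows about 86 higher and about 97 lower genes, read by eye, against 42 and 48 here, and the alternatives that come within 1.5 times are those named for the same numbers of Supplementary Table 8. The paper's own Supplementary Table 8 has more lower than higher genes in *sr45*, as the values here do.

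The paper names the line *sap18* as a mutant of SAP18, and *SAP18* mRNA was 11.4-fold higher than in Col-0 in the libraries labelled so. *SR45* mRNA in *sr45* was lower than in Col-0, as its label has it.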

Other observations

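Of 10 listed cell wall genes, 8 rose and 1 fell in the libraries labelled *sap18* by limma, and 6 rose and 3 fell in *sr45*, the same numbers as when adjusted over the list alone. By the fold criterion, 3 were higher and 0 lower in the former, and 1 was higher and 2 lower in *sr45* (5 and 1 with the mutants rescaled). *XTH22* rose 2.61-fold in the libraries labelled *sap18* and stood at 0.676 of Col-0 in *sr45*, and *LRX3*, an extensin-like wall protein gene, rose 2.41-fold in the former. *XTH25* was 5.61-fold lower in *sr45*. Of 7 genes of abscisic acid, drought and cold, 4 rose and 3 fell in *sr45*, and 1 rose and 1 fell in the libraries labelled *sap18* (the same when adjusted over the list alone), with *GOLS2*, a galactinol synthase gene, 3.15-fold higher in *sr45*. Among 7 auxin genes, 2 rose and 3 fell in each mutant (the same when adjusted over the list alone), and *IAA29* rose 2.64-fold in *sr45*; with the mutants rescaled, 2 fell in *sr45*.

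The sulfate transporter gene *SULTR4;2* was the 1 listed gene of sulfate starvation and fell in both mutants by limma, also adjusted over the list alone, to 0.341 of Col-0 in *sr45*. Besides *SR45*, 1 gene of SR splicing factors was listed, and 1 of the 2 fell in the libraries labelled *sap18* and 2 in *sr45*, also adjusted over the list alone. In the ASAP and PSAP complexes, *SAP18* and *SR45* were the 2 listed members, 1 higher in the libraries labelled *sap18* and 1 lower in *sr45*, also adjusted over the list alone. The 1 listed leaf marker rose in both mutants, also adjusted over the list alone. Lists of heat shock, flavonoid and leaf development genes had 0 members in the table.

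Of the 3 organelle-encoded genes, named after their values were seen, *NAD4L* and *COX2* fell in the libraries labelled *sap18* by limma and *PSBL* did not (2, or 3 when adjusted over the list alone), and 0 changed in *sr45*. Between the Col-0 libraries, replicate 1 was 3.95, 3.75 and 4.44 times replicate 2 for *NAD4L*, *COX2* and *PSBL*. Between the *sr45* libraries, replicate 2 was 3.83, 3.13 and 5.20 times replicate 1. Without Col-0 replicate 1 the log2 changes of *NAD4L* and *COX2* in the libraries labelled *sap18* went from -1.81 and -1.79 to -0.89 and -0.89, with adjusted p of 0.25 and 0.21 from limma.

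AT2G45630, next to *SAP18* and named after its values were seen, fell in the libraries labelled *sap18* to 0.425 of the Col-0 level by limma, and it had 7.76 ± 0.735 cRPKM in Col-0 and 8.78 ± 1.01 in *sr45* (SD, n = 2 each).

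Supplementary Table 3, of which the first 1999 of 2469 rows were used, gives the paper's values for seedlings of the first experiment. There the paper's ratio to wild type for *PCC1* was 3.23 in *sr45*, while in the libraries here *PCC1* in *sr45* was 0.962 of Col-0. The paper's log2 ratios of AT3G01345 were -7.03 in *sr45*, -6.83 in the double and -6.45 in the triple mutant, and its ratios for *ESM1* were 8.22, 9.86 and 14.0. *FLC* was 8.08 times wild type in *sr45* there and 17.3 times Col-0 here. The paper's *SAP18* values there were 67.8 ± 2.51 cRPKM in wild type, 67.4 ± 1.02 in *sr45*, 177 ± 10.8 in the double mutant and 25.6 ± 0.353 in the triple mutant.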
